# Comparative Transcriptomics Identifies Novel Genes and Pathways Involved in Post-Traumatic Osteoarthritis Development and Progression

**DOI:** 10.3390/ijms19092657

**Published:** 2018-09-07

**Authors:** Aimy Sebastian, Jiun C. Chang, Melanie E. Mendez, Deepa K. Murugesh, Sarah Hatsell, Aris N. Economides, Blaine A. Christiansen, Gabriela G. Loots

**Keywords:** osteoarthritis, RNA-seq, STR/ort, C57BL/6J, MRL/MpJ, ACL injury, PTOA, regeneration, inflammation, *B4galnt2*

## Abstract

Anterior cruciate ligament (ACL) injuries often result in post-traumatic osteoarthritis (PTOA). To better understand the molecular mechanisms behind PTOA development following ACL injury, we profiled ACL injury-induced transcriptional changes in knee joints of three mouse strains with varying susceptibility to OA: STR/ort (highly susceptible), C57BL/6J (moderately susceptible) and super-healer MRL/MpJ (not susceptible). Right knee joints of the mice were injured using a non-invasive tibial compression injury model and global gene expression was quantified before and at 1-day, 1-week, and 2-weeks post-injury using RNA-seq. Following injury, injured and uninjured joints of STR/ort and injured C57BL/6J joints displayed significant cartilage degeneration while MRL/MpJ had little cartilage damage. Gene expression analysis suggested that prolonged inflammation and elevated catabolic activity in STR/ort injured joints, compared to the other two strains may be responsible for the severe PTOA phenotype observed in this strain. MRL/MpJ had the lowest expression values for several inflammatory cytokines and catabolic enzymes activated in response to ACL injury. Furthermore, we identified several genes highly expressed in MRL/MpJ compared to the other two strains including *B4galnt2* and *Tpsab1* which may contribute to enhanced healing in the MRL/MpJ. Overall, this study has increased our knowledge of early molecular changes associated with PTOA development.

## 1. Introduction

Osteoarthritis (OA) is a painful degenerative joint disease that causes disability and diminishes the quality of life for millions of people worldwide [1]. Joint injury, particularly injuries to the anterior cruciate ligament (ACL), often result in post-traumatic osteoarthritis (PTOA) within 1–2 decades from the injury [2]. PTOA accounts for about 12% of all OA cases, yet the mechanisms contributing to PTOA after joint injury are not well understood, and there are currently no effective treatments available for PTOA [3]. Many people developing injury- or age-related OA do not show any symptoms until significant joint damage has occurred, and joint pain is not always indicative of OA [4]. For many diagnosed with OA, the only available treatment options are joint replacement surgery and/or pain management. Therefore, there is a dire need for the discovery of biomarkers that can facilitate early detection of the disease and new therapeutic strategies for the prevention of PTOA. While many factors can influence the development of OA, injury-mediated OA holds the greatest promise for the development of effective pharmacologic interventions because a treatment can be administered at the time of surgery or immediately post-injury.

Acute joint trauma triggers several molecular events over the course of the first 1–2 weeks post-injury, which directly or indirectly contribute to the subsequent cartilage damage that is characteristic of OA. An understanding of these early molecular events provides a basis for identifying potential biologic targets for intervention to prevent subsequent joint degeneration [5]. Characterization of gene expression changes during OA development and progression at the whole genome level will provide novel mechanistic insights that could be translated into disease-modifying therapies. Numerous studies have used human biopsy samples to gain new insights about joint OA pathogenesis [6,7,8]; however, there are limitations in terms of the types of studies that can be conducted using human subjects. Human samples are usually obtained during knee replacement surgery and therefore represent late stages of the disease. To overcome this gap in knowledge, animal models allow us to investigate OA development longitudinally and are particularly well suited to studying early molecular events to derive new insights into the key factors contributing to disease progression. Using a noninvasive tibial compression (TC) injury model [9] that closely mimics anterior cruciate ligament (ACL) rupture in humans, we recently profiled the genes expression in knee joints from C57BL/6J mice during the onset and progression of PTOA and identified the molecular changes that characterize early and late stages of PTOA [10], including enhanced inflammatory responses at early timepoints and cartilage and bone remodeling at both early and late timepoints. We also noted that a majority of the transcriptional changes happened within the first few weeks post-injury.

In this study, we used the TC injury model to study early molecular events associated with PTOA development in three mouse strains with varying susceptibility to OA: STR/ort (highly susceptible), C57BL/6J (moderately susceptible), and MRL/MpJ (not susceptible). The STR/ort mice develop OA spontaneously early in life and show many human OA characteristics, including proteoglycan loss, extracellular matrix (ECM) degradation, and subchondral sclerosis [11]. They also exhibit osteophyte formation, a phenotype more readily seen in animal models where the joint is not stabilized. The MRL/MpJ is a mouse strain with exceptional abilities to heal wounds made in multiple tissues without the production of a fibrotic scar [12]. MRL/MpJs are protected from PTOA and do not develop degenerative joint changes following articular fracture [13]. It has been suggested that MRL/MpJ mice possess an intrinsic ability to regenerate articular cartilage, yet the molecular mechanisms responsible for this phenotype have yet to be revealed [14]. To characterize genes that contribute to increased OA susceptibility in STR/ort and resistance to PTOA in MRL/MpJ and to understand the molecular changes associated with early stages of PTOA development in these mice, we profiled gene expression in the knee joints of MRL/MpJ, C57BL/6J, and STR/ort by RNA sequencing (RNA-seq) at 0-day, 1-day, 1-week and 2-weeks post-injury. Understanding the molecular and genetic basis of enhanced OA susceptibility in STR/ort and resistance to PTOA in MRL/MpJ will improve our understanding of PTOA pathogenesis and may highlight new treatment options for PTOA or identify biomarkers that track disease progression.

This study identified 944, 2330, and 2702 genes differentially regulated in MRL/MpJ, C57BL/6J, and STR/ort, respectively, in response to ACL injury, including 553 genes that were shared by all strains. We identified increased, persistent inflammation, elevated catabolic activity, and elevated apoptosis as significant contributors to PTOA development. This study also identified several genes that may contribute to enhanced healing and tissue regeneration, including *B4galnt2* and *Tpsab1*. Furthermore, this study identified several potential OA biomarkers, including *Mamdc2* and *Pxdn*.

## 2. Results

### 2.1. Evaluation of PTOA Development and Progression in STR/ort, C57BL/6J, and MRL/MpJ Mice Following ACL Injury

Injured and uninjured contralateral joints of STR/ort, C57BL/6J, and MRL/MpJ mice were phenotyped using histology and/or microcomputed tomography (μCT) at 6- and 12-weeks post-injury to assess tissue morphology. Gene expression was profiled by RNA-seq before injury and 1-day, 1-week, and 2-weeks post-injury (Figure 1A). The joint damage was assessed by measuring the extent of osteophyte formation and the severity of cartilage degradation. Osteophyte formation was observed in all three strains by 6-weeks post-injury; MRL/MpJ injured joints had significantly less ectopic bone than the other strains (Figure 1B,C). In all three strains, injured joints lost significant subchondral bone volume in the femoral epiphysis relative to the uninjured contralateral joints (Figure 1D). Trabecular bone volume fraction (BV/TV) was significantly higher in STR/ort compared to the other two strains (Figure 1D), and STR/ort had a significantly higher bone mass than the other two strains, consistent with prior publications [15]. At 12-weeks post-injury, STR/ort contralateral joints displayed significant proteoglycan loss and cleft down below the superficial and into the mid zone of the tibial cartilage, whereas MRL/MpJ and C57BL/6J contralateral joints had healthy cartilage (Figure 1E). Injured joints of C57BL/6J and STR/ort exhibited severe cartilage erosion at 12-weeks post-injury (Figure 1E,F). In contrast, the MRL/MpJ displayed an insignificant proteoglycan loss, suggesting that MRL/MpJ are protected from ACL injury induced cartilage damage. MRL/MpJ injured joints were significantly different than C57BL/6J and STR/ort injured joints, but no statistical difference was found between C57BL/6J and STR/ort injured joints (Figure 1F).

### 2.2. Characterizing Genes Related to Osteoarthritis Susceptibility

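Whole knee joints of uninjured mice were sequenced at 0-day, with 4 MRL/MpJ, 4 C57BL/6J and 4 STR/ort libraries. The authors aligned the reads to the mouse genome (mm10) with TopHat and counted the reads on each RefSeq gene with featureCounts. The values used here are these counts, without normalization. The table lists 17313 genes, of which 3 repeated entries were dropped, so that 17310 genes were tested. Every listed gene has at least 5 counts in at least 4 of the 100 libraries of the study. Total counts ranged from 6182016 to 11946239 per library at 0-day, with medians of 7694797 in MRL/MpJ, 10721428 in C57BL/6J and 9660354 in STR/ort. Library sizes were scaled by the TMM method of edgeR, and all 12 libraries entered 1 quasi-likelihood fit with 1 mean per strain. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its fold change above 1.5, the paper's threshold. Levels are given as CPM, that is counts scaled to a common library size, with TMM factors estimated over all 100 libraries, and positions refer to GRCm38.p6.

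Between STR/ort and MRL/MpJ, 2558 genes were called, of which 1444 were higher in STR/ort and 1114 lower. Between STR/ort and C57BL/6J the number was 2391, with 1354 higher in STR/ort and 1037 lower. C57BL/6J and MRL/MpJ differed in 2751 genes, 1668 of them higher in C57BL/6J and 1083 lower. The alternative that moved these counts most was a normalization with 2 factors estimated from the 25 housekeeping genes (RUVg, the method of RUVSeq), which left 1884, 680 and 291 called genes. The split between STR/ort and C57BL/6J was reversed under it, with 294 higher and 386 lower, and scaling by the housekeeping genes gave 1759 higher and 863 lower in STR/ort against MRL/MpJ. Strain explained 43.2% and 70.9% of the variance of these 2 factors, so they follow the strains in part. Whether they carry strain differences or technical differences between the groups cannot be told apart, because each strain forms 1 group at 0-day. With each library left out in turn, the counts stayed between 2285 and 2688, between 2006 and 2538, and between 2407 and 2799. The called genes with the smallest adjusted p in STR/ort against MRL/MpJ were Trim12a, with a log2 fold change of 6.58 (standard error 0.19, adjusted p = 1.82e-14), and Gm8210, with -10.00 (standard error 0.22, adjusted p = 1.88e-16). In C57BL/6J against MRL/MpJ the same 2 genes came first, at 6.72 (standard error 0.19, adjusted p = 8.89e-15) and -9.31 (standard error 0.20, adjusted p = 1.11e-16). Gm8210 is annotated as a pseudogene, and its counts in MRL/MpJ all but vanished at 2-weeks. Against C57BL/6J, STR/ort differed most clearly in Ifi202b, at 8.12 (standard error 0.24, adjusted p = 2.65e-14), and in Hba-a2, at -9.90 (standard error 0.27, adjusted p = 1.41e-14). The other erythroid genes had a median of -0.52.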

To identify transcripts that correlate with OA risk, we profiled the knee joints of 10-weeks old uninjured MRL/MpJ, C57BL/6J and STR/ort mice and examined all pair-wise comparisons (Figure 2A,B, Table S1). 

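At 0-day, 456 genes were called higher in STR/ort than in both C57BL/6J and MRL/MpJ. The comparisons share the STR/ort libraries, so their lists overlap more than independent lists of these sizes, which would share 113 genes. In 20 simulations of unchanged groups with the same shared libraries, no set held more than 0 genes. With no gene changed, these simulations cannot show how far sharing enlarges the overlap of long lists. When the 4 STR/ort libraries were divided between the comparisons in each of 6 ways, so that no library served in both, 368 to 416 genes were shared. Lists of the sizes in these divisions would share 88.1 to 129.3 genes if independent. Leaving out each library in turn gave 384 to 528 genes, and RUVg with 2 factors gave 152.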

Four hundred ninety-seven genes were up-regulated in STR/ort compared to both C57BL/6J and MRL/MpJ (Figure 2A). This included 33 ‘inflammatory response’ -related genes (*Il1b*, *Il6*, *Ccl2*, *Ccl7*, *Cxcl1*, *Cxcl2*, etc.) 

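All 6 of these genes were called higher in STR/ort than in both other strains at 0-day. Adjusted over the list alone the number was 6 as well, which is not independent evidence because the study chose the list on these libraries. Il1b lies on chromosome 2 from 129364569 to 129371164. Its level was 16.4 ± 2.86 CPM (SD, n = 4) in MRL/MpJ, 21.14 ± 4.05 CPM (SD, n = 4) in C57BL/6J and 41.6 ± 7.00 CPM (SD, n = 4) in STR/ort. The log2 fold change of Il1b in STR/ort was 1.37 (standard error 0.15, adjusted p = 1.07e-06) against MRL/MpJ and 0.94 (standard error 0.14, adjusted p = 4.43e-05) against C57BL/6J. Each STR/ort library had a higher Il1b level than each library of the other strains. Replicate 1 of C57BL/6J stood apart from the other 3 libraries of its group, at 27.2 CPM. With each library left out, the Il1b fold changes stayed between 1.24 and 1.45 and between 0.83 and 1.08. Ccl2, on chromosome 11 from 82035577 to 82037452, had 0.39 ± 0.455 CPM (SD, n = 4) in MRL/MpJ, 0.725 ± 0.353 CPM (SD, n = 4) in C57BL/6J and 4.82 ± 1.65 CPM (SD, n = 4) in STR/ort. For Ccl2 the log2 fold change was 3.56 (standard error 0.52, adjusted p = 2.69e-05) against MRL/MpJ and 2.65 (standard error 0.41, adjusted p = 7.68e-05) against C57BL/6J, and no STR/ort library overlapped with another strain.

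Il6, on chromosome 5 from 30013114 to 30019975, was near the limit of detection, with 0.321 ± 0.35 CPM (SD, n = 4) in MRL/MpJ, 0.342 ± 0.112 CPM (SD, n = 4) in C57BL/6J and 1.37 ± 1.02 CPM (SD, n = 4) in STR/ort. The Il6 fold changes were 1.91 (standard error 0.67, adjusted p = 0.0308) and 1.96 (standard error 0.62, adjusted p = 0.0166), and the libraries of the strains overlapped. The first call was lost without MRL/MpJ replicate 1 (adjusted p = 0.08), MRL/MpJ replicate 3 (adjusted p = 0.0723), MRL/MpJ replicate 4 (adjusted p = 0.076), STR/ort replicate 1 (adjusted p = 0.144) and STR/ort replicate 2 (adjusted p = 0.0571). The second was lost without C57BL/6J replicate 2 (adjusted p = 0.05) and STR/ort replicate 1 (adjusted p = 0.0986). Cxcl1 had 0 counts in all 4 MRL/MpJ libraries, against 20.7 ± 11.7 CPM (SD, n = 4) in STR/ort (adjusted p = 1.61e-07). Against C57BL/6J its log2 fold change was 5.61 (standard error 0.46, adjusted p = 2.36e-07). Ccl7 differed by 3.82 (adjusted p = 0.000298) and 2.04 (adjusted p = 0.00343), and Cxcl2 by 2.45 (adjusted p = 0.0153) and 1.64 (adjusted p = 0.0381). Cxcl2 was also near the limit of detection, so its fold changes are imprecise. Its libraries lay between 0 and 0.172 CPM in MRL/MpJ, 0 and 0.362 CPM in C57BL/6J and 0.474 and 0.776 CPM in STR/ort. The Cxcl2 call against MRL/MpJ was lost without MRL/MpJ replicate 2 (adjusted p = 0.0552), and that against C57BL/6J without C57BL/6J replicate 2 (0.105), C57BL/6J replicate 4 (0.089), STR/ort replicate 1 (0.096), STR/ort replicate 3 (0.0535) and STR/ort replicate 4 (0.069). DESeq2 gave an adjusted p of 0.0817 for Cxcl2 against C57BL/6J, and RUVg with 1 factor 0.159. The alternative that moved the list most was RUVg with 2 factors, under which 2 of the 6 genes were called.

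**Figure D1:**
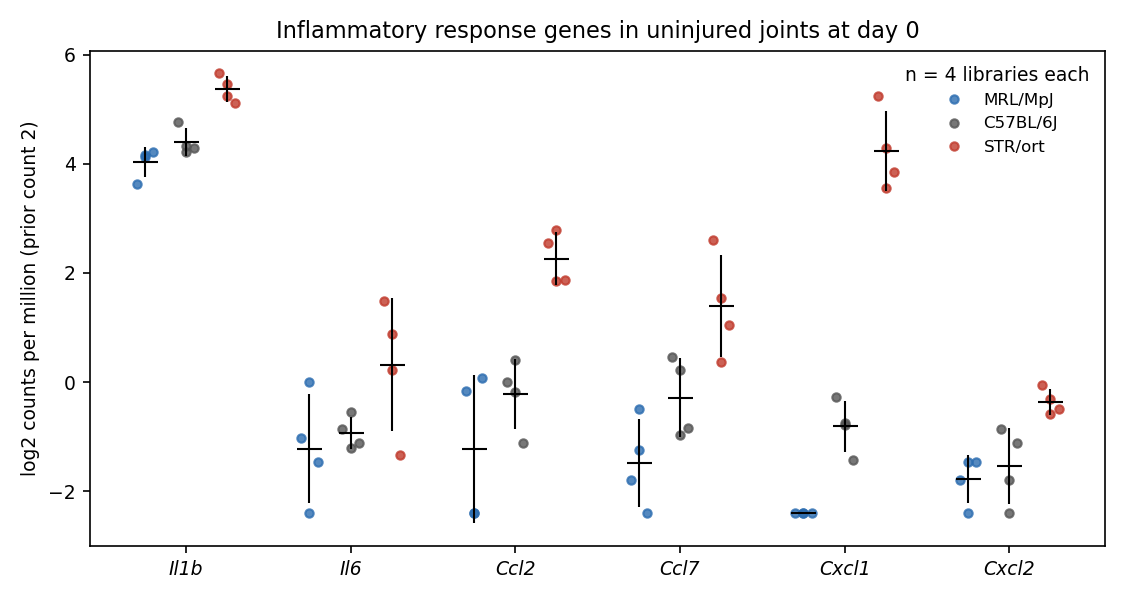
Levels of the 6 genes in each 0-day library (points) with the mean and SD of each strain, as log2 CPM. A value of the lowest height stands for 0 counts, and the 4 MRL/MpJ libraries of Cxcl1 lie there.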

(Figure 2C) and 78 genes associated with ‘apoptotic process’ including *Egr1*, *Id3*, *Cebpb*, *Fos*, and *Jun* (Figure S1A). 

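Of the named apoptosis-associated genes, all 5 were called higher in STR/ort than in both other strains, and adjusted over the list alone also 5, which is not independent evidence. In each of them every STR/ort library lay above every library of the other strains. Fos, on chromosome 12 from 85473890 to 85477274, had the largest change against MRL/MpJ. Its level was 14.4 ± 0.87 CPM (SD, n = 4) in MRL/MpJ, 22.1 ± 6.71 CPM (SD, n = 4) in C57BL/6J and 315 ± 188 CPM (SD, n = 4) in STR/ort. Fos had a log2 fold change of 4.46 (standard error 0.36, adjusted p = 2.8e-08) against MRL/MpJ and 3.80 (standard error 0.33, adjusted p = 1.05e-07) against C57BL/6J. With each library left out these values stayed between 4.11 and 4.69 and between 3.46 and 4.03. Egr1 differed by 4.30 (adjusted p = 7.9e-12) and 4.03 (adjusted p = 7.42e-12), Jun by 1.91 (adjusted p = 4.59e-11) and 1.97 (adjusted p = 2.71e-11), and Cebpb by 2.81 (adjusted p = 1.12e-09) and 1.80 (adjusted p = 9.77e-08). The smallest changes were those of Id3, 1.38 (adjusted p = 4.47e-08) and 0.66 (adjusted p = 0.00015). Without STR/ort replicate 3, Id3 fell below the 1.5-fold threshold against C57BL/6J (log2 fold change 0.54). It also did under RUVg with 1 factor, at 0.50. Egr1, Fos and Jun belong to the immediate early genes, and the difference of that list between STR/ort and C57BL/6J was smaller in the uninjured joints of the later time points. There, 1, 1 and 1 of 5 apoptosis-associated genes were called higher in STR/ort than in both other strains at the 3 time points in order.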

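The genes Ptgs2, Rhob, Duox1, Areg and Plk3 were all called higher in STR/ort than in both other strains at 0-day, and adjusted over the list alone the number was 5, which is not independent evidence. Duox1, on chromosome 2 from 122313010 to 122347972, had 0.637 ± 0.317 CPM (SD, n = 4) in MRL/MpJ, 1.14 ± 0.346 CPM (SD, n = 4) in C57BL/6J and 2.67 ± 1.09 CPM (SD, n = 4) in STR/ort. Its log2 fold change was 2.02 (standard error 0.42, adjusted p = 0.00086) against MRL/MpJ, where no library overlapped, and 1.19 (standard error 0.34, adjusted p = 0.0105) against C57BL/6J, where the libraries overlapped. The Duox1 call against C57BL/6J was lost under RUVg with 1 factor (adjusted p = 0.0999) and with 2 factors (adjusted p = 0.522). Ptgs2 differed by 3.79 (adjusted p = 1.62e-08) and 2.13 (adjusted p = 9.25e-07), Rhob by 1.52 (adjusted p = 5.33e-11) and 0.96 (adjusted p = 2.05e-08), and Plk3 by 1.42 (adjusted p = 3.23e-05) and 1.30 (adjusted p = 4.87e-05). Areg had a mean of 0.397 CPM in STR/ort and of 0.0228 and 0.0431 CPM in C57BL/6J and MRL/MpJ, too few counts for a fold change. Its adjusted p was 0.0175 against MRL/MpJ and 0.00589 against C57BL/6J. The first was lost without MRL/MpJ replicate 1 (adjusted p = 0.0612), MRL/MpJ replicate 2 (adjusted p = 0.0563) and STR/ort replicate 1 (adjusted p = 0.0577). Under RUVg with 2 factors, 2 of the 5 genes were called.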

Genes up-regulated in STR/ort compared to the other two strains also showed enrichment for ontology terms ‘response to wounding’ (40 genes), ‘response to oxidative stress’ (24 genes including *Ptgs2*, *Rhob*, *Duox1*, *Areg* and *Plk3*), ‘response to hypoxia’ (19 genes), and ‘ossification’ (25 genes)’. Enriched signaling pathways associated with these genes include ‘TNF signaling pathway’ (15 genes), ‘IL17 signaling pathway’ (14 genes) and ‘IL6-mediated signaling events’ (8 genes) (Figure 2D). 

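A total of 351 genes were called lower in STR/ort than in both other strains at 0-day. Independent lists of these sizes would share 66.7 genes. Dividing the STR/ort libraries between the comparisons gave 187 to 240 genes, and leaving out each library in turn 268 to 390. The called genes included Tlr1, Tlr5, Itgam, Itgad, Cd3d and Cd8a, 6 of 6, and 6 when adjusted over the list alone, which is not independent evidence. Cd3d, on chromosome 9 from 44981769 to 44987052, had 26.7 ± 1.73 CPM (SD, n = 4) in MRL/MpJ, 6.90 ± 2.30 CPM (SD, n = 4) in C57BL/6J and 2.01 ± 1.06 CPM (SD, n = 4) in STR/ort. Its log2 fold change in STR/ort was -3.69 (standard error 0.24, adjusted p = 1.43e-09) against MRL/MpJ and -1.78 (standard error 0.27, adjusted p = 5.79e-05) against C57BL/6J, and all 4 STR/ort libraries lay below all others. C57BL/6J replicate 1 stood apart from its group, at 10.3 CPM. For Tlr1 the changes were -2.53 (adjusted p = 9.41e-06) and -2.68 (adjusted p = 3.62e-06), for Itgad -2.33 (adjusted p = 5.52e-08) and -1.93 (adjusted p = 9.25e-07), and for Itgam -0.75 (adjusted p = 9.86e-06) and -0.82 (adjusted p = 4.71e-06). Cd8a differed by -1.26 (adjusted p = 0.000416) and -0.85 (adjusted p = 0.00933), with overlapping libraries against C57BL/6J. The smallest change was that of Tlr5, -0.62 (adjusted p = 0.0376) against MRL/MpJ and -0.80 (adjusted p = 0.00587) against C57BL/6J. The former was lost without MRL/MpJ replicate 1 (0.179), MRL/MpJ replicate 2 (0.0819), STR/ort replicate 1 (0.0906), STR/ort replicate 3 (0.0917) and STR/ort replicate 4 (0.0509), the adjusted p in parentheses. It was also lost under DESeq2 (adjusted p = 0.056), housekeeping scaling (0.0687) and RUVg with 1 factor (0.0611) and 2 factors (0.297). Under RUVg with 2 factors, 3 of the 6 genes were called.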

Genes down-regulated in STR/ort compared to the other two strains showed enrichment for biological processes such as ‘leukocyte activation’ (29 genes), ‘hemopoiesis’ (27 genes) and ‘immune response’ (39 genes including *Tlr1*, *Tlr5*, *Itgam*, *Itgad*, *Cd3d* and *Cd8a*).

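Levels of the inflammatory genes Il1b, Il6, Ccl2, Ccl7, Cxcl1 and Cxcl2 in MRL/MpJ were compared with those in C57BL/6J. By fitted log2 fold change, MRL/MpJ was lower for 5 of the 6 genes, all but Il6. None reached the thresholds of the edgeR quasi-likelihood test against both other strains, so the number called was 0, over all genes and adjusted over the list alone. An unadjusted p below 0.05 in C57BL/6J against MRL/MpJ was found for 2 genes, Il1b and Cxcl1. Il1b had 0.43 (standard error 0.15, adjusted p = 0.0379), under 1.5-fold. Cxcl1 had 0.403 ± 0.184 CPM (SD, n = 4) in C57BL/6J and no counts in MRL/MpJ (adjusted p = 0.0938). Ccl2 had a log2 fold change of 0.92 (standard error 0.70, adjusted p = 0.331), Ccl7 of 1.78 (standard error 0.92, adjusted p = 0.132) and Cxcl2 of 0.81 (standard error 0.99, adjusted p = 0.526). For Il6 the value was -0.05 (standard error 0.85, adjusted p = 0.972). DESeq2 called 1 of the 6 genes lower in MRL/MpJ than in both other strains, Cxcl1, and the likelihood ratio test 2, Ccl7 and Cxcl1. Cxcl1 was also called under RUVg with 1 factor (adjusted p = 0.0494), in a fit of the compared groups only (0.005) and in 1 fit of all libraries without (0.0334) and with (0.0371) an RUVg factor. Without STR/ort replicate 1 the quasi-likelihood test called 1.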

MRL/MpJ had the lowest expression values for the majority of ‘inflammatory response’-related genes (Figure 2C). 

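At 0-day, 752 genes were called lower in MRL/MpJ than in both STR/ort and C57BL/6J, where independent lists of these sizes would share 139.1. No simulation of unchanged groups gave any, but with no gene changed these cannot show the effect of sharing on long lists. With the 4 MRL/MpJ libraries divided between the comparisons, 544 to 579 genes were shared, against 95.2 to 111.3 for independent lists. Leaving out each library in turn gave 665 to 757 genes. RUVg with 2 factors moved the count most, to 118.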

Genes with lowest expression in MRL/MpJ compared to other two strains (839 genes) also showed enrichment for ontology terms including ‘extracellular matrix organization’ (69 genes), ‘collagen catabolic process’ (18 genes), ‘response to wounding’ (71 genes), ‘immune response’ (98 genes), and ‘cytokine production’ (50 genes). Expression of interferon signaling pathway-associated genes, such as *Ifitm1*, *Ifit3*, *Ifi27*, *Ifi35*, *Trim2*, and *Trim5*, and matrix metalloproteinases (MMPs), including *Mmp2*, *Mmp3*, *Mmp14*, and *Mmp19*, were also significantly lower in MRL/MpJ compared to the other two strains (Figure 2E,F). 

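All 6 interferon genes and all 4 matrix metalloproteinases were called lower in MRL/MpJ than in both other strains. Adjusted over each list alone the numbers were again 6 and 4, which is not independent evidence. In all 10 genes every MRL/MpJ library lay below every library of the other strains. Ifit3, on chromosome 19 from 34583119 to 34588982, had 2.04 ± 0.827 CPM (SD, n = 4) in MRL/MpJ, 9.90 ± 2.25 CPM (SD, n = 4) in C57BL/6J and 8.50 ± 1.44 CPM (SD, n = 4) in STR/ort. Ifit3 over MRL/MpJ changed by 2.15 (standard error 0.25, adjusted p = 2.71e-06) in STR/ort and 2.41 (standard error 0.24, adjusted p = 5.08e-07) in C57BL/6J. Trim5 had 0 counts in all 4 MRL/MpJ libraries, against 2.79 ± 0.332 CPM (SD, n = 4) in C57BL/6J and 2.10 ± 0.249 CPM (SD, n = 4) in STR/ort, with adjusted p values of 1.44e-07 and 6.18e-07. The other 4 interferon genes differed less, from 0.59 for Trim2 to 1.70 for Ifitm1 in STR/ort over MRL/MpJ. Ifitm1 fell below 1.5-fold in C57BL/6J over MRL/MpJ without MRL/MpJ replicate 1 (log2 fold change 0.54) and C57BL/6J replicate 1 (log2 fold change 0.47). Trim2 did so in STR/ort over MRL/MpJ without MRL/MpJ replicate 2 (log2 fold change 0.56), MRL/MpJ replicate 3 (log2 fold change 0.58), STR/ort replicate 3 (log2 fold change 0.52) and STR/ort replicate 4 (log2 fold change 0.46).

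Mmp3, on chromosome 9 from 7445822 to 7455975, had 2.61 ± 0.423 CPM (SD, n = 4) in MRL/MpJ, 11.1 ± 3.28 CPM (SD, n = 4) in C57BL/6J and 15.4 ± 8.89 CPM (SD, n = 4) in STR/ort. Its log2 fold change over MRL/MpJ was 2.57 (standard error 0.38, adjusted p = 3.14e-05) in STR/ort and 2.12 (standard error 0.38, adjusted p = 0.000271) in C57BL/6J. Mmp2, on chromosome 8 from 92827290 to 92853421, had 143 ± 3.81 CPM (SD, n = 4) in MRL/MpJ, 356 ± 53.7 CPM (SD, n = 4) in C57BL/6J and 264 ± 30.5 CPM (SD, n = 4) in STR/ort. For Mmp2 the values were 0.88 (standard error 0.10, adjusted p = 1.71e-06) and 1.35 (standard error 0.10, adjusted p = 1.03e-08). Mmp14 differed by 0.66 (adjusted p = 0.000148) and 0.89 (adjusted p = 5.61e-06), and Mmp19 by 1.19 (adjusted p = 2.69e-05) and 0.66 (adjusted p = 0.0063). Without STR/ort replicate 3 the Mmp14 change in STR/ort fell to 0.54, and without C57BL/6J replicate 1 the Mmp19 change in C57BL/6J fell to 0.56, both under 1.5-fold. Under RUVg with 2 factors the calls dropped to 2 of the interferon genes and 0 of the metalloproteinases. In the uninjured joints of the 3 later time points, in order, 4, 4 and 4 of 6 interferon genes and 3, 0 and 1 of 4 metalloproteinases were called lower in MRL/MpJ than in both other strains.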

Several genes involved in wound healing, including *Postn*, *Fn1*, *Dcn*, *Ctgf*, *Col3a1*, *Col5a1*, *Plat*, and *Hbegf* also exhibited lowest expression levels in MRL/MpJ (Figure S1B). 

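The 8 named wound healing genes were all called lower in MRL/MpJ than in both other strains, and 8 when adjusted over the list alone, which is not independent evidence. Postn, on chromosome 3 from 54359267 to 54391041, had 231 ± 15.6 CPM (SD, n = 4) in MRL/MpJ, 661 ± 75.2 CPM (SD, n = 4) in C57BL/6J and 526 ± 109 CPM (SD, n = 4) in STR/ort. Postn over MRL/MpJ had a log2 fold change of 1.19 (standard error 0.12, adjusted p = 5.97e-07) in STR/ort and 1.56 (standard error 0.12, adjusted p = 2.51e-08) in C57BL/6J. Every MRL/MpJ library lay below every other library for each of the 8 genes. In STR/ort the changes ranged from 0.62 for Col5a1 to 1.92 for Hbegf, and in C57BL/6J from 0.61 for Hbegf to 1.65 for Col3a1. The largest adjusted p among them was 0.011. Col5a1 in STR/ort fell below 1.5-fold without MRL/MpJ replicate 3 (log2 fold change 0.58) and STR/ort replicate 3 (log2 fold change 0.51). Hbegf in C57BL/6J was no longer called without MRL/MpJ replicate 2 (adjusted p = 0.0583), MRL/MpJ replicate 4 (log2 fold change 0.55, under 1.5-fold) and C57BL/6J replicate 1 (log2 fold change 0.54, under 1.5-fold). None of the 8 genes was called against both strains under RUVg with 2 factors. In the uninjured joints of the 3 later time points, in order, 5, 1 and 2 of 8 were called lower in MRL/MpJ than in both other strains.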

Four hundred sixty-nine genes were upregulated in MRL/MpJ compared to both STR/ort and C57BL/6J (Figure 2B). This included 21 genes associated with ‘T cell activation’ (*Cd3d*, *Cd4*, *Jak3* etc.). 

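Here 385 genes were called higher in MRL/MpJ than in both STR/ort and C57BL/6J, where independent lists would share 69.7. Dividing the MRL/MpJ libraries between the comparisons gave 271 to 310 genes, and leaving out each library in turn 353 to 390. With 2 RUVg factors 65 genes were called.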

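Cd3d, Cd4 and Jak3 were called higher in MRL/MpJ than in both other strains, 3 of 3, and 3 when adjusted over the list alone, which is not independent evidence. Each MRL/MpJ library was above all libraries of the other strains in each gene. Between C57BL/6J and MRL/MpJ, the log2 fold change of Cd3d was -1.90 (standard error 0.19, adjusted p = 4.45e-07). Cd4, on chromosome 6 from 124864693 to 124888247, differed by -1.02 (standard error 0.11, adjusted p = 9.79e-07) in STR/ort and by -0.66 (standard error 0.10, adjusted p = 7.86e-05) in C57BL/6J. Jak3 differed by -0.60 (adjusted p = 0.000309) and -0.65 (adjusted p = 0.00013). Jak3 in STR/ort fell below 1.5-fold without MRL/MpJ replicate 2 (log2 fold change -0.51), STR/ort replicate 1 (log2 fold change -0.58) and STR/ort replicate 4 (log2 fold change -0.57), and under housekeeping scaling (-0.52). No gene of the 3 was called against both strains under RUVg with 2 factors.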

Other enriched ontology terms associated with genes upregulated in MRL/MpJ included ‘lymphocyte aggregation’ (21 genes), ‘defense response’ (49 genes), ‘heme metabolic process’ (7 genes), and ‘cellular ion homeostasis’ (23 genes). Enriched pathways associated with the upregulated genes included ‘heme biosynthesis’ (4 genes) and ‘complement cascade’ (6 genes).

### 2.3. Early Molecular Changes Associated with PTOA Development in STR/ort, C57BL/6J, and MRL/MpJ Mice

To identify the early molecular changes associated with PTOA development in STR/ort, C57BL/6J, and MRL/MpJ mice, we examined gene expression changes in injured joints compared to uninjured contralateral joints at 1-day, 1-week, and 2-weeks post-injury. 

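Right knees were injured by tibial compression, which ruptures the ACL, and the left knees served as uninjured contralateral joints. Each strain had 5 injured and 5 uninjured contralateral libraries at each time point, except that MRL/MpJ and STR/ort had 4 uninjured libraries each at 1-week. This makes 30 libraries at 1-day, 28 at 1-week and 30 at 2-weeks post-injury. Total counts ranged from 7556012 to 20986027 at 1-day, from 7520285 to 12561351 at 1-week and from 8384536 to 14998354 at 2-weeks. The libraries of 2-weeks were sequenced as a batch of their own and those of 0-day, 1-day and 1-week as another, so batch and time cannot be told apart between 2-weeks and the earlier time points, and no gene was tested between time points. The values are read counts made as for the 0-day libraries. At each time point, 1 edgeR quasi-likelihood fit with TMM factors held 1 mean per strain and joint. Injured joints were compared with uninjured contralateral joints within each strain, without pairing by animal, and the replicate number was a block in an alternative, since the labels name the animal of both joints at 2-weeks only. Differences between strains in the response to injury were tested as the interaction of strain and injury. Calls used the threshold of the 0-day comparisons.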

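In MRL/MpJ, 350 genes were called at 1-day post-injury, 264 up and 86 down in injured joints. The numbers were 970 in C57BL/6J, with 738 up and 232 down, and 746 in STR/ort, with 279 up and 467 down. Common to all 3 strains were 166 genes, 133 of them up and 33 down, where independent lists of these sizes would share 0.181 and 0.031. The alternative that moved these counts most was 1 fit of all 100 libraries with 1 RUVg factor, which called 1444 genes in C57BL/6J, 927 up and 517 down. In STR/ort the lowest count was 561, from a fit of the compared groups only. Leaving out each library in turn gave 239 to 395 genes in MRL/MpJ, 707 to 1147 in C57BL/6J and 603 to 1049 in STR/ort. The direction of the split in STR/ort depended on the normalization, since 316 genes were up and 251 down under RUVg with 2 factors, and 330 up and 306 down with all libraries and 1 factor. The response differed between strains by the interaction test in 460 genes for STR/ort against C57BL/6J, 31 with a higher and 429 with a lower log2 change in STR/ort. For C57BL/6J against MRL/MpJ the test called 55 genes, and for STR/ort against MRL/MpJ 28. The alternative settings gave 366 to 581, 30 to 397 and 20 to 48 genes for these interactions. Without injured STR/ort replicate 5 the first of these counts was 757. The count for C57BL/6J against MRL/MpJ moved most without these libraries, the count in parentheses: injured MRL/MpJ replicate 3 (25), uninjured MRL/MpJ replicate 1 (27), replicate 3 (36), injured C57BL/6J replicate 1 (26), replicate 2 (120), replicate 4 (29) and uninjured C57BL/6J replicate 3 (29), replicate 4 (36). The count for STR/ort against MRL/MpJ did so without injured MRL/MpJ replicate 1 (13), replicate 2 (8), replicate 4 (13), replicate 5 (10), uninjured MRL/MpJ replicate 1 (17), replicate 2 (11), replicate 3 (6), replicate 4 (13), replicate 5 (12), injured STR/ort replicate 1 (13), replicate 3 (8), replicate 4 (10), replicate 5 (76) and uninjured STR/ort replicate 2 (7), replicate 4 (9), replicate 5 (15). Of the genes lower in injured joints of MRL/MpJ, Timp4 had the smallest adjusted p (log2 fold change -1.09, standard error 0.14, adjusted p = 6.39e-06). By adjusted p the clearest changes in C57BL/6J were Postn (1.86, standard error 0.12, adjusted p = 4.26e-12) and Smox (-1.21, standard error 0.13, adjusted p = 6.61e-08), and in STR/ort Msr1 (2.28, standard error 0.13, adjusted p = 7.05e-13) and Itih5 (-1.30, standard error 0.11, adjusted p = 7.93e-10).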

At 1-day post-injury, we identified 441 (326 up; 115 down), 1590 (986 up; 604 down), and 735 (359 up; 376 down) differentially expressed genes (>1.5 fold) in the injured joints of MRL/MpJ, C57BL/6J, and STR/ort, respectively, including 201 genes commonly changed in all three strains (Figure 3A–D, Table S2). Enriched biological processes associated with the upregulated genes included “extracellular matrix organization”, “vasculature development”, “cell migration”, “angiogenesis”, “response to wounding” and “inflammatory response” for all three strains and “granulocyte migration”, “reactive oxygen species metabolic process”, “cytokine secretion” and “response to tumor necrosis factor” for STR/ort alone. At 1-day post-injury, 59, 78, and 45 “inflammatory response”-related genes were upregulated in STR/ort, C57BL/6J, and MRL/MpJ, respectively. 

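Of Ccl2, Ccl7, Ccl8, Cxcl5, Il6 and Il33, 5 genes were called higher in injured than in uninjured contralateral joints of all 3 strains at 1-day, and 6 when adjusted over the list alone, which is not independent evidence. Cxcl5, on chromosome 5 from 90759298 to 90761625, rose from 1.87 ± 0.579 CPM (SD, n = 5) to 5.54 ± 1.57 CPM (SD, n = 5) in MRL/MpJ. In C57BL/6J it rose from 2.21 ± 0.408 CPM (SD, n = 5) to 14.4 ± 9.66 CPM (SD, n = 5), and in STR/ort from 3.66 ± 0.355 CPM (SD, n = 5) to 36.6 ± 12.5 CPM (SD, n = 5). The log2 fold changes of Cxcl5 were 1.59 (standard error 0.40, adjusted p = 0.015) in MRL/MpJ, 2.70 (standard error 0.34, adjusted p = 7.07e-07) in C57BL/6J and 3.30 (standard error 0.31, adjusted p = 6.51e-09) in STR/ort. The call in MRL/MpJ was lost without injured MRL/MpJ replicate 2 (adjusted p = 0.0759), uninjured MRL/MpJ replicate 3 (adjusted p = 0.0523) and uninjured MRL/MpJ replicate 4 (adjusted p = 0.0525). Ccl2 changed by 3.65 (adjusted p = 1.1e-07) in MRL/MpJ, 3.31 (adjusted p = 2.33e-07) in C57BL/6J and 3.52 (adjusted p = 7.9e-10) in STR/ort, and Il6 by 2.36 (adjusted p = 0.00245) in MRL/MpJ, 2.46 (adjusted p = 0.000146) in C57BL/6J and 3.35 (adjusted p = 7.1e-09) in STR/ort. Ccl7 had the largest change of the 6 in each strain, at 4.61, 3.96 and 4.29, and Il33 the smallest in MRL/MpJ and C57BL/6J, at 1.13 and 1.55. Ccl8 in STR/ort was not called, with 1.01 (standard error 0.34, adjusted p = 0.056), and its injured and uninjured libraries overlapped. It was called without injured STR/ort replicate 5 (0.0292), uninjured STR/ort replicate 1 (0.0461) and uninjured STR/ort replicate 2 (0.0159), the adjusted p in parentheses. It was also called with the replicate number as a block (0.0185), in 1 fit of all libraries (0.0181) and in that fit with 1 RUVg factor (0.0353). For the other 5 genes each injured library lay above each uninjured library in each strain.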

Several inflammatory cytokines, including *Ccl2*, *Ccl7*, *Ccl8*, *Cxcl5*, *Il6*, and *Il33*, were upregulated in all three genotypes in response to injury (Table 1). The majority of these transcripts showed significantly higher expression levels in injured STR/ort compared to the other two strains (Figure 4A). Furthermore, several immune/inflammatory response genes upregulated at 1-day remained elevated in STR/ort at later time points compared to uninjured controls; however, their expression returned to uninjured control level in C57BL/6J and MRL/MpJ strains by 1–2 weeks post-injury (Table 1). 

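Of the 9 cytokines shown in Figure 4A (Ccl2, Ccl7, Ccl8, Cxcl2, Cxcl3, Cxcl5, Il6, Il11 and Il33), 7 were called higher in injured STR/ort than in injured joints of both other strains at 1-day. Adjusted over the list alone the number was 7, which is not independent evidence. All 9 were called higher than in injured MRL/MpJ, from 0.93 for Ccl8 to 3.68 for Cxcl3, with no overlap between libraries. The Ccl8 call against MRL/MpJ was lost without injured MRL/MpJ replicate 1 (0.0622), injured MRL/MpJ replicate 5 (0.054) and injured STR/ort replicate 2 (0.0818), the adjusted p in parentheses. It was also lost under RUVg with 1 factor (0.243) and 2 factors (0.221), housekeeping scaling (0.0755) and 1 fit of all libraries with 1 RUVg factor (0.126). Against injured C57BL/6J, Ccl8 differed by -0.29 (standard error 0.31, adjusted p = 0.522) and Il33 by -0.12 (standard error 0.23, adjusted p = 0.742), neither of them called. Cxcl5 differed by 2.73 (standard error 0.29, adjusted p = 9.3e-09) against MRL/MpJ and by 1.30 (standard error 0.27, adjusted p = 0.000382) against C57BL/6J, the latter with overlapping libraries. RUVg took the second Cxcl5 call away, with adjusted p = 0.0558 for 1 factor and 0.0629 for 2 factors. Under RUVg with 2 factors, 4 of the 9 genes were called against both strains.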

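Of the 25 genes of Table 1, 12 were called higher in injured joints at 1-day in MRL/MpJ, 14 in C57BL/6J and 17 in STR/ort. At 1-week the numbers were 6, 8 and 14, and at 2-weeks 0, 2 and 10. Adjusted over the list alone they were 14, 15 and 18 at 1-day, 9, 8 and 14 at 1-week, and 0, 2 and 12 at 2-weeks, which is not independent evidence. The 0 for MRL/MpJ at 2-weeks came from the edgeR quasi-likelihood test, and DESeq2 and the likelihood ratio test gave 0 too. There an unadjusted p below 0.05 was found for 2 genes, Ccl8 and Il17d. At 1-week 3 genes were called in MRL/MpJ without injured replicate 4, without injured replicate 5 or without uninjured replicate 3. In C57BL/6J at 1-week 5 were called without injured replicate 5 or uninjured replicate 1 or 4. In STR/ort at 1-week 9 were called in a fit of the compared groups only. Il6 in STR/ort was 1.83 (standard error 0.43, adjusted p = 0.0023) at 1-week and 1.99 (standard error 0.70, adjusted p = 0.0474) at 2-weeks. The latter call was lost without injured STR/ort replicate 1 (0.0686), injured STR/ort replicate 5 (0.35), uninjured STR/ort replicate 1 (0.068), uninjured STR/ort replicate 2 (0.072), uninjured STR/ort replicate 3 (0.0783), uninjured STR/ort replicate 4 (0.0876) and uninjured STR/ort replicate 5 (0.0991), the adjusted p in parentheses. Ccl2 in STR/ort was 1.30 (adjusted p = 0.00186) at 1-week and 1.17 (adjusted p = 0.0227) at 2-weeks, the latter lost without injured STR/ort replicate 5 (0.199), uninjured STR/ort replicate 2 (0.0531) and uninjured STR/ort replicate 4 (0.059).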

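Ankrd1, on chromosome 19 from 36111965 to 36119844, rose at 1-day from 31.4 ± 13.9 CPM (SD, n = 5) to 367 ± 176 CPM (SD, n = 5) in MRL/MpJ. The injured joints of C57BL/6J had 69.2 ± 41.3 CPM (SD, n = 5) and those of STR/ort 167 ± 70.4 CPM (SD, n = 5). Injured STR/ort differed from injured MRL/MpJ by -1.13 (standard error 0.35, adjusted p = 0.00925) on the log2 scale, with overlapping libraries, and injured C57BL/6J by -2.39 (standard error 0.37, adjusted p = 5.18e-06), without overlap. Trpm1 differed by -1.76 (adjusted p = 0.000297) and -1.72 (adjusted p = 0.000765), and Fbxo32 by -1.06 (adjusted p = 0.000713) and -0.79 (adjusted p = 0.0109). So 3 of these 3 genes were called higher in injured MRL/MpJ than in both other strains, and 3 adjusted over the list alone, which is not independent evidence. The Fbxo32 call against C57BL/6J was lost without injured MRL/MpJ replicate 5 (adjusted p = 0.0914). None of the 3 was called under RUVg with 1 factor, with 2 factors or in 1 fit of all libraries with 1 factor. In STR/ort against MRL/MpJ the sign of Ankrd1 was reversed under RUVg with 1 factor (0.57) and 2 factors (0.57), and that of Fbxo32 under all 3 settings (0.23, 0.22 and 0.02). Injury itself raised Trpm1 in MRL/MpJ by 1.03 (adjusted p = 0.107) and Fbxo32 by 0.74 (adjusted p = 0.0907), neither of them called. So 1 of the 3 genes was called as raised by injury in MRL/MpJ, and 3 adjusted over the list alone. RUVg with 1 factor called 3. Fbxo32 also rose in C57BL/6J, by 1.41 (adjusted p = 0.000129), and in STR/ort, by 1.36 (adjusted p = 0.000409).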

Only few injury-induced genes, including *Ankrd1*, *Trpm1*, and *Fbxo32*, showed highest expression in MRL/MpJ compared to the other two strains (Figure 4B). Genes downregulated in STR/ort injured joints compared to uninjured controls showed enrichment for “biomineral tissue development”, “muscle structure development” and “glycosaminoglycan metabolic process”, whereas genes downregulated in MRL/MpJ injured joints compared to contralateral joints showed enrichment for “pyruvate metabolic process”, “positive regulation of fatty acid oxidation”, and “nucleotide phosphorylation”.

At 1-week post-injury, 654 (617 up; 37 down), 1203 (958 up; 245 down), and 2048 (1194 up; 854 down) genes were differentially regulated in injured joints of MRL/MpJ, C57BL/6J, and STR/ort, respectively, relative to respective uninjured controls (Figure 3A,B,E,F). This included 269 genes commonly changed in all three genotypes (Table S2). 

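At 1-week, 541 genes were called in MRL/MpJ (508 up, 33 down), 1007 in C57BL/6J (822 up, 185 down) and 1594 in STR/ort (982 up, 612 down). With each library left out, the counts stayed between 437 and 550, between 795 and 1106 and between 1187 and 1843. The alternative settings gave 499 to 611, 929 to 1143 and 1215 to 1931 genes. By the interaction test, the response differed between STR/ort and MRL/MpJ in 153 genes, 63 with a higher and 90 with a lower log2 change in STR/ort, and between STR/ort and C57BL/6J in 85, 24 higher and 61 lower. Over the alternative settings these counts ranged from 91 to 445 and from 42 to 486, and the replicate number as a block gave 341 and 291. Higher changes outnumbered lower ones in 1 fit of all libraries with 1 RUVg factor, with 246 higher and 199 lower against MRL/MpJ and 262 higher and 224 lower against C57BL/6J, and against MRL/MpJ also without that factor (163 higher and 131 lower). Against C57BL/6J, RUVg with 2 factors gave 72 higher and 93 lower, and housekeeping scaling 11 higher and 53 lower. Between C57BL/6J and MRL/MpJ it called 0 genes with edgeR's quasi-likelihood test, with 505 at an unadjusted p below 0.05, and DESeq2 and the likelihood ratio test called 0 as well. The first count moved most, to the number in parentheses, without injured MRL/MpJ replicate 3 (240), uninjured MRL/MpJ replicate 1 (96), replicate 2 (100) and injured STR/ort replicate 1 (100). The second did so without injured C57BL/6J replicate 1 (48), replicate 2 (53), replicate 3 (53), uninjured C57BL/6J replicate 1 (56), replicate 2 (51), replicate 5 (130), injured STR/ort replicate 1 (53), replicate 2 (56) and uninjured STR/ort replicate 3 (142). The clearest changes were Col14a1 (log2 fold change 2.81, standard error 0.17, adjusted p = 2.26e-12) and Hk2 (-0.60, standard error 0.11, adjusted p = 0.000488) in MRL/MpJ. In C57BL/6J they were Col14a1 (2.32, standard error 0.15, adjusted p = 1.22e-11) and Bdh1 (-1.28, standard error 0.13, adjusted p = 3.41e-08). In STR/ort they were Moxd1 (3.50, standard error 0.27, adjusted p = 5.41e-10) and Gsn (-1.07, standard error 0.098, adjusted p = 4.21e-09).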

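All 3 strains shared 338 called genes at 1-week, 331 up and 7 down. If the lists were independent, 1.37 and 0.012 would be shared. Without any 1 library the number stayed between 291 and 357.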

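In STR/ort, 807 genes were called at 2-weeks post-injury, 752 up and 55 down. C57BL/6J had 511 (499 up, 12 down) and MRL/MpJ 201 (198 up, 3 down). Of these, 173 were called in all 3 strains in the same direction, 172 up and 1 down. Leaving out each library in turn gave 715 to 886 genes in STR/ort, 404 to 591 in C57BL/6J and 156 to 260 in MRL/MpJ, and the alternative settings 754 to 882, 462 to 563 and 171 to 229. The difference in response between STR/ort and MRL/MpJ was called in 78 genes, 75 of them with a higher log2 change in STR/ort, and between STR/ort and C57BL/6J in 8. The alternative settings gave 28 to 149 and 4 to 33 genes, and the block by animal 79 and 17. The first count moved most, to the number in parentheses, without injured MRL/MpJ replicate 3 (43), replicate 4 (150), uninjured MRL/MpJ replicate 1 (21), replicate 4 (48), replicate 5 (48), injured STR/ort replicate 1 (46), replicate 3 (122), replicate 5 (39) and uninjured STR/ort replicate 1 (51), replicate 3 (46), replicate 5 (40). The second did so without injured C57BL/6J replicate 3 (5), uninjured C57BL/6J replicate 5 (5) and injured STR/ort replicate 3 (21). For C57BL/6J against MRL/MpJ, edgeR's quasi-likelihood test called 0 genes, with 984 at an unadjusted p below 0.05, DESeq2 called 2 and the likelihood ratio test 3. The quasi-likelihood test called genes there without injured MRL/MpJ replicate 4 (4), injured C57BL/6J replicate 2 (3) and uninjured C57BL/6J replicate 5 (2), the number in parentheses. Cytl1 was the clearest gene to fall in all 3 strains, with log2 fold changes of -0.81 (standard error 0.17, adjusted p = 0.00602) in MRL/MpJ, -0.997 (standard error 0.17, adjusted p = 9.12e-05) in C57BL/6J and -1.65 (standard error 0.17, adjusted p = 2.38e-08) in STR/ort. Among rising genes the smallest adjusted p belonged to Col14a1 in MRL/MpJ (1.99, standard error 0.21, adjusted p = 1.43e-06), Cd248 in C57BL/6J (1.33, standard error 0.13, adjusted p = 1.54e-07) and Cthrc1 in STR/ort (2.28, standard error 0.15, adjusted p = 1.49e-11).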

At 2-weeks post-injury, 873 (778 up; 95 down) and 514 (501 up; 13 down) genes were differentially regulated in injured joints of STR/ort and C57BL/6J, respectively, whereas only 221 (215 up; 6 down) genes were found to be differentially regulated in injured joints of MRL/MpJ, and 183 of these genes overlapped with genes differentially expressed in the other two strains (Figure 3A,B,G,H). In addition, most of the genes differentially expressed at 2-weeks were upregulated, with less than 11% of differentially expressed genes being significantly downregulated in any strain (Table S2).

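Down-regulated genes made up 1.5% of the called genes in MRL/MpJ, 2.3% in C57BL/6J and 6.8% in STR/ort. At 1-week the shares were 6.1%, 18.4% and 38.4%, and at 1-day 24.6%, 23.9% and 62.6%. Over the 12 alternatives the shares at 2-weeks lay between 0.4 and 2.4%, 1.2 and 4.3% and 6.5 and 10.9%, those at 1-week between 1.8 and 10.5%, 8.8 and 25.7% and 28.2 and 41.9% and those at 1-day between 15.1 and 32.3%, 21.3 and 35.8% and 44.3 and 71.3%. RUVg with 2 factors gave the lowest share in MRL/MpJ and C57BL/6J at 1-week and in MRL/MpJ and STR/ort at 1-day. Single libraries also moved the numbers of down-regulated genes at 2-weeks. Without injured MRL/MpJ replicate 4 the number in MRL/MpJ was 7 instead of 3. Without uninjured STR/ort replicate 2 the number in STR/ort was 81 instead of 55.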

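Mean log2 CPM was compared between the injured joints of the 3 strains for the genes called up in all of them. STR/ort had the highest mean for 82 of 133 genes (61.7%) at 1-day, 324 of 331 (97.9%) at 1-week and 164 of 172 (95.3%) at 2-weeks. Of all genes, STR/ort had the highest mean for 33.7%, 41.5% and 37.5%. A level called higher in injured STR/ort than in both other injured strains was found for 29, 303 and 95 of these genes. In the uninjured contralateral joints, STR/ort had the highest mean for 75.9%, 96.4% and 93% of the same genes. The fold change on injury was largest in STR/ort for 34, 126 and 114 of them (25.6%, 38.1% and 66.3%). The interaction test called a larger response in STR/ort than in C57BL/6J or MRL/MpJ for 1, 9 and 11.

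**Figure D2:**
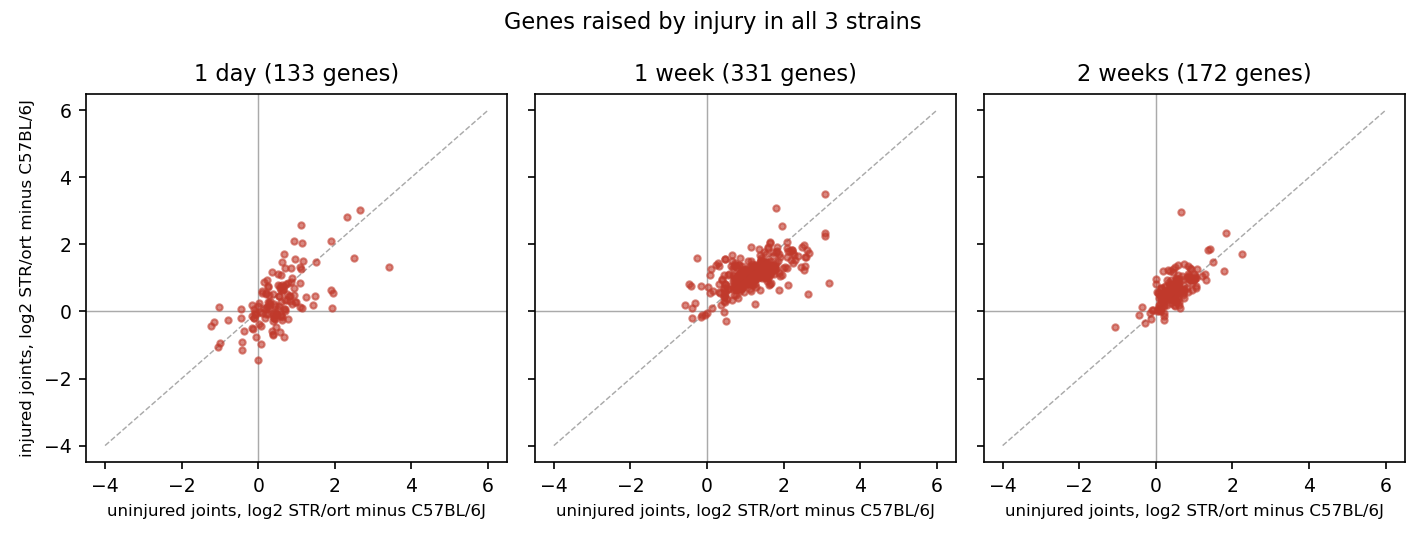
Difference in mean log2 CPM between STR/ort and C57BL/6J in uninjured contralateral joints (horizontal) and in injured joints (vertical), for the 133 genes up in all 3 strains at 1-day, the 331 at 1-week and the 172 at 2-weeks. Each point is 1 gene.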

Although a large number of genes differentially expressed in response to injury were common to all three strains, STR/ort exhibited the highest expression values for a majority of these genes (Figure 3I–K). Several genes associated with “extracellular matrix organization”, “vasculature development”, “response to wounding”, “osteoblast differentiation”, “ossification”, and “collagen catabolic processes” were upregulated at 1-week and/or 2-weeks post-injury in all three strains. 

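Injury raised 3 of the 5 genes Mmp2, Mmp3, Mmp19, Adamts1 and Adamts4 past the threshold in all 3 strains at 1-week and 3 at 2-weeks, and 3 each when adjusted over the list alone, which is not independent evidence. Mmp3 at 1-week rose from 2.67 ± 0.863 CPM (SD, n = 4) to 19.8 ± 2.81 CPM (SD, n = 5) in MRL/MpJ and from 4.08 ± 1.17 CPM (SD, n = 5) to 20.7 ± 3.49 CPM (SD, n = 5) in C57BL/6J. In STR/ort it went from 64.6 ± 30.0 CPM (SD, n = 4) to 93.6 ± 18.1 CPM (SD, n = 5), with overlapping libraries. The log2 fold changes of Mmp3 at 1-week were 2.90 (standard error 0.32, adjusted p = 2.59e-07) in MRL/MpJ, 2.35 (standard error 0.27, adjusted p = 2.08e-07) in C57BL/6J and 0.54 (standard error 0.21, adjusted p = 0.0696) in STR/ort. In STR/ort the change was called without injured STR/ort replicate 4 (0.0332), uninjured STR/ort replicate 1 (0.0133) and uninjured STR/ort replicate 2 (0.034), the adjusted p in parentheses, and under RUVg with 1 factor (0.0238). Adamts1 had an upward fitted change in all 6 comparisons and was called only in STR/ort at 1-week (0.89 (standard error 0.15, adjusted p = 7.76e-05)). Adamts4 was not called at 2-weeks in MRL/MpJ (0.50 (adjusted p = 0.407)) or C57BL/6J (0.61 (adjusted p = 0.0661)), where the block by animal called it (adjusted p = 0.0391). In C57BL/6J it was called without injured replicate 2 (adjusted p = 0.031) and under 6 of the alternative settings. Mmp2 rose by 1.35 (adjusted p = 2.97e-07) in MRL/MpJ, 1.67 (adjusted p = 9.86e-10) in C57BL/6J and 1.27 (adjusted p = 2.62e-07) in STR/ort at 1-week. Between injured joints, all 5 genes were called higher in STR/ort than in both other strains at 1-week and at 2-weeks, and 5 each adjusted over the list alone. At 1-week the differences ranged from 0.96 for Adamts1 to 2.22 for Mmp3 against MRL/MpJ, and from 1.05 for Mmp2 to 2.16 for Mmp3 against C57BL/6J, without overlap between libraries. The smallest difference at 2-weeks was that of Mmp2 against C57BL/6J, 0.60 (standard error 0.13, adjusted p = 0.000538). It fell below 1.5-fold without injured C57BL/6J replicate 2 (0.54), injured C57BL/6J replicate 3 (0.55), injured C57BL/6J replicate 5 (0.56), injured STR/ort replicate 1 (0.55), injured STR/ort replicate 2 (0.57) and injured STR/ort replicate 5 (0.56), the log2 fold change in parentheses.

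Of the 35 genes of Table 2, 20 were called as raised at 1-week in MRL/MpJ, 25 in C57BL/6J and 25 in STR/ort, and at 2-weeks 10, 19 and 24. Adjusted over the list alone the numbers were 22, 27 and 26, and 11, 20 and 24.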

A number of catabolic enzymes, including *Mmp2*, *Mmp3*, *Mmp19*, *Adamts1*, and *Adamts4*, were upregulated in all three strains at 1-week and/or 2-weeks post-injury and the expression values of a majority of these catabolic enzymes were significantly higher in STR/ort compared to the other two strains (Table 2, Figure 5). At 1-week post-injury, genes associated with chondrocyte differentiation, including *Sox9* and *Runx1*, were upregulated and several muscle-related genes, including *Myh7*, *Myl2*, *Myl3*, *Myoc*, *Acta1*, and *Actc1*, were downregulated exclusively in STR/ort and C57BL/6J (Table S2). 

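Sox9, on chromosome 11 from 112782210 to 112787757, rose at 1-week from 12.4 ± 3.24 CPM (SD, n = 5) to 25.8 ± 8.74 CPM (SD, n = 5) in C57BL/6J and from 39.8 ± 12.9 CPM (SD, n = 4) to 70.6 ± 20.2 CPM (SD, n = 5) in STR/ort. Its log2 fold changes were 0.46 (standard error 0.26, adjusted p = 0.444) in MRL/MpJ, 1.07 (standard error 0.23, adjusted p = 0.00175) in C57BL/6J and 0.82 (standard error 0.22, adjusted p = 0.00806) in STR/ort, and the libraries of STR/ort overlapped. The difference in response was not called, with an interaction of 0.35 (adjusted p = 0.722) for STR/ort and 0.60 (adjusted p = 1) for C57BL/6J against MRL/MpJ. Runx1 changed by 0.37 (adjusted p = 0.0298) in MRL/MpJ, 0.60 (adjusted p = 4.18e-05) in C57BL/6J and 0.90 (adjusted p = 1.7e-07) in STR/ort, the first under 1.5-fold. Its interactions were 0.52 (adjusted p = 0.0711) and 0.23 (adjusted p = 1), and the former was called without injured STR/ort replicate 4 (0.0129). Both genes were called in C57BL/6J and STR/ort, 2 of 2, and 2 adjusted over the list alone, which is not independent evidence. Runx1 in C57BL/6J fell below 1.5-fold without injured C57BL/6J replicate 5 (log2 fold change 0.54) and uninjured C57BL/6J replicate 2 (log2 fold change 0.53), in 1 fit of all libraries and under every RUVg setting. Sox9 in STR/ort was not called under RUVg with 2 factors (adjusted p = 0.082).

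The 6 muscle genes were called lower in injured joints of C57BL/6J and of STR/ort, 6 of 6 in each, and 6 adjusted over the list alone. In MRL/MpJ edgeR's quasi-likelihood test called 0, with an unadjusted p below 0.05 for 2 genes, Acta1 and Actc1. A fit of the compared groups only and a block by replicate number each called these 2, and DESeq2 and the likelihood ratio test 0. Acta1, on chromosome 8 from 123891758 to 123894775, had 9127 ± 1297 CPM (SD, n = 4) in uninjured and 5956 ± 1084 CPM (SD, n = 5) in injured MRL/MpJ. The values were 7363 ± 1391 CPM (SD, n = 5) and 4598 ± 1156 CPM (SD, n = 5) in C57BL/6J, and 5429 ± 1963 CPM (SD, n = 4) and 2539 ± 803 CPM (SD, n = 5) in STR/ort. Uninjured MRL/MpJ replicate 1 and uninjured STR/ort replicate 2 stood apart from their groups, at 11100 and 8360 CPM. The log2 fold changes of Acta1 were -0.58 (standard error 0.22, adjusted p = 0.148) in MRL/MpJ, -0.65 (standard error 0.20, adjusted p = 0.0342) in C57BL/6J and -1.10 (standard error 0.22, adjusted p = 0.000404) in STR/ort. The call in C57BL/6J was lost without injured C57BL/6J replicate 1 (0.0614), injured C57BL/6J replicate 3 (0.108), injured C57BL/6J replicate 5 (0.125), uninjured C57BL/6J replicate 1 (0.0905), uninjured C57BL/6J replicate 2 (0.0955) and uninjured C57BL/6J replicate 3 (0.0676), the adjusted p in parentheses. Without injured C57BL/6J replicate 5, 3 of the 6 genes were called in C57BL/6J, since Myoc (0.0514) and Myh7 (0.0844) were lost too. Myh7 was also lost there without uninjured replicate 1 (0.0704) or 2 (0.0823). Myh7 and Myl2 in STR/ort were not called without uninjured replicate 2 (adjusted p = 0.101 and 0.104). Of the interactions against MRL/MpJ, only that of Myoc in STR/ort was called, -1.19 (standard error 0.29, adjusted p = 0.0339). It was lost without injured MRL/MpJ replicate 1 (0.0716), injured MRL/MpJ replicate 4 (0.0652), uninjured MRL/MpJ replicate 2 (0.0931), uninjured MRL/MpJ replicate 3 (0.0555), uninjured MRL/MpJ replicate 4 (0.0603), injured STR/ort replicate 2 (0.0675), uninjured STR/ort replicate 1 (0.0537), uninjured STR/ort replicate 3 (0.054) and uninjured STR/ort replicate 4 (0.0655), the adjusted p in parentheses. The block by replicate number also called Myh7 (0.029) and Myl3 (0.0352) in STR/ort against MRL/MpJ. Under RUVg with 2 factors, 2 of the 6 genes were called in STR/ort.

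**Figure D3:**
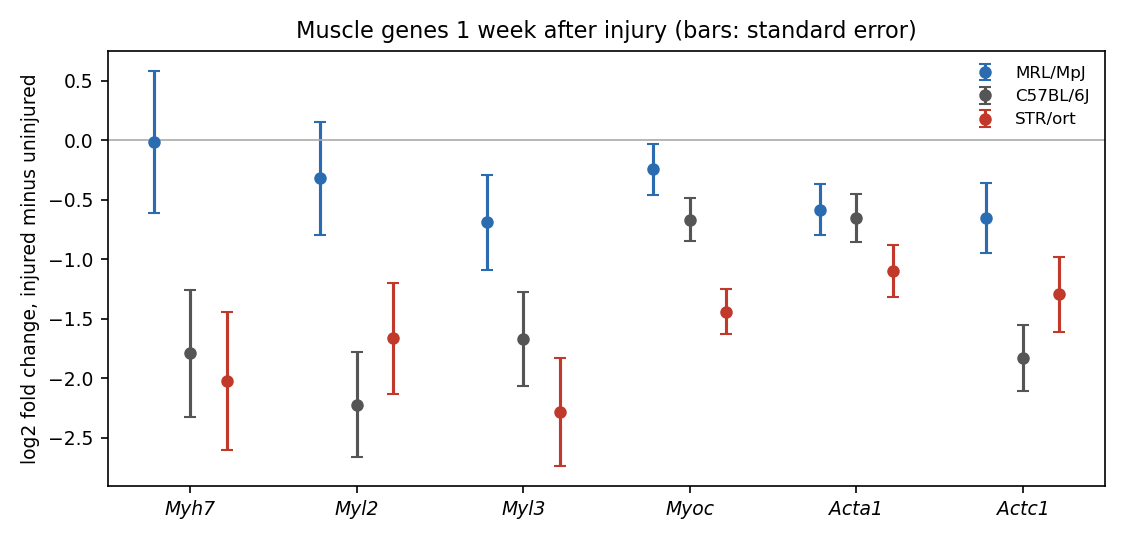
Log2 fold change on injury at 1-week of the 6 muscle genes in each strain, with bars of 1 standard error. The values of Acta1 are -0.58 in MRL/MpJ, -0.65 in C57BL/6J and -1.10 in STR/ort.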

Several members of Wnt signaling, a major signaling pathway involved in skeletal development and bone metabolism, including Wnt receptor *Fzd2* and Wnt pathway inhibitors *Sfrp1* and *Sfrp2* were upregulated in all three strains at 1-week and 2-weeks post-injury (Table S2). It is likely that these genes play a significant role in cartilage and bone remodeling following ACL injury.

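Fzd2, Sfrp1 and Sfrp2 were called as raised in all 3 strains, 3 of 3 at 1-week and 3 of 3 at 2-weeks, with the same numbers adjusted over the list alone, which is not independent evidence. At 1-week the log2 fold changes of Sfrp2, on chromosome 3 from 83765750 to 83774314, were 2.41 (standard error 0.24, adjusted p = 4.08e-08) in MRL/MpJ, 2.18 (standard error 0.21, adjusted p = 6.6e-09) in C57BL/6J and 1.75 (standard error 0.20, adjusted p = 2.58e-07) in STR/ort. At 2-weeks they were 1.66 (standard error 0.22, adjusted p = 3.48e-05) in MRL/MpJ, 1.87 (standard error 0.21, adjusted p = 5.38e-07) in C57BL/6J and 1.90 (standard error 0.20, adjusted p = 3.08e-08) in STR/ort. Fzd2 changed by 1.07, 1.31 and 1.46 at 1-week in the same order of strains. The weakest result was Sfrp1 in MRL/MpJ at 2-weeks, 0.69 (standard error 0.17, adjusted p = 0.0216), with overlapping libraries. It was lost without injured MRL/MpJ replicate 1 (0.0556), injured MRL/MpJ replicate 2 (0.0614), injured MRL/MpJ replicate 5 (0.0594), uninjured MRL/MpJ replicate 2 (0.0858) and uninjured MRL/MpJ replicate 3 (0.0648), the adjusted p in parentheses, and in 1 fit of all libraries without (0.0741) and with 1 RUVg factor (0.0809).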

### 2.4. Potential Candidate Genes Associated with Enhanced Healing and Articular Cartilage Regeneration in MRL/MpJ

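In the 12 comparisons of MRL/MpJ with STR/ort and C57BL/6J, in injured and in uninjured joints at the 3 time points post-injury, 131 genes were called higher and 133 lower in MRL/MpJ every time. Of these, 115 and 115 are listed in the same direction in Table S3, and 0 in the opposite direction. With the 2 comparisons at 0-day added, the numbers were 125 and 122. Leaving out each library in turn gave 124 to 134 genes higher and 126 to 135 lower in the 12 comparisons. RUVg with 2 factors gave 59 and 67, and the likelihood ratio test 136 and 146.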

Compared to STR/ort and C57BL/6J, 204 genes were upregulated and 217 were downregulated in both injured and uninjured joints of MRL/MpJ at all timepoints examined (Table S3). ACL injury had little effect on the expression of majority of these genes (Figure 6A). 

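Of the 264 genes, injury changed 35 past the threshold in MRL/MpJ, 18 at 1-day, 29 at 1-week and 13 at 2-weeks. In any of the 3 strains injury changed 69. The response to injury differed between MRL/MpJ and another strain in 12 of them by the interaction test. A fitted log2 difference beyond 4 in each of the 12 comparisons was found for 5 of the higher and 7 of the lower genes. Gm8210 is among the 5, but at 2-weeks its group means were 0 CPM in C57BL/6J and STR/ort. In MRL/MpJ they lay between 0.228 and 0.35 CPM there. The size of its difference at 2-weeks is therefore not a measured fold change.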

Using microarrays, Cheng et al. profiled genes involved in digit amputation response in MRL/MpJ and C57BL/6 at 0-day (pre-amputation), 3-days, 1-week, and 2-weeks post-amputation and identified genes differentially expressed in digits at various timepoints postamputation compared to 0-day in both strains as well as genes differentially expressed between strains [16]. To characterize the genes that may contribute to enhanced healing and/or regeneration in MRL/MpJ, we examined the overlap between genes differentially expressed in MRL/MpJ compared to the other strains in both knee joints and digits at 0-day, 1-week, and 2-weeks post-injury. 

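The 21 genes of Table 3 were tested in the 12 comparisons of MRL/MpJ with the other strains in injured and uninjured joints; the digit data were not analysed here. All 5 genes listed as higher in MRL/MpJ were called in every comparison, and 5 adjusted over the list alone, which is not independent evidence. Of the 16 listed as lower, 13 were called in every comparison, and 14 adjusted over the list alone. The others were Rab6b, Slc15a2 and Gpx3. Rab6b in STR/ort against MRL/MpJ was 0.31 (adjusted p = 0.383) in injured joints at 1-day, and in uninjured joints 0.45 (adjusted p = 0.15) at 1-day, 0.36 (adjusted p = 0.282) at 1-week and 0.92 (adjusted p = 0.113) at 2-weeks. Slc15a2 in C57BL/6J against MRL/MpJ at 1-week was 1.36 (adjusted p = 0.053) in injured and 1.41 (adjusted p = 0.0732) in uninjured joints. Gpx3 in uninjured C57BL/6J against MRL/MpJ at 1-week was 0.53 (adjusted p = 0.000238), under 1.5-fold. The sign held in all 12 comparisons for each of the 21 genes, except that Pycard in injured STR/ort against MRL/MpJ at 1-week became -0.14 under RUVg with 1 factor. The largest difference was that of Mamdc2 in uninjured STR/ort at 1-week, and Trim12a, on chromosome 7 from 104299893 to 104315558, was next, with 7.18 (standard error 0.23, adjusted p = 2.29e-20) in injured C57BL/6J at 1-week. Capg differed by 2.50 and 2.31 in injured joints at 2-weeks, and Myoc by 0.95 and 1.21. Vwa5a had the smallest difference of the 5 higher genes in each of the 12 comparisons, between -1.06 and -1.59. Under RUVg with 2 factors, 8 of the 16 lower genes were called in every comparison.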

Our analysis identified five genes upregulated in MRL/MpJ, including *B4galnt2*, *Tpsab1*, *Vwa5a*, and *Aox4*, and 16 genes downregulated in MRL/MpJ, including *Mamdc2*, *Capg*, *Myoc*, and *Trim12a*, compared to the other strains in both datasets at all timepoints examined (Figure S2, Table 3). 

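B4galnt2 lies on chromosome 11 from 95863559 to 95914960 and encodes a glycosyltransferase. At 1-week its level in injured joints was 18.1 ± 4.71 CPM (SD, n = 5) in MRL/MpJ, 3.81 ± 0.605 CPM (SD, n = 5) in C57BL/6J and 2.27 ± 0.333 CPM (SD, n = 5) in STR/ort, where replicate 5 stood apart at 1.69 CPM. Relative to MRL/MpJ the log2 fold change was -3.01 (standard error 0.18, adjusted p = 4.15e-14) in STR/ort and -2.24 (standard error 0.16, adjusted p = 3.73e-12) in C57BL/6J. With each library left out it stayed between -3.08 and -2.85 and between -2.32 and -2.08. Over the alternatives the STR/ort value lay between -3.14 and -1.49, with -2.36 under RUVg with 1 factor. At 2-weeks the values in injured joints were -3.51 (adjusted p = 6.79e-17) and -2.32 (adjusted p = 7.41e-14), and in uninjured joints -3.14 (adjusted p = 9.44e-16) and -1.95 (adjusted p = 3.28e-12). In all 12 comparisons of injured and uninjured joints each MRL/MpJ library lay above each library of the other strain.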

We further experimentally validated the differential expression of *B4galnt2*, a gene associated with muscle regeneration [17], in knee joints of all three strains. Immunohistochemistry confirmed that B4galnt2 (Figure 6B) was highly expressed in both injured and uninjured joints of MRL/MpJ compared to other two strains.

## 3. Discussion

STR/ort, C57BL/6J, and MRL/MpJ respond differently to knee joint injury. Here, we have introduced the first report that directly compares molecular and histological outcomes to a noninvasive ACL injury induced joint damage in these three strains. All three strains had deficits in epiphyseal trabecular bone in the injured joints and exhibited considerable osteophyte formation. STR/ort mice had degeneration in the contralateral joint and severe degeneration in the injured joint, whereas C57BL/6J mice had severe degeneration in the injured joint but not in the contralateral joint. By contrast, MRL/MpJ mice were almost completely protected from articular cartilage degeneration in this model. Consistent with previous reports [18], STR/ort showed higher trabecular bone volume fraction (BV/TV) compared to the other two strains. However, previous studies suggested that cartilage degeneration is independent of the underlying bone mass [15]—a hypothesis with diverging opinions in the field.

It has been suggested that the inflammatory response resulting from joint injury may be a significant factor in the progression of PTOA [19]. Studies have shown that STR/ort mice, a model for spontaneous osteoarthritis, exhibit elevated levels of both local and systemic inflammatory markers. Serum analysis showed elevated expression of several cytokines, including Il1β, Ccl4, and Il5, in STR/ort mice compared with that of CBA mice [20]. There is also evidence that MRL/MpJ mice have reduced inflammation, which may play a role in protecting these mice from PTOA [21]. Compared to C57BL/6 mice, MRL/MpJ mice had lower mRNA expression of *Tnfα* and *Il1b* in the synovial tissue and lower protein levels of Il1a and Il1b in the synovial fluid, serum, and joint tissues [21]. Consistent with these observations, our RNA-seq analysis showed that uninjured STR/ort joints expressed elevated inflammatory markers, including *Il1b*, *Il6*, *Ccl2*, and *Cxcl1* and MRL/MpJ had the lowest expression values for these genes (Figure 2C). Joint injury further amplified the expression of inflammatory-response-related genes at 1-day post-injury, which was greater in STR/ort than in the other two strains, and this inflammatory response persisted, while many of these genes reversed to pre-injury levels in C57BL/6J and MRL/MpJ shortly thereafter (Table 1, Figure 4A). This elevated, persistent inflammation may contribute significantly to the enhanced PTOA phenotype observed in STR/ort.

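The difference between strains in the response at 1-day was tested as an interaction for the 25 genes of Table 1. Only Cxcl14 and Cxcl16 were called, both in STR/ort against C57BL/6J. The response of Cxcl14 was larger in STR/ort, with an interaction of 0.87 (standard error 0.21, adjusted p = 0.0132), and that of Cxcl16 smaller, with -0.91 (standard error 0.22, adjusted p = 0.0103). Against MRL/MpJ the interaction was 0.99 (adjusted p = 0.938) for Il6 and -0.12 (adjusted p = 1) for Ccl2. The paper states that the response to injury at 1-day was greater in STR/ort and persisted there, and that many of these genes returned to levels before injury in C57BL/6J and MRL/MpJ.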

We observed that a number of genes associated with “T cell activation” were highly expressed in MRL/MpJ super-healer mice. However, immunodeficient MRL.RAG1 knockout mice were able to show complete ear hole closure, indicating that the regenerative response is not dependent on T or B cells in the ear [22]; it remains to be determined whether the same holds true for injured joints. We also observed higher expression of mast cell protease *Tpsab1* in both injured and uninjured joints of MRL/MpJ compared to the other two strains at all timepoints (Figure S2), which correlates elevated mast cells with the enhanced healing observed in this mouse strain. 

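Tpsab1 is annotated in the reference as a transcribed pseudogene on chromosome 17 from 25343245 to 25345562. It was called higher in MRL/MpJ in all 12 comparisons of injured and uninjured joints post-injury. The weakest was uninjured STR/ort at 1-week, with 0.287 ± 0.239 CPM (SD, n = 4) against 0.936 ± 0.712 CPM (SD, n = 4) in MRL/MpJ and overlapping libraries. There it had a log2 fold change of -1.75 (standard error 0.59, adjusted p = 0.0143). It was lost without uninjured MRL/MpJ replicate 3 (adjusted p = 0.142) and uninjured STR/ort replicate 3 (adjusted p = 0.0658), and under RUVg with 1 factor (0.229), 2 factors (0.328) and a fit of the compared groups only (0.0546). In injured joints the values in STR/ort against MRL/MpJ were -2.89 (adjusted p = 7.69e-08) at 1-day, -2.78 (adjusted p = 2.22e-05) at 1-week and -3.30 (adjusted p = 1.66e-07) at 2-weeks. From this difference the paper relates elevated mast cells to the enhanced healing of MRL/MpJ. A list of 8 mast cell genes, Tpsab1 among them, had median log2 differences of -0.26 in STR/ort against MRL/MpJ and 0.57 in C57BL/6J against MRL/MpJ at 0-day (adjusted p = 0.1548 each, exact permutation of the list mean). In the 12 later comparisons of injured and uninjured joints with MRL/MpJ its medians lay between -0.26 and 0.30, and only uninjured STR/ort at 2-weeks had an adjusted p below 0.05 (-0.10, adjusted p = 0.0321).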

Another gene highly expressed in MRL/MpJ compared to the other two strains—*B4galnt2*—has been shown to play a role in skeletal muscle growth in response to acute muscle injury [17] (Figure 6B). We hypothesize that *B4galnt2* also contributes to enhanced healing in MRL/MpJ, and future studies will address the role of this gene in PTOA. The regenerative healing characteristics of the MRL/MpJ strain can also be attributed to reduced expression of apoptosis-associated genes. 

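At 0-day the log2 fold change of Fos in C57BL/6J over MRL/MpJ was 0.66 (standard error 0.38, adjusted p = 0.199), which was not called. A fit of the compared groups only called it (adjusted p = 0.00516). Jun had -0.06 (standard error 0.097, adjusted p = 0.697), with the lowest mean in C57BL/6J rather than MRL/MpJ. Only Id3 of the 3 genes was called lower in MRL/MpJ than in C57BL/6J, with 0.73 (standard error 0.12, adjusted p = 9.27e-05), and this call was lost under RUVg with 2 factors (adjusted p = 0.698). The paper reasons from reduced expression of such genes to the regenerative healing of MRL/MpJ.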

STR/ort had the highest expression of several apoptosis-associated genes, including *Fos*, *Jun*, and *Id3*, whereas MRL/MpJ had the lowest expression (Figure S1A).

In the mammalian adult, default response to injury involves inflammation, replacement of mature cells, and the formation of scar tissue. Healing in the MRL/MpJ appears more fetal-like with the formation of a blastema, healing without scarring, and with the replacement of lost tissue by functionally and architecturally normal tissue [23]. Remodeling and degradation of the ECM by MMPs is a key step in wound healing. Gourevitch et al. have shown that Mmp2 and Mmp9 protein levels were upregulated in the MRL/MpJ healing ear hole tissue compared with the C57BL/6 and that the MMP activity correlated with blastema formation in the regenerating ear holes [23]. It has also been shown that MRL/MpJ mice exhibit elevated levels of Mmp2, -9, and -14 in the retina compared to C57BL/6 and this elevated MMP expression creates a permissive environment for retinal regeneration in MRL/MpJ mouse [24]. Contrary to these prior findings, we determined that mRNA levels of *Mmp2*, *Mmp3*, and *Mmp14* were significantly lower in the knee joints of MRL/MpJ compared to C57BL/6J and STR/ort joints (Figure 5, Figure S3). 

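In uninjured joints at 0-day these genes were lower in MRL/MpJ, with the values given for Figure 2F. In injured joints, Mmp2 was called lower in MRL/MpJ than in both other strains at each of the 3 time points. The log2 difference of injured C57BL/6J over MRL/MpJ was 1.20 (adjusted p = 2.41e-10) at 1-day, 0.76 (adjusted p = 0.000142) at 1-week and 0.78 (adjusted p = 2.06e-05) at 2-weeks. That of injured STR/ort was 0.83 (adjusted p = 2.36e-07), 1.80 (adjusted p = 1.3e-11) and 1.38 (adjusted p = 4.1e-10).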

Although the expression of these catabolic enzymes elevated in response to injury in all three strains, the expression of these genes remained significantly lower in the injured MRL/MpJ joints compared to injured C57BL/6J and STR/ort joints. These results may point out fundamental differences due to anatomical location and function. 

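Mmp3 in injured C57BL/6J over MRL/MpJ was 0.89 (standard error 0.23, adjusted p = 0.00293) at 1-day, 0.07 (standard error 0.22, adjusted p = 0.884) at 1-week and 0.12 (standard error 0.37, adjusted p = 0.848) at 2-weeks, so that it was called at 1-day only. The call at 1-day was lost in 1 fit of all libraries with 1 RUVg factor (adjusted p = 0.0555). Mmp14 was 0.87 (adjusted p = 8.93e-09), 0.71 (adjusted p = 5.1e-05) and 0.52 (adjusted p = 2.88e-05), the last under 1.5-fold. In injured STR/ort over MRL/MpJ, Mmp3 was 2.35 (adjusted p = 1.29e-09), 2.22 (adjusted p = 9.47e-10) and 1.98 (adjusted p = 2.19e-05), and Mmp14 0.80 (adjusted p = 3.62e-08), 1.82 (adjusted p = 7.33e-13) and 1.12 (adjusted p = 1.1e-11), each of them called.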

MMPs are critical for cartilage remodeling in joints, and elevated levels of these molecules in the joint are usually correlative of enhanced cartilage catabolic activity or degradation in OA [25,26]. Flannelly et al. have shown that mRNA levels of *Mmp2*, *Mmp3*, *Mmp7*, *Mmp9*, *Mmp13*, and *Mmp14* were higher in STR/ort than in age-matched CBA mice at various ages [27]. Consistent with their findings, we found higher levels of MMPs and other matrix degrading enzymes, such as *Adamts1*, *Adamts3*, and *Adamts4*, in injured STR/ort relative to the other two injured strains (Figure 5), suggesting that elevated levels of these matrix degrading enzymes may contribute to enhanced cartilage degradation in STR/ort, and lower levels in MRL/MpJ may be one mechanism by which this strain is resistant to PTOA.

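With Mmp2, Mmp3, Mmp14, Adamts1, Adamts3 and Adamts4 taken as a list, 6 of 6 were called higher in injured STR/ort than in both other injured strains at 1-week, and 6 adjusted over the list alone, which is not independent evidence. Adamts3 differed by 1.39 (standard error 0.13, adjusted p = 3.58e-10) against MRL/MpJ and by 1.25 (standard error 0.13, adjusted p = 3.22e-09) against C57BL/6J. Called lower in injured MRL/MpJ than in both other strains at each of the 3 time points was 1 of the 6, Mmp2, and 1 adjusted over the list alone. Between injured C57BL/6J and MRL/MpJ at 1-week, Adamts1 differed by -0.24 (adjusted p = 0.261), Adamts3 by 0.14 (adjusted p = 0.534) and Adamts4 by 0.39 (adjusted p = 0.227). From the higher levels in injured STR/ort the paper proposes that matrix degrading enzymes may contribute to cartilage degradation in that strain, and that low levels in MRL/MpJ may be a mechanism of its resistance.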

*Ankrd1*, a transcriptional repressor of *MMP13* [28], was highly upregulated in MRL/MpJ at 1-day post-injury, whereas only moderately changed in C57BL/6J and STR/ort (Figure 4B). 

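Injury raised Ankrd1 at 1-day in each strain, with log2 fold changes of 3.58 (standard error 0.40, adjusted p = 3.41e-07) in MRL/MpJ, 2.12 (standard error 0.40, adjusted p = 0.000289) in C57BL/6J and 2.27 (standard error 0.38, adjusted p = 0.000103) in STR/ort. With each library left out they stayed between 3.35 and 3.77, between 1.83 and 2.35 and between 1.99 and 2.39. The difference in response was not called, with an interaction of -1.30 (standard error 0.53, adjusted p = 0.594) for STR/ort and -1.46 (standard error 0.55, adjusted p = 0.269) for C57BL/6J against MRL/MpJ.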

Global deletion of *Ankrd1* resulted in delayed excisional wound closure [29]. Deletion of *Ankrd1* also resulted in moderate downregulation of *Mmp2* and *Mmp14* [28]. Ankrd1 also plays an anti-inflammatory role through feedback inhibition of NF-κB transcriptional activity [30]. These findings suggest that *Ankrd1* may play a role in protecting MRL/MpJ against injury-induced cartilage damage, possibly by keeping the MMP expression at a low level. MAM Domain Containing 2 (*Mamdc2*), a gene encoding an ECM protein, had extremely low expression in MRL/MpJ but was moderately expressed in the other two strains (Figure S2). 

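Mamdc2 lies on chromosome 19 from 23302609 to 23448497. At 2-weeks its level in uninjured joints was 0.558 ± 0.224 CPM (SD, n = 5) in MRL/MpJ, 12.0 ± 1.77 CPM (SD, n = 5) in C57BL/6J and 23.9 ± 3.90 CPM (SD, n = 5) in STR/ort. The log2 fold change over MRL/MpJ was 5.42 (standard error 0.21, adjusted p = 1.52e-18) in STR/ort and 4.43 (standard error 0.23, adjusted p = 1.49e-15) in C57BL/6J. Over the 12 comparisons of injured and uninjured joints it ranged from 4.43 to 8.02, with every MRL/MpJ library below every other library.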

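At 2-weeks Mamdc2 rose from 23.9 ± 3.90 CPM (SD, n = 5) in uninjured to 37.0 ± 5.69 CPM (SD, n = 5) in injured STR/ort. The log2 fold change was 0.63 (standard error 0.12, adjusted p = 0.000194). It fell below 1.5-fold without injured STR/ort replicate 2 (log2 fold change 0.57) and uninjured STR/ort replicate 2 (log2 fold change 0.58). In C57BL/6J it was 0.57 (standard error 0.13, adjusted p = 0.00427), under 1.5-fold, and in MRL/MpJ 0.33 (standard error 0.39, adjusted p = 1). The C57BL/6J change passed 1.5-fold without injured C57BL/6J replicate 2 (log2 fold change 0.64, adjusted p = 0.00119), uninjured C57BL/6J replicate 2 (log2 fold change 0.59, adjusted p = 0.00826) and uninjured C57BL/6J replicate 5 (log2 fold change 0.66, adjusted p = 0.002), and under housekeeping scaling (0.59) and RUVg with 1 factor (0.59) and 2 factors (0.60). Whether the response differed between strains at 2-weeks was not called for this gene in any interaction. At 1-day Mamdc2 changed by -1.06 (standard error 0.12, adjusted p = 3.2e-07) in injured STR/ort, a fall.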

*Mamdc2* was upregulated in injured STR/ort joints compared to uninjured contralateral joints at 2-weeks post-injury. Interestingly, we also found *Mamdc2* to be upregulated in C57BL/6J at 6- and 12-weeks post-injury [10]. Furthermore, *MAMDC2* was significantly upregulated in human OA samples [31], which positions MAMDC2 as an ideal candidate biomarker for PTOA. 

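Pxdn lies on chromosome 12 from 29936642 to 30017658. At 2-weeks it rose from 30.8 ± 2.07 CPM (SD, n = 5) to 46.1 ± 9.44 CPM (SD, n = 5) in MRL/MpJ, from 33.6 ± 4.21 CPM (SD, n = 5) to 66.6 ± 7.49 CPM (SD, n = 5) in C57BL/6J and from 37.9 ± 4.63 CPM (SD, n = 5) to 102 ± 11.9 CPM (SD, n = 5) in STR/ort. The log2 fold changes were 0.57 (standard error 0.12, adjusted p = 0.00322) in MRL/MpJ, 0.99 (standard error 0.11, adjusted p = 9.06e-07) in C57BL/6J and 1.44 (standard error 0.11, adjusted p = 1.83e-10) in STR/ort, the first under 1.5-fold. In MRL/MpJ it passed 1.5-fold without injured MRL/MpJ replicate 1 (log2 fold change 0.61, adjusted p = 0.00441), injured MRL/MpJ replicate 3 (log2 fold change 0.67, adjusted p = 8.82e-05) and uninjured MRL/MpJ replicate 2 (log2 fold change 0.61, adjusted p = 0.0052), and under RLE size factors (0.59), housekeeping scaling (0.60), DESeq2 (0.59) and filterByExpr (0.61). The interaction of STR/ort against MRL/MpJ was called, at 0.87 (standard error 0.16, adjusted p = 0.00931). At 1-week Pxdn rose by 1.17 (adjusted p = 3.06e-05) in MRL/MpJ, 1.62 (adjusted p = 1.4e-08) in C57BL/6J and 1.95 (adjusted p = 1.47e-09) in STR/ort.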

Peroxidasin (*Pxdn*) is another potential OA biomarker identified in this study that was also upregulated in human OA [31]. Very little is known about the functions of these genes, and they warrant further investigation.

One limitation of our study is that we sequenced the whole joints instead of individual tissues of the joint, which makes it difficult to tease out the cellular source of the gene expressions observed. These challenges may be overcome by examining candidate proteins for their tissue-specific expression using other techniques such as immunohistochemistry. Another limitation is that we used the contralateral joint as controls instead of age-matched sham injured joints; this may have caused us to underestimate changes mediated by the injury that had systemic effects on both joints. Regardless, this study identified hundreds of genes and several new pathways that may contribute to PTOA pathogenesis and should be further evaluated in forthcoming studies. Our study provides novel insights into genes and molecular pathways involved in the early stages of PTOA development and identifies several putative candidate genes that may contribute to enhanced healing observed in MRL/MpJ. In addition, the data generated in this study could help facilitate future research in the identification and development of novel approaches to treat PTOA.

## 4. Materials and Methods

### 4.1. Animals and Tibial Compression (TC) Joint Injury

Right knee joints of 10-weeks-old STR/ort, C57BL/6J (Jackson Laboratory, Bar Harbor, ME, USA; Stock No: 000664), and MRL/MpJ (Jackson Laboratory, Bar Harbor, ME, USA; Stock No: 000486) mice were injured using a compressive load of 10–12N, as previously described [9,10]. Mice were anesthetized via isoflurane inhalation and placed in a prone position with right tibias vertically aligned between two platens for tibial compression. ACL rupture was produced via a single dynamic axial compressive load at 1 mm/s using an electromagnetic material testing machine (ElectroForce 3200, TA Instruments, New Castle, DE, USA). Buprenorphine analgesia was administered immediately post-injury (0.01 mg/kg). All animal experimental procedures were completed in accordance with the Institutional Animal Care and Use Committee (IACUC) guidance at Lawrence Livermore National Laboratory under approved protocol 168 (last approval date 5/21/2018).

### 4.2. Histological Assessment of Articular Cartilage and Joint Degeneration

Injured and uninjured (contralateral) joints were collected at 6- and 12-weeks (*n* > 5 per group) post-injury. Joints were dissected, fixed in 4% paraformaldehyde, decalcified using 0.5 M EDTA, infiltrated in increasing concentrations of isopropanol, equilibrated into mineral oil, and embedded into paraffin wax. Six-micrometer paraffin sections were stained on glass slides using 0.1% Safranin-O and 0.05% Fast Green using standard procedures (IHC World, Woodstock, MD, USA) and imaged using a Leica DM5000 microscope. Three blind reviewers independently assessed OA severity using a modified OARSI [scale to examine the medial compartment of injured and uninjured joints (sagittal views); grade scale 0–0.5 normal; 1–2 mild; 3–4 moderate; 5–6 severe cartilage damage]. All sagittal sections were collected on the medial compartment of the knee. For uninjured (contralateral) samples, the evaluation was performed by examining 6 µm serial sections between 400–600 µm in depth from the joint surface. For injured joints, due to the osteophyte and dislocation, histological evaluations were carried out on serial sections between 700–900 µm in depth. However, because MRL injured joints had reduced ectopic bone and joint dislocation, these samples were evaluated between 400–600 µm in depth to obtain comparable regions in the joint.

### 4.3. Microcomputed Tomography Analysis and Osteophyte Quantification

Whole knee joints (*n* > 5 per group) were scanned using μCT (SCANCO μCT 35, Brüttisellen, Switzerland) according to rodent bone structure analysis guidelines (X-ray tube potential = 55 kVp, intensity = 114 μA, 10 μm isotropic nominal voxel size, integration time = 900 ms) [32]. Trabecular bone in the distal femoral epiphysis was analyzed by manually drawing contours on 2D transverse slices. The distal femoral epiphysis was designated as the region of trabecular bone enclosed by the growth plate and subchondral cortical bone plate. Osteophyte volume in joints was quantified by drawing contours around all heterotopic mineralized tissue attached to the distal femur and proximal tibia as well as the entire patella, fabellae, and menisci; the patella, fabellae, and menisci of contralateral limbs were also contoured. Total mineralized osteophyte volume was then determined as the volumetric difference in mineralized tissue between injured and uninjured joints. Statistical analysis was performed using a paired *t*-test to compare injured and contralateral knees.

### 4.4. RNA Sequencing and Data Analysis

Injured and contralateral joints (*n* > 4 per group) were dissected and cut at the base edges of femoral and tibial joint regions with small traces of soft tissues to preserve the intact knee joint. The RNA was isolated and sequenced as previously described [10]. RNA-seq data quality was checked using FastQC (version 0.11.5) software. Sequence reads were aligned to the mouse reference genome (mm10) using TopHat (version 2.0.11) [33,34]. After read mapping, “featureCounts” from Rsubread package (version 1.22.2) [35] was used to perform summarization of reads mapped to RefSeq genes, and gene-wise read counts were generated. Genes were filtered from downstream analysis if they did not have read count of at least 2 in at least five libraries. 

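The listed genes all pass this filter, which removed 0 of the 17310 genes. The table of counts holds genes with at least 5 counts in at least 4 libraries, and 343 genes have exactly 5 counts in the library ranked 4 by that gene.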

RUVseq [36] was used to normalize data using 25 housekeeping genes (Supplementary Table S4). 

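The text does not give the number of RUVSeq factors or say which libraries entered each fit, so TMM scaling was used for the values here and RUVg with 1 and 2 factors as alternatives. Strain explained 78.1% of the variance of the first factor at 1-day, 83% at 1-week and 18.3% at 2-weeks. In 1 fit of all 100 libraries it explained 1.3% of the first factor, of which the groups of strain, time point and joint together explained 99.1%. With housekeeping genes as the scaling reference, the median log2 fold change of all genes shifted by -0.18 in injured STR/ort against MRL/MpJ at 1-day.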

Differentially expressed genes were identified using edgeR (version 3.14.0) [37]. A gene was considered significantly differentially expressed when its false discovery rate (FDR) corrected *p*-value was less than 0.05 and fold change was greater than 1.5. 

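The paper's text names edgeR without the test used from it. The quasi-likelihood test was used here, and the likelihood ratio test as an alternative. In data simulated from these libraries, with 100 genes changed 2-fold, the former recovered 89% of them between 0-day strains, 88% between injured and uninjured STR/ort joints at 1-day and 75% in an interaction at 1-week. At 4-fold it recovered 99%, 99% and 98%. It called 7, 1 and 7 unchanged genes. The likelihood ratio test recovered 93%, 92% and 75% at 2-fold and called 13, 6 and 19 unchanged genes. All changed genes were drawn from those above a minimum mean count, so recovery was not measured for genes with few counts.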

Heatmaps were generated using heatmap.2 function in R package ‘gplots’. Human OA RNA-seq data was obtained from Steinberg et al. [31].

### 4.5. Immunohistochemistry

Sagittal serial sections were stained utilizing primary antibodies against B4galnt2 (Novus Biologicals, Littleton, CO, USA). Trypsin/EDTA was used for antigen retrieval for 25 min at 37 °C. Antibody staining was performed as previously described [38]. Negative control slides were incubated with secondary antibody only. Stained slides were mounted with Prolong Gold with DAPI (Molecular Probes, Eugene, OR, USA). ImagePro Plus V7.0 Software and a QIClick CCD camera (QImaging, Surrey, BC, Canada) were used for imaging and photo editing.

### 4.6. Functional Annotation

Gene ontology analysis was performed using ToppGene [39] and enriched gene ontology terms and pathways (*p*-value < 0.01) were identified. Cytoscape was used for pathway visualization [40].

## 5. Conclusions

Our data suggest that prolonged inflammation and enhanced expression of matrix degrading enzymes may contribute to a severe PTOA phenotype. This study identified many new potential therapeutic targets, including *B4galnt2*, and potential OA biomarkers, including *Mamdc2* and *Pxdn*. This study also highlighted several candidate genes that may contribute to enhanced healing and/or tissue regeneration.

## Figures and Tables

**Figure 1:**
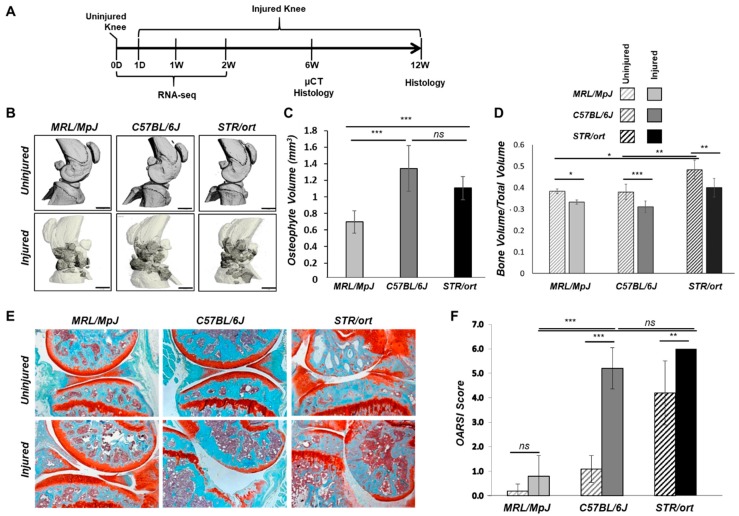
Anterior cruciate ligament (ACL) injury leads to post-traumatic osteoarthritis (PTOA) in C57BL/6J and STR/ort but not in MRL/MpJ mice. Knee joints were injured at 10-weeks of age. (**A**) Timeline for histology, µCT, and RNA-seq sample collection [0-day (0D), 1-day post-injury (1D), 1-week post-injury (1W), 2-weeks post-injury (2W), 6-weeks post-injury (6W), and 12-weeks post-injury (12W)]. (**B**) µCT representation of injured and uninjured joints at 6-weeks post-injury. Darker regions in the injured scans depict osteophytes. (**C**) Osteophyte volume quantification (dark regions in the injured scans in (**B**) at 6-weeks post-injury. (**D**) Epiphyseal trabecular bone volume ratio of the distal femur was quantified and analyzed between injured and uninjured joints at 6-weeks post-injury. (**E**) Histological assessment of uninjured and injured joints at 12-weeks post-injury using Safranin-O and Fast Green staining (5× magnification). (**F**) OARSI scoring of histological sections of injured and uninjured joints at 12-weeks post-injury. Scale bar = 1 mm. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns not significant.

**Figure 2:**
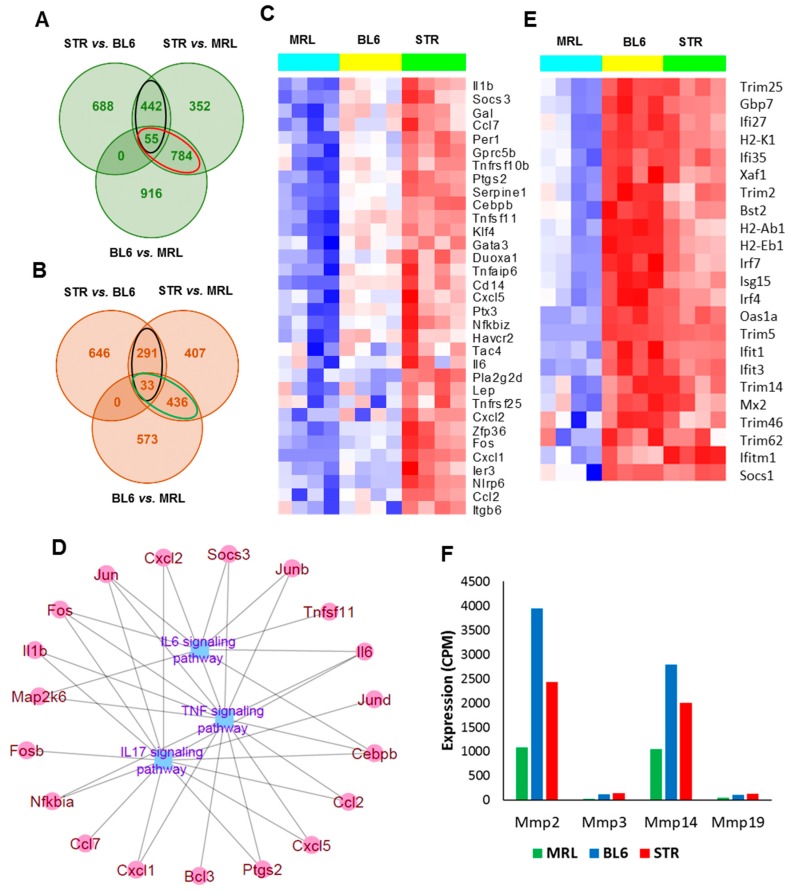
Genes associated with osteoarthritis susceptibility. (**A**) Overlap between genes upregulated in STR/ort (STR) compared to C57BL/6J (BL6) and MRL/MpJ (MRL) mice and in BL6 compared to MRL at 0-day. Genes upregulated in STR compared to both BL6 and MRL are shown in black ovals and genes downregulated in MRL (upregulated in both STR and BL6 compared to MRL) are shown in red ovals. (**B**) Overlap between genes downregulated STR compared to BL6 and MRL and in BL6 compared to MRL at 0-day. Genes downregulated in STR compared to both BL6 and MRL are shown in black ovals and genes upregulated in MRL (downregulated in both STR and BL6 compared to MRL) are shown in green ovals. (**C**) Inflammatory-response-related genes highly expressed in STR compared to BL6 and MRL at 0-day. (**D**) TNF, IL17, and IL6 signaling pathway-associated genes with high expression in STR compared to both BL6 and MRL. (**E**) Interferon signaling pathway-associated genes with low expression in MRL compared to both STR and BL6. (**F**) Matrix metalloproteinases (MMPs) with low expression in MRL compared to both STR and BL6.

**Figure 3:**
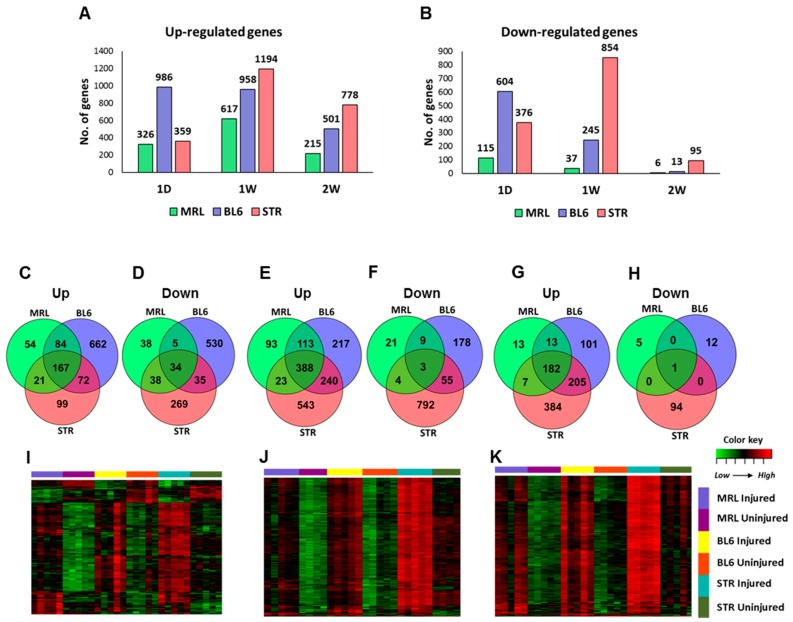
Early molecular changes associated with PTOA development. (**A**) Genes upregulated and (**B**) downregulated at 1-day (1D), 1-week (1W), and 2-weeks (2W) post-injury in STR/ort (STR), C57BL/6J (BL6), and MRL/MpJ (MRL). Overlap between genes (**C**) upregulated and (**D**) downregulated at 1-day post-injury. Overlap between genes (**E**) upregulated and (**F**) downregulated at 1-week post-injury. Overlap between genes (**G**) upregulated and (**H**) downregulated at 2-weeks post-injury. Genes upregulated in all three strains at (**I**) 1-day, (**J**) 1-week, and (**K**) 2-weeks post-injury. Majority of these injury-induced genes showed highest expression in injured STR.

**Figure 4:**
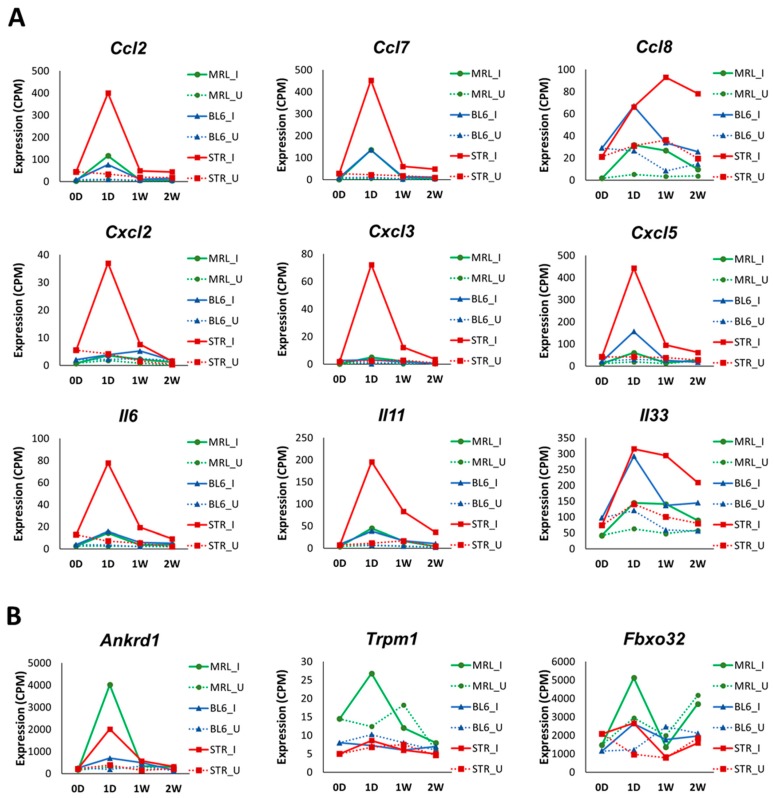
Expression profiles of inflammatory cytokines. (**A**) Selected inflammatory cytokines with significantly higher expression in injured STR/ort (STR) compared to C57BL/6J (BL6) and MRL/MpJ (MRL) at 1-day post-injury. (**B**) Selected injury-induced genes with significantly higher expression in injured MRL compared to the other two strains at 1-day post-injury. I: Injured; U: Uninjured; 0D: 0-day; 1D: 1-day; 1W: 1-week; 2W: 2-weeks.

**Figure 5:**
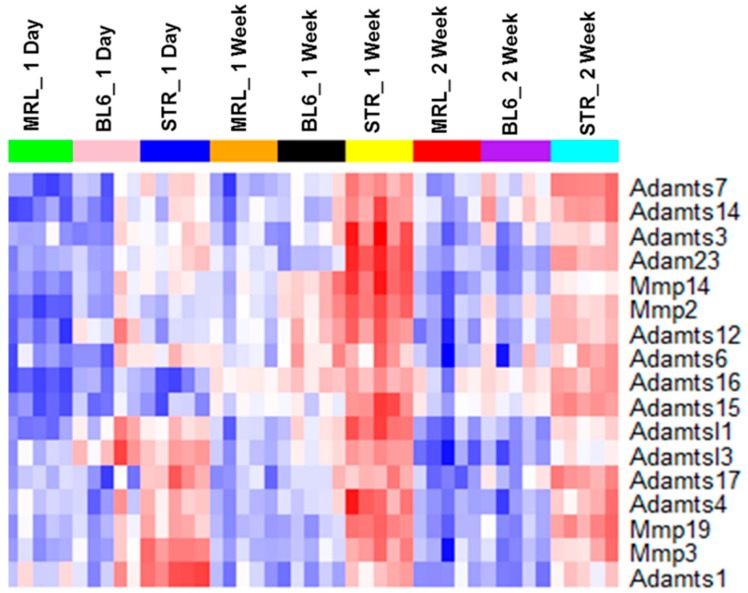
Matrix degrading enzymes showed highest expression in injured STR/ort. Expression of selected metalloproteinases in injured STR/ort (STR), C57BL/6J (BL6), and MRL/MpJ joints.

**Figure 6:**
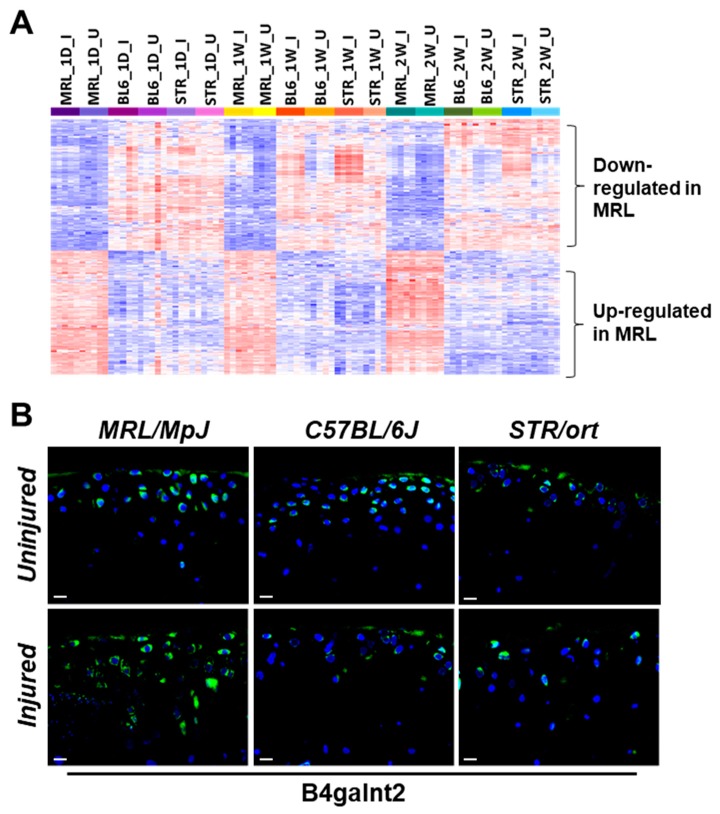
Candidates genes associated with enhanced healing in MRL/MpJ. (**A**) Genes differentially expressed in injured and uninjured MRL/MpJ (MRL) knee joints compared to both STR/ort (STR) and C57BL/6J (BL6) knee joints at all timepoints examined. (**B**) Elevated IHC expression of B4galnt2 in injured and uninjured joints of MRLs. Scalebar = 10 µm.

**Table 1:** Cytokines upregulated in knee joints after anterior cruciate ligament (ACL) injury. Fold upregulation (log2 scale) in injured joints compared to uninjured joints are shown in the table. ns: not significantly differentially expressed.

	MRL			BL6			STR		
*Gene*	1D	1W	2W	1D	1W	2W	1D	1W	2W
*Ccl2*	3.61	ns	ns	3.23	ns	ns	3.53	1.26	1.14
*Ccl7*	4.52	2.27	ns	3.73	1.97	ns	4.21	1.58	2.02
*Ccl8*	2.52	2.9	ns	1.66	1.81	ns	1.04	1.23	1.84
*Ccl17*	ns	ns	ns	ns	ns	ns	ns	ns	1.99
*Ccl19*	ns	ns	ns	0.67	ns	ns	ns	ns	ns
*Ccl20*	ns	ns	ns	3.24	ns	ns	4.73	4.27	ns
*Ccl28*	ns	ns	ns	0.72	ns	ns	ns	ns	ns
*Csf1*	0.69	ns	ns	ns	ns	ns	0.59	ns	ns
*Cxcl1*	2.8	ns	ns	2.59	ns	ns	3.02	1.51	1.87
*Cxcl2*	ns	ns	ns	ns	ns	ns	2.86	2.13	ns
*Cxcl3*	ns	ns	ns	3.23	ns	ns	4.17	1.81	ns
*Cxcl5*	1.53	ns	ns	2.48	ns	ns	3.06	1.18	ns
*Cxcl14*	1.52	0.59	ns	0.97	ns	ns	1.87	ns	1.18
*Cxcl16*	1.06	0.91	ns	1.72	0.88	ns	0.83	1.17	0.78
*Il1b*	ns	ns	ns	ns	ns	ns	0.64	ns	ns
*Il5*	ns	ns	ns	ns	2.03	ns	ns	ns	ns
*Il6*	2.29	ns	ns	2.29	ns	ns	3.24	1.73	1.95
*Il11*	2.7	1.68	ns	2.82	1.67	2.02	4.01	2.28	2.82
*Il17d*	ns	1.15	ns	ns	1.01	ns	ns	ns	ns
*Il33*	1.17	1.5	ns	1.71	1.06	1.2	1.28	1.58	1.25
*Lif*	1.16	ns	ns	ns	ns	ns	1.16	ns	ns
*Tnf*	ns	ns	ns	ns	ns	ns	0.77	ns	ns
*Tnfsf9*	ns	ns	ns	1.27	ns	ns	ns	ns	ns
*Tnfsf15*	ns	ns	ns	ns	1.52	ns	ns	1.04	ns
*Tnfsf18*	ns	ns	ns	ns	ns	ns	1.58	2.26	1.52

**Table 2:** Metallopeptidases upregulated in knee joints after ACL injury. Fold upregulation (log2 scale) in injured joints compared to uninjured joints are shown in the table. ns: not significantly differentially expressed.

	MRL			BL6			STR		
*Gene*	1D	1W	2W	1D	1W	2W	1D	1W	2W
*Adam5*	ns	ns	ns	ns	ns	ns	ns	0.78	ns
*Adam9*	ns	ns	ns	0.96	ns	ns	ns	0.66	ns
*Adam12*	0.65	0.73	ns	0.96	1.11	ns	0.72	1.6	0.73
*Adam23*	ns	1.1	0.96	1.01	1.04	1.13	ns	1.55	1.66
*Adamts1*	0.71	ns	ns	1.02	ns	ns	1.31	1.01	ns
*Adamts3*	ns	ns	ns	ns	0.83	ns	ns	0.99	0.73
*Adamts4*	1.81	1.21	ns	1.66	1.56	ns	1.64	1.73	1.43
*Adamts6*	ns	0.67	ns	ns	0.97	ns	ns	0.63	0.77
*Adamts7*	ns	ns	ns	ns	0.71	ns	ns	0.66	0.94
*Adamts8*	1.27	ns	ns	ns	ns	ns	ns	ns	ns
*Adamts12*	ns	1.47	ns	1.02	1.61	0.96	ns	1.6	1.11
*Adamts14*	ns	ns	ns	ns	0.64	ns	ns	0.71	ns
*Adamts15*	ns	1.31	0.84	ns	0.97	0.79	ns	0.64	1.35
*Adamts16*	ns	3.05	2.6	1.08	3.75	3.37	ns	1.52	3.35
*Adamts17*	ns	ns	ns	ns	ns	0.7	ns	ns	ns
*Adamtsl1*	ns	0.84	ns	0.86	0.99	0.62	0.62	1.33	0.98
*Adamtsl2*	1.48	ns	ns	ns	ns	ns	0.86	ns	ns
*Adamtsl3*	0.87	1.11	ns	1.37	0.95	ns	ns	1.25	0.59
*Adamtsl4*	ns	1.01	ns	0.61	0.68	ns	ns	ns	ns
*Aebp1*	ns	1.54	0.88	1	1.41	0.84	ns	1.54	1.16
*Agbl2*	ns	1.38	ns	1.41	1.73	ns	ns	1.69	ns
*Anpep*	ns	1.44	0.75	1.32	1.58	1.08	ns	1.18	1.44
*Cpxm1*	ns	1.27	0.77	ns	1.47	0.85	ns	1.35	0.82
*Cpxm2*	ns	1.39	0.91	ns	1.31	1.1	ns	1.43	1.36
*Dpep2*	1.51	0.83	ns	1.61	0.7	ns	1.03	0.62	0.95
*Mmp2*	ns	1.36	1.02	ns	1.67	1.15	ns	1.31	1.42
*Mmp3*	2.39	2.88	2.42	1.99	2.36	2.12	1.97	ns	2.57
*Mmp11*	ns	ns	ns	ns	ns	ns	ns	0.83	ns
*Mmp12*	ns	ns	1.39	1.62	1.26	1.51	ns	1.44	1.24
*Mmp14*	ns	0.91	ns	ns	1.26	0.66	ns	1.51	1.08
*Mmp19*	1.22	1.42	0.73	1.4	1.12	1.01	0.98	0.92	1.69
*Naalad2*	ns	ns	ns	ns	ns	ns	ns	0.66	ns
*Pappa2*	0.8	ns	ns	ns	0.66	0.83	ns	ns	0.85
*Tll1*	ns	0.87	ns	0.95	1.12	1.01	0.87	1.41	0.96
*Trabd2b*	ns	0.61	ns	0.64	0.97	1.04	ns	ns	0.81

**Table 3:** Genes differentially expressed in MRL/MpJ compared to both C57BL/6J and STR/ort in knee joints and compared to C57BL/6J in digits.

Gene Symbol	Gene Name
Genes with higher expression in MRL/MpJ compared to C57BL/6J and STR/ort	
*Tpsab1*	tryptase alpha/beta 1
*Ccdc38*	coiled-coil domain containing 38
*Aox4*	Aldehyde oxidase 4
*B4galnt2*	Beta-1,4-*N*-acetyl-galactosaminyl transferase 2
*Vwa5a*	von Willebrand factor A domain containing 5A
Genes with lower expression in MRL/MpJ compared to C57BL/6J and STR/ort	
*Trim12a*	tripartite motif-containing 12A
*Mamdc2*	MAM domain containing 2
*Serpina3b*	serine (or cysteine) peptidase inhibitor, clade A, member 3B
*Rab6b*	RAB6B, member RAS oncogene family
*Capg*	capping protein (actin filament), gelsolin-like
*Myoc*	Myocilin
*Fam171b*	family with sequence similarity 171, member B
*H2-D1*	histocompatibility 2, D region locus 1
*Slc15a2*	solute carrier family 15 (H+/peptide transporter), member 2
*Ccdc109b*	Coiled-coil domain containing 109B
*Thnsl2*	Threonine synthase-like 2
*Pccb*	propionyl Coenzyme A carboxylase, beta polypeptide
*Gpx3*	glutathione peroxidase 3
*Ezh1*	enhancer of zeste 1 polycomb repressive complex 2 subunit
*Acsf2*	Acyl-CoA synthetase family member 2
*Pycard*	PYD and CARD domain containing

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/9/2657/s1.

## Abbreviations

ACL	Anterior cruciate ligament
ECM	Extracellular matrix
MMP	Metalloproteinase
OA	Osteoarthritis
PTOA	Post-traumatic osteoarthritis
RNA-seq	RNA sequencing
μCT	Microcomputed tomography

# Supplementary material for: Comparative Transcriptomics Identifies Novel Genes and Pathways Involved in Post-Traumatic Osteoarthritis Development and Progression
**Source:** Int J Mol Sci. 2018 Sep 7;19(9):2657. doi: 10.3390/ijms19092657
**Supplement:** Supplementary file 1

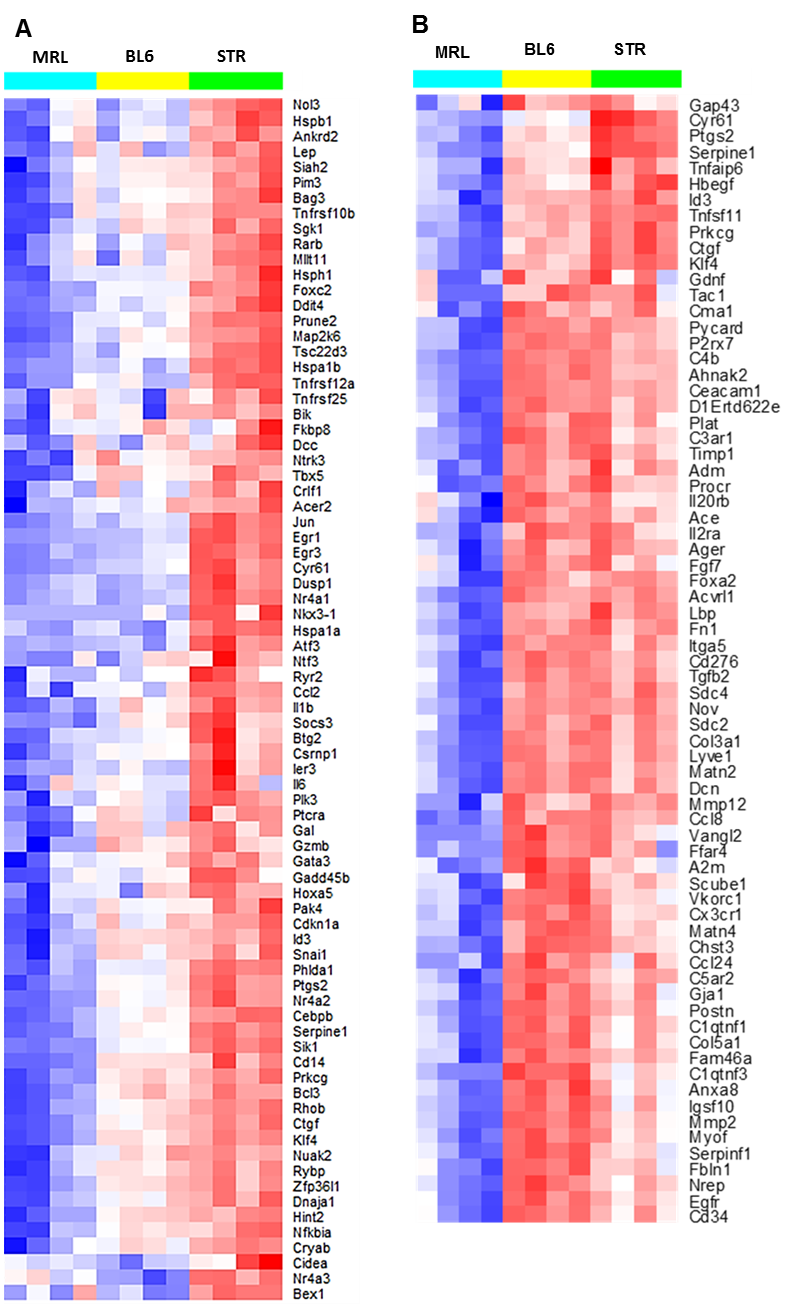
 Figure S1: A) Apoptosis associated genes up-regulated in STR/ort compared to the other two strains. B) Genes associated with wound healing with lowest expression in MRL/MpJ.

# Supplementary material for: Comparative Transcriptomics Identifies Novel Genes and Pathways Involved in Post-Traumatic Osteoarthritis Development and Progression
**Source:** Int J Mol Sci. 2018 Sep 7;19(9):2657. doi: 10.3390/ijms19092657
**Supplement:** Supplementary file 1

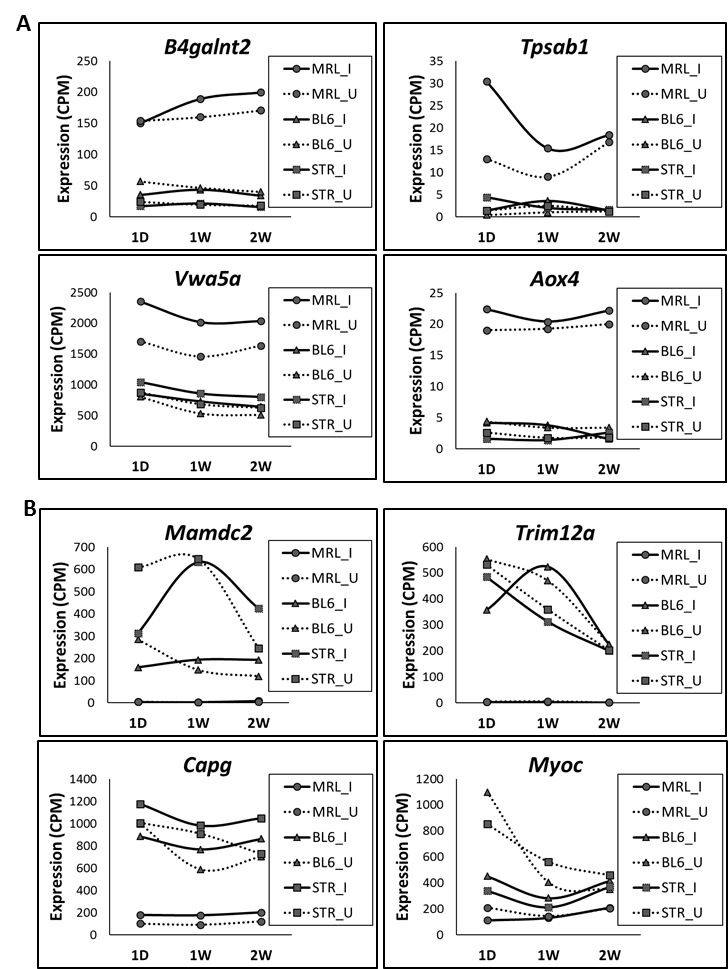

Figure S2: Putative candidates associated with enhanced healing and/or cartilage regeneration in MRL/MpJ. A) Genes highly expressed in MRL/MpJ compared to STR/ort and C57BL/6. B) Genes with lowest expression in MRL/MpJ compared to STR/ort and C57BL/6.

# Supplementary material for: Comparative Transcriptomics Identifies Novel Genes and Pathways Involved in Post-Traumatic Osteoarthritis Development and Progression
**Source:** Int J Mol Sci. 2018 Sep 7;19(9):2657. doi: 10.3390/ijms19092657
**Supplement:** Supplementary file 1

**Table S4**: Housekeeping genes used for RNA-seq data normalization.

| **Gene ID** | **Gene Symbol** |
| --- | --- |
| 15452 | *Hprt* |
| 26961 | *Rpl8* |
| 19951 | *Rpl32* |
| 100503670 | *Rpl5* |
| 20016 | *Polr1c* |
| 20018 | *Polr1d* |
| 68052 | *Rps13* |
| 72508 | *Rps6kb1* |
| 15516 | *Hsp90ab1* |
| 27367 | *Rpl3* |
| 76808 | *Rpl18a* |
| 14433 | *Gapdh* |
| 12010 | *B2m* |
| 67891 | *Rpl4* |
| 11461 | *Actb* |
| 18245 | *Oaz1* |
| 19988 | *Rpl6* |
| 19989 | *Rpl7* |
| 11837 | *Rplp0* |
| 20084 | *Rps18* |
| 110651 | *Rps6ka3* |
| 54127 | *Rps28* |
| 66480 | *Rpl15* |
| 19941 | *Rpl26* |
| 66489 | *Rpl35* |

How the deposited data were processed for this re-analysis (not part of the article)

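Knee joints of MRL/MpJ, C57BL/6J and STR/ort mice were measured by RNA sequencing in 100 libraries, 12 from uninjured mice at 0-day and, from injured and uninjured contralateral joints, 30 at 1-day post-injury, 28 at 1-week and 30 at 2-weeks, with 4 or 5 libraries in each of 21 groups. The authors aligned the reads to the mouse genome (mm10) with TopHat2 (version 2.0.11), counted the reads on each RefSeq gene with featureCounts, and deposited the counts, which are whole numbers without normalization. The libraries of 0-day, 1-day and 1-week form 1 sequencing batch of 70 libraries in the labels and those of 2-weeks another of 30, so batch and time cannot be told apart between 2-weeks and the earlier time points. No gene was tested between time points, and where differences between strains or levels are set side by side over time, those with 2-weeks carry this limit.

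The table of counts lists 17313 genes. The 3 repeated entries were dropped, which left 17310 genes, and 24 of these have names that a spreadsheet turned into dates. The paper's filter of at least 2 counts in at least 5 libraries removed 0 genes, because the fifth highest count of every listed gene was at least 2. The total count per library ranged from 6182016 to 20986027, with a median of 10582592. Fold changes of genes with few counts are imprecise, and a fold change against a group whose libraries all have 0 counts was not given. Counts were compared between all pairs of libraries within groups, 190 in all, and 0 pairs were identical.

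Genes were tested with edgeR (version 4.0.16, R 4.3.3). Library sizes were scaled by TMM factors, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment over all genes. All adjusted p values come from this test unless another tool is named. A gene was called when its adjusted p was below 0.05 and its fold change above 1.5, the thresholds of the paper. The 0-day libraries entered 1 fit with a mean per strain, and each later time point 1 fit with a mean per strain and joint. Standard errors were taken from the fold change and the F statistic. Levels are CPM with TMM factors over all libraries, and log2 CPM used a prior count of 2. The comparisons were those between strains at 0-day, between injured and uninjured contralateral joints in each strain, between strains within injured and within uninjured joints, and the interaction of strain and injury. The paper's text does not name the edgeR test, the number of RUVSeq factors or the libraries of each fit.

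Many tests of explanations and the comparisons with other splits of the libraries were chosen only after results were seen, as stated where they are given. The test of genes and the rule for the genes named were set before the data were examined. The alternatives were chosen before the data were examined as well. They were RLE size factors, RUVg with 1 and with 2 factors from the 25 housekeeping genes of Table S4 (computed from its published formula), scaling by the housekeeping genes, DESeq2 (version 1.42.0), the likelihood ratio test of edgeR, no count filter, filterByExpr, a fit of the compared groups only, 1 fit of all libraries without and with 1 RUVg factor, a block by replicate number for injury comparisons and interactions, CPM without TMM for the strain with the highest level, and each library left out in turn. Whether the replicate numbers pair the joints was checked by the correlation between the injured and uninjured libraries of 1 number after removal of group means. Its median was 0.106 over 15 pairs at 1-day (from -0.272 to 0.469), 0.217 over 13 at 1-week (from -0.089 to 0.528) and 0.243 over 15 at 2-weeks (from -0.39 to 0.525). The labels name the same animal for 15 pairs at 2-weeks, so the numbers pair the joints there. At 1-week every one of the 4 pairs of STR/ort had a correlation over 0.1 (from 0.176 to 0.412), so the numbers are taken to pair the joints of STR/ort by the data. The other groups of 1-day and 1-week each had at least 1 pair below 0.1, and whether their numbers pair the joints is not known. A low correlation does not show unpaired joints. The MRL/MpJ pairs at 2-weeks, each from 1 animal by the labels, lay between -0.39 and 0.088. The methods were tested on simulated data with 100 genes changed by a known fold.

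The genes named are those the paper names on RNA-seq data in its text, Tables 1 to 3 and Table S4, and for each comparison at 0-day and each injury comparison the called gene with the smallest adjusted p in each direction. A gene that this rule gives is not reported here. The paper's values had been seen when this rule was written. In all, 143 genes were followed individually. A further 18 lists with 137 entries of marker genes were followed as lists, for fast and slow muscle, erythroid cells, marrow neutrophils, B cells, T cells, mast cells, cartilage, bone, osteoclasts, white and brown fat, skin, synovial fibroblasts, immediate early genes, heat shock genes, and female and male genes. Differences of a list between groups of libraries were tested by exact permutation of the list mean. Gene positions were matched by symbol for 16662 genes and by 1 synonym for 559.

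Libraries of a group were examined for values far from the others with Dixon's ratio (critical values 0.829 for 4 and 0.71 for 5 libraries). Which measures were examined, and which levels are printed, was settled after some values had been seen. Each count of called genes was compared with 100 splits of the same libraries into groups of the same sizes. For injury comparisons these splits used fits of the 2 compared groups only, so the counts beside them differ from those of the 1 fit per time point. Interactions were compared with data sets without an interaction, whose making is given beside the counts. Enrichment of ontology terms was not tested. The digit data and the human data that the paper cites were not analysed here, and the copies of Tables S1 and S2 at hand hold 1997 of 4819 and 1998 of 3763 lines, so no overlap with them was computed.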

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

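An interaction is the response to injury in the first strain named minus that in the second, on the log2 scale. The tests of a lasting strain difference, of handling as the whole cause, of synovial fibroblasts, of shared reads, of Gm8210, of red blood cell RNA and of muscle in STR/ort at 1-week, and the comparisons with other splits of the libraries and with data without an interaction, were chosen only after the result was seen. The limits that decide them were set when related values were known, so a positive outcome weighs little, while a value beyond a limit still argues against an explanation.

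Dixon's ratio was applied 183 times, each time to 1 measure in 1 group of 4 or 5 libraries, and set 1 library far from the others 15 times, while chance flags about 1 in 20, which would be 9.2. These flags fell on 12 libraries, 3 of them flagged on more than 1 measure, with 10 flags on totals, shares and marker lists and 5 on levels of single genes. At 0-day, STR/ort replicate 2 had a mean of the synovial fibroblast list of 6.71 (log2 CPM), where the others of its group lay between 7.1 and 7.13. C57BL/6J replicate 1 at 0-day had Il1b at 27.2 CPM, where the others of its group lay between 18.4 and 19.8, and Cd3d at 10.3 CPM, where the others of its group lay between 5.3 and 6.03. At 1-day, uninjured MRL/MpJ replicate 3 had the immediate early list at 3.65, where the others of its group lay between 3.83 and 3.88. Uninjured C57BL/6J replicate 4 had 20986027 counts in total, where the others of its group lay between 9374169 and 11520021. The 10 largest genes took 12% of the counts of uninjured C57BL/6J replicate 1, where the others of its group lay between 7.04 and 7.91. In injured STR/ort replicate 5 their share was 7.64%, where the others of its group lay between 6.15 and 6.24, and its synovial fibroblast list had 7.28, where the others of its group lay between 6.56 and 6.7.

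At 1-week, uninjured C57BL/6J replicate 1 had the synovial fibroblast list at 5.92, where the others of its group lay between 6.03 and 6.08. Uninjured STR/ort replicate 2 had the fast muscle list at 11.8, where the others of its group lay between 11 and 11.1, and Acta1 at 8360 CPM, where the others of its group lay between 4230 and 4660. Acta1 in uninjured MRL/MpJ replicate 1 was at 11100 CPM, where the others of its group lay between 8320 and 8710. B4galnt2 in injured STR/ort replicate 5 was at 1.69 CPM, where the others of its group lay between 2.34 and 2.55. At 2-weeks, the 10 largest genes took 14.4% of the counts of injured MRL/MpJ replicate 4, where the others of its group lay between 8.98 and 10. Injured MRL/MpJ replicate 3 had the synovial fibroblast list at 5.98, where the others of its group lay between 6.52 and 6.67. With 15 flags against 9.2 by chance, at about 1 in 20, part of them is expected by chance, and which ones cannot be said. The design gives no condition that sets 1 library of a group apart, so no biological explanation was tested, and dissection, a mislabelled joint or depth were not tested for them either.

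The response to injury differed between strains in some genes, called at an adjusted p below 0.05 and a difference above 1.5-fold. Each count was compared with data sets without an interaction, in which the deviations of the libraries from their group means were exchanged within strains and set on the means of a fit of strain and injury alone, 100 with the real data included. At 1-day, and for MRL/MpJ and C57BL/6J at 1-week, these sets take the joints as unpaired, since the pairs are not known there. The exclusions of chance below rest on this for those groups. The counts were also refitted with each library left out. At 1-day, STR/ort against C57BL/6J had 460 genes, against at most 7 in these sets, so chance can be excluded, as only the real data (1 of 100) reached the count. Its count rose to more than 1.5 times the value without injured STR/ort replicate 5 (757), a library that lay apart from its group. STR/ort against MRL/MpJ had 28 genes, against at most 1, and chance can be excluded in the same way. It moved by over 1.5 times without injured MRL/MpJ replicates 1 (13), 2 (8), 4 (13), 5 (10), uninjured MRL/MpJ replicates 1 (17), 2 (11), 3 (6), 4 (13), 5 (12), injured STR/ort replicates 1 (13), 3 (8), 4 (10), 5 (76) and uninjured STR/ort replicates 2 (7), 4 (9), 5 (15). C57BL/6J against MRL/MpJ had 55 genes, against at most 2, where chance can be excluded too. Such moves came without injured MRL/MpJ replicate 3 (25), uninjured MRL/MpJ replicates 1 (27), 3 (36), injured C57BL/6J replicates 1 (26), 2 (120), 4 (29) and uninjured C57BL/6J replicates 3 (29), 4 (36).

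At 1-week, STR/ort against MRL/MpJ had 153 genes, against at most 22 in data without an interaction, and chance can be excluded. The count moved without injured MRL/MpJ replicate 3 (240), uninjured MRL/MpJ replicates 1 (96), 2 (100) and injured STR/ort replicate 1 (100). STR/ort against C57BL/6J had 85 genes, against at most 769, and 2 of 100 sets were as large, the real data included. The set with 769 called more than the real data and points to a structure of the libraries, so these sets do not exclude chance for this count. This one moved without injured C57BL/6J replicates 1 (48), 2 (53), 3 (53), uninjured C57BL/6J replicates 1 (56), 2 (51), 5 (130), injured STR/ort replicates 1 (53), 2 (56) and uninjured STR/ort replicate 3 (142). With deviations exchanged only within the pairs of STR/ort joints, the sets gave at most 1 and 5 genes against MRL/MpJ and C57BL/6J. At 2-weeks, STR/ort against MRL/MpJ had 78 genes, against at most 1, and chance can be excluded. It moved without injured MRL/MpJ replicates 3 (43), 4 (150), uninjured MRL/MpJ replicates 1 (21), 4 (48), 5 (48), injured STR/ort replicates 1 (46), 3 (122), 5 (39) and uninjured STR/ort replicates 1 (51), 3 (46), 5 (40). For STR/ort against C57BL/6J at 2-weeks there were 8 genes, against at most 11, with 2 of 100 as large. That share is under 0.05, but another set called more genes and the count is small, so these sets do not exclude chance for this count. Moves came without injured C57BL/6J replicate 3 (5), uninjured C57BL/6J replicate 5 (5) and injured STR/ort replicate 3 (21). With deviations exchanged only between the joints of 1 animal, the sets at 2-weeks gave at most 2 and 0 genes.

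C57BL/6J against MRL/MpJ had 0 genes at 1-week and 0 at 2-weeks, counts that all 100 splits or sets reach by definition, so they test nothing. Of the sets without an interaction that exchanged STR/ort joints within pairs, 1 had 497 genes at 1-week, which points to a structure of the libraries. At 2-weeks the count was above 0 without injured MRL/MpJ replicate 4 (4), injured C57BL/6J replicate 2 (3) and uninjured C57BL/6J replicate 5 (2). For these 2 counts of 0, edgeR's quasi-likelihood test gave 505 genes at 1-week and 984 at 2-weeks at an unadjusted p below 0.05. DESeq2 called 0 and 2, and the likelihood ratio test 0 and 3. Splits that exchanged injured and uninjured joints within strains do not decide on an interaction, because they exchange the response to injury itself and add it to the spread. They gave at most 69, 33 and 156 genes at 1-day for STR/ort against C57BL/6J, STR/ort against MRL/MpJ and C57BL/6J against MRL/MpJ, 1134, 407 and 1 at 1-week and 1197, 96 and 13 at 2-weeks. Counts many times the real one, such as 1134 and 1197, point to a structure of the samples, and injury is itself such a structure. For the 7 counts above 0, as many genes were found in 1, 2 and 2 of 100 such splits at 1-day and, for STR/ort against C57BL/6J and MRL/MpJ, in 3 and 2 at 1-week and 4 and 2 at 2-weeks.

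In STR/ort against C57BL/6J at 1-day, 29 genes that the paper names had a called interaction. The log2 differences, with the adjusted p in parentheses, were Adam23 -1.24 (0.00215), Adamts12 -0.65 (0.031), Adamts15 -0.84 (0.0065), Adamts16 -1.96 (0.014), Adamts3 -0.73 (0.0226) and Adamtsl3 -0.81 (0.0103). Next in the alphabet came Adamtsl4 -0.85 (0.00856), Aebp1 -0.78 (0.00298), Agbl2 -1.96 (0.0324), Anpep -1.47 (1.11e-06), Ccdc109b -0.74 (0.0219) and Col3a1 -1.97 (4.91e-06). Then followed Col5a1 -1.35 (1.8e-05), Cpxm1 -0.83 (0.00304), Cpxm2 -0.83 (0.0383), Cxcl14 0.87 (0.0132), Cxcl16 -0.91 (0.0103) and Fam171b -0.96 (0.0154). Further values were Fn1 -0.80 (0.0167), Fzd2 -1.56 (0.000153), Jun -0.82 (0.0109), Mamdc2 -0.62 (0.0477), Mmp12 -1.50 (0.0424) and Mmp2 -0.79 (0.00135). The last were Postn -1.45 (1.16e-06), Pxdn -0.91 (0.00136), Sfrp1 -1.44 (0.00345), Sfrp2 -2.35 (3.26e-06) and Trabd2b -0.62 (0.0412). Under each of the 12 alternatives, 24 of these 29 were called. Not called were Adamts12 under housekeeping scaling, the compared groups only and the replicate block, and Adamts16 under the compared groups only and the replicate block. So were Cpxm2 under housekeeping scaling and the compared groups only, and Mamdc2 under housekeeping scaling, 1 fit of all libraries and the replicate block. So were Mmp12 under the compared groups only, 1 fit of all libraries and the replicate block. With each of the 20 libraries of these strains left out in turn, 20 of the 29 were called throughout, and the other calls were lost as follows, the adjusted p without the library in parentheses. Adamts12 was lost without injured C57BL/6J replicates 1 (0.0604), 4 (0.0728), uninjured C57BL/6J replicates 4 (0.0706), 5 (0.0655), injured STR/ort replicates 2 (0.0558), 3 (0.0763), 4 (0.0699) and uninjured STR/ort replicates 2 (0.0899), 4 (0.0598). Adamts3 was lost without uninjured C57BL/6J replicates 3 (0.0554), 4 (0.0599), injured STR/ort replicate 3 (0.0604) and uninjured STR/ort replicate 2 (0.0606). Agbl2 was lost without injured C57BL/6J replicates 1 (0.051), 4 (0.0907), uninjured C57BL/6J replicates 3 (0.06), 4 (0.086), injured STR/ort replicates 1 (0.0668), 2 (0.0596), 3 (0.0705) and uninjured STR/ort replicates 2 (0.0894), 4 (0.0566), 5 (0.0503). Ccdc109b was lost without injured C57BL/6J replicate 4 (0.053) and injured STR/ort replicate 3 (0.0511). Cpxm2 was lost without injured C57BL/6J replicates 3 (0.0514), 4 (0.0669), 5 (0.069), uninjured C57BL/6J replicates 3 (0.0814), 4 (0.0855), injured STR/ort replicates 1 (0.0897), 3 (0.0902), 4 (0.0882) and uninjured STR/ort replicates 2 (0.0885), 4 (0.0796). Fn1 was lost without uninjured STR/ort replicate 2 (0.0501). Mamdc2 was lost without injured C57BL/6J replicates 1 (0.0536), 2 (0.0896), 4 (0.0747), 5 (0.104), uninjured C57BL/6J replicates 2 (0.0504), 3 (0.105), 4 (0.0734), 5 (0.0821), injured STR/ort replicates 1 (0.0998), 2 (0.0726), 3 (0.0743), 4 (0.0636) and uninjured STR/ort replicates 2 (0.0899), 3 (0.0582), 4 (0.0563), 5 (0.0752). Mmp12 was lost without injured C57BL/6J replicates 2 (0.0587), 3 (0.095), 5 (0.0523), uninjured C57BL/6J replicates 2 (0.0757), 4 (0.062), 5 (0.0859), injured STR/ort replicates 1 (0.0879), 2 (0.0769), 4 (0.0558) and uninjured STR/ort replicates 1 (0.119), 2 (0.0686), 4 (0.0573). Trabd2b was lost without injured C57BL/6J replicates 1 (0.0746), 4 (0.113), uninjured C57BL/6J replicates 2 (0.0547), 3 (0.0777), 4 (0.0725), 5 (0.0739), injured STR/ort replicates 1 (0.0581), 3 (0.0782), 4 (0.093) and uninjured STR/ort replicates 2 (0.103), 4 (0.0685), 5 (0.0513).

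C57BL/6J against MRL/MpJ at 1-day had 7 such genes. Their values were Adamtsl2 -1.53 (0.0243), Anpep 0.91 (0.0084), Col3a1 1.16 (0.0242), Col5a1 0.93 (0.0132), Fam171b 1.22 (0.0412) and Postn 1.24 (0.000246). The last was Sfrp2 1.38 (0.0339). Under each of the 12 alternatives, 3 of these 7 were called. Not called were Adamtsl2 under the replicate block, and Col3a1 and Sfrp2 under housekeeping scaling. So were Fam171b under housekeeping scaling and the replicate block. Throughout the fits without 1 library 3 were called, and the rest were lost without the libraries named, with the adjusted p. Adamtsl2 was lost without uninjured MRL/MpJ replicates 3 (0.0511), 5 (0.0543) and uninjured C57BL/6J replicates 3 (0.0554), 4 (0.0751). Col3a1 was lost without injured MRL/MpJ replicate 3 (0.0638), uninjured MRL/MpJ replicate 1 (0.0572), injured C57BL/6J replicates 1 (0.0546), 4 (0.0719) and uninjured C57BL/6J replicate 3 (0.0637). Fam171b was lost without injured MRL/MpJ replicates 1 (0.0561), 3 (0.0754), 4 (0.0924), 5 (0.0508), uninjured MRL/MpJ replicates 1 (0.106), 2 (0.0589), 3 (0.0933), injured C57BL/6J replicates 1 (0.0599), 4 (0.0832), 5 (0.0546) and uninjured C57BL/6J replicates 3 (0.0674), 4 (0.0767), 5 (0.0503). Sfrp2 was lost without injured MRL/MpJ replicates 3 (0.0861), 4 (0.059), uninjured MRL/MpJ replicates 1 (0.0648), 2 (0.0693), 4 (0.0541), injured C57BL/6J replicates 1 (0.0642), 4 (0.0832) and uninjured C57BL/6J replicates 3 (0.0674), 4 (0.0751).

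In STR/ort against MRL/MpJ at 1-week there were 5 genes of this kind. These were Capg -0.74 (0.0289), Dcn -0.76 (0.0129), Fn1 -1.45 (0.00271), Mmp3 -2.35 (0.00133) and Myoc -1.19 (0.0339). Under each of the 12 alternatives, 2 of these 5 were called. Not called were Capg, Dcn and Myoc under the compared groups only. Leaving out 1 library at a time kept 3 called, and the others were lost as follows. Capg was lost without injured MRL/MpJ replicates 2 (0.0517), 4 (0.0545), 5 (0.0657), uninjured MRL/MpJ replicates 1 (0.0979), 3 (0.0567) and uninjured STR/ort replicate 2 (0.055). Myoc was lost without injured MRL/MpJ replicates 1 (0.0716), 4 (0.0652), uninjured MRL/MpJ replicates 2 (0.0931), 3 (0.0555), 4 (0.0603), injured STR/ort replicate 2 (0.0675) and uninjured STR/ort replicates 1 (0.0537), 3 (0.054), 4 (0.0655).

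Against C57BL/6J at 1-week, STR/ort had 3 of them. They were Adamts16 -2.33 (0.00455), Fn1 -1.59 (0.000919) and Mmp3 -1.81 (0.00835). Each of the 12 alternatives called all 3, and so did every fit without 1 library.

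The last 6 were found in STR/ort against MRL/MpJ at 2-weeks. The differences were Adam12 0.69 (0.0181), Adamts3 0.83 (0.0181), Mmp14 0.61 (0.0177), Mmp19 0.98 (0.018), Pxdn 0.87 (0.00931) and Sfrp1 1.06 (0.0256). Under each of the 12 alternatives, 2 of these 6 were called. Not called were Adam12 under 1 fit of all libraries, all libraries with 1 RUVg factor and the replicate block, and Adamts3 under the compared groups only. So were Mmp14 under RLE size factors, DESeq2, filterByExpr, the compared groups only, 1 fit of all libraries and all libraries with 1 RUVg factor, and Sfrp1 under filterByExpr, the compared groups only, 1 fit of all libraries and all libraries with 1 RUVg factor. Only 1 of them, Pxdn, was called in every fit without 1 library, and where the adjusted p below is under 0.05 the difference had fallen under 1.5-fold. Adam12 was lost without injured MRL/MpJ replicate 4 (0.0273) and uninjured MRL/MpJ replicate 1 (0.0594). Adamts3 was lost without uninjured MRL/MpJ replicate 1 (0.0646). Mmp14 was lost without injured MRL/MpJ replicates 3 (0.0331), 4 (0.0266), uninjured MRL/MpJ replicates 1 (0.0594), 4 (0.0403), injured STR/ort replicate 1 (0.0422) and uninjured STR/ort replicate 1 (0.0349). Mmp19 was lost without uninjured MRL/MpJ replicate 1 (0.0594). Sfrp1 was lost without injured MRL/MpJ replicate 3 (0.0537), uninjured MRL/MpJ replicates 1 (0.11), 4 (0.051), 5 (0.0568), injured STR/ort replicate 5 (0.0636) and uninjured STR/ort replicates 3 (0.0622), 5 (0.0625).

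Among the called genes of STR/ort against C57BL/6J at 1-day, 429 had a smaller response in STR/ort. Their median log2 change on injury was -0.27 in STR/ort, 0.68 in C57BL/6J and 0.14 in MRL/MpJ. A candidate explanation is a smaller share of synovial fibroblasts in injured than in uninjured STR/ort joints, relative to C57BL/6J. The median interaction of the 6 genes of that list was -0.90, but 4 of the 6 belong to the genes to be explained, and the 2 others, whose median was -0.20, are too few to decide. The most abundant gene of the list, Prg4, had 7755 ± 1005 CPM (SD, n = 5) in uninjured and 7877 ± 1694 CPM (SD, n = 5) in injured STR/ort. In C57BL/6J its levels were 1899 ± 263 CPM (SD, n = 5) and 3507 ± 589 CPM (SD, n = 5). A smaller share of these cells and a smaller response of the same cells therefore cannot be told apart. The cartilage, bone, fast muscle and T cell lists had median interactions of 0.36, 0.26, -0.29 and 0.19. Strain, the biological difference that the design names, stays open as untested, and beyond the alternatives of processing no technical explanation was tested for the interactions at 1-week and 2-weeks.

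The heat shock genes, which the paper does not discuss, were higher in STR/ort than in C57BL/6J at 0-day, with a list median of 1.28 (6 of 6 called, adjusted p = 0.0728 by exact permutation, all 4 STR/ort libraries above all 4 of C57BL/6J). The scaling alternatives kept this median between 1.08 and 1.34. The immediate early list, of which the paper names 3 genes, had a median of 2.81 with 15 of 15 called. Handling of the 0-day STR/ort joints at dissection, if it were the whole cause, would leave no difference in the uninjured joints of later time points, where the medians of the immediate early list were 0.79, 0.86 and 0.49 in the order of time. The limit set before, 0.58 at each time point, lies among them, so that test does not decide. Handling at 0-day as the whole cause is argued against by the differences of the list mean there, each more than 2 standard errors above 0, at 0.75 (standard error 0.31), 0.65 (standard error 0.15) and 0.48 (standard error 0.08) for the immediate early and 0.41 (standard error 0.14), 0.46 (standard error 0.18) and 0.63 (standard error 0.16) for the heat shock genes, although these joints are contralateral to injured ones, whose own response was not tested. A lasting strain difference of the size seen at 0-day is argued against, since at 1-day and 1-week, in the sequencing batch of 0-day, the difference of the list mean was smaller by at least 2.06 (standard error 0.39) for the immediate early and by at least 1.52 (standard error 0.22) for the heat shock genes. At 2-weeks, in the other batch, it was smaller by 2.32 (standard error 0.26) and 1.34 (standard error 0.21). Stress or handling may account for part of the difference at 0-day, beside a smaller lasting strain difference, and their shares cannot be told apart because all 0-day joints of a strain form 1 group.

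In the uninjured joints of every strain, 53 genes were over 4-fold lower at 2-weeks than at 1-day and 1-week, and 19 over 4-fold higher, while between 1-day and 1-week 0 genes changed in this way. The 2-weeks libraries form a sequencing batch of their own, so time and batch cannot be told apart by the design. Among the 53 genes, pseudogenes made up 22.4% of those found in the annotation, against 1.2% of all genes (Fisher's exact test over genes, p = 9.92e-12), and among the 19 genes 10.5%. Reads shared between near-identical gene copies and assigned differently in the batch of 2-weeks are a candidate explanation for part of the pattern. The limit of this test was set with the genes in view, so the outcome is weak evidence. A change with time of such genes was not excluded.

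Gm8210, which the paper lists in Table S3 and does not discuss in its text, differed by -9.31 in C57BL/6J against MRL/MpJ at 0-day (standard error 0.20, adjusted p = 1.11e-16). In MRL/MpJ its group means lay between 126 and 146 CPM at 0-day, 1-day and 1-week and between 0.228 and 0.35 CPM at 2-weeks. It was called higher in MRL/MpJ in all 12 comparisons of injured and uninjured joints post-injury, so the direction of the strain difference lasts to 2-weeks. The level in MRL/MpJ at 2-weeks was 0.208% of the earlier one, but the design confounds batch and time, so whether the size of the difference in the RNA lasts cannot be told apart from a change between the batches. How reads were assigned in the 2 batches may explain it, and a strain variant that only the reads of the earlier batch tell stays open as untested.

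Hba-a2 was -8.65 in MRL/MpJ and -9.90 in STR/ort against C57BL/6J at 0-day, that is 8.65 in C57BL/6J against MRL/MpJ. Less red blood cell RNA in these strains is argued against, since the medians of the 6 other erythroid genes were 0.57 (from 0.29 to 1.47) and -0.52 (from -1.05 to 0.25). Group means of Hba-a2 stayed between 294 and 2000 CPM in C57BL/6J, between 3.71 and 5.24 CPM in MRL/MpJ and between 1.14 and 10.4 CPM in STR/ort over all time points. Strain variants or the assignment of reads between this gene and its copies, of which Hba-a1 is not in the table, could give such a difference without one in the RNA, and neither was tested. A strain difference in the gene itself stays open as untested.

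Cytl1 and Col14a1, which the paper does not discuss, had the smallest adjusted p of a direction, Cytl1 among genes lowered by injury at 2-weeks in each strain and Col14a1 among genes raised at 1-week in C57BL/6J and MRL/MpJ and at 2-weeks in MRL/MpJ. Cytl1 changed on injury in C57BL/6J at 2-weeks by -0.997 (standard error 0.17, adjusted p = 9.12e-05), from 68.6 ± 7.67 CPM (SD, n = 5) to 34.3 ± 7.72 CPM (SD, n = 5). In STR/ort the change was -1.65 (adjusted p = 2.38e-08) and in MRL/MpJ -0.81 (adjusted p = 0.00602), the latter not called in 1 fit of all libraries without or with an RUVg factor. Col14a1 rose at 1-week in C57BL/6J by 2.32 (standard error 0.15, adjusted p = 1.22e-11), from 41.4 ± 8.25 CPM (SD, n = 5) to 204 ± 22.9 CPM (SD, n = 5), and in MRL/MpJ by 2.81 (adjusted p = 2.26e-12). Over the 12 alternatives the 2 changes in C57BL/6J lay between -1.01 and -0.91 and between 2.27 and 2.39, and with each library left out between -1.10 and -0.91 and between 2.26 and 2.45, all of them called. So neither the normalization nor a single library explains them, and a change in the mixture of tissues on injury was not tested for these genes.

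Between uninjured STR/ort and C57BL/6J, 3851 genes were called at 1-week, against 1811 at 1-day and 1693 at 2-weeks, and the paper gives no count for this comparison. In splits of the uninjured libraries across strains the highest count was 122, with 1 of 100 as large, so chance can be excluded for a difference between the strains, while these splits do not test whether 1-week exceeds the other time points. Between 1-day and 1-week the difference of the fast muscle list shifted by -0.52 (standard error 0.34) and that of the slow muscle list by -2.26 (standard error 0.83). Less muscle on the 1-week STR/ort joints as the whole cause is argued against, since it would raise the lists of all other tissues alike, while the shift of the cartilage list exceeded that of the T cell list by 2.02 (standard error 0.33). The single shifts were 1.25 and -0.77. A single library as the cause is argued against, uninjured STR/ort replicate 2 that stood apart on muscle included, since without any 1 library the count stayed between 3477 and 4093, against at most 1839 at 1-day and 1812 at 2-weeks. The dissection of joints in another way and a response of the uninjured joint in STR/ort stay open as untested.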

How the results depend on the processing

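None of the alternatives reported here was added after the results were seen, and the tables that count their outcomes were laid out afterwards. Of 1142 comparisons of a reported count with its value under an alternative, 1059 lay within 1.5 times of each other and 83 did not. The alternative of no count filter is void, since the filter removes 0 genes. Its 99 comparisons could not change and are part of the 1142 and of the 1059. The alternative filterByExpr moved 1 count. No total of genes changed by injury in 1 strain moved this far under any of the 12 alternatives, and their ranges were, in the order MRL/MpJ, C57BL/6J and STR/ort, 288 to 411, 905 to 1444 and 561 to 822 at 1-day. At 1-week they were 499 to 611, 929 to 1143 and 1215 to 1931, and at 2-weeks 171 to 229, 462 to 563 and 754 to 882. The numbers of genes raised also stayed within 1.5 times, but those of genes lowered moved further in every strain and time point, with ranges of 58 to 131 (86), 193 to 517 (232) and 251 to 578 (467) at 1-day, 9 to 64 (33), 82 to 294 (185) and 343 to 787 (612) at 1-week and 1 to 5 (3), 6 to 23 (12) and 49 to 96 (55) at 2-weeks, the reported number in parentheses.

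The counts that moved are given by setting, with the reported count in parentheses, and genes or lists higher or lower in a strain at 0-day, as those of Figures 4A and 4B, differed from both other strains. With 1 RUVg factor the counts were STR/ort against C57BL/6J at 0-day 1494 (2391), injured STR/ort against MRL/MpJ at 1-day 2254 (3506), injured STR/ort against C57BL/6J at 1-day 1330 (2141) and interaction of STR/ort against C57BL/6J at 1-week 151 (85). This factor also gave interaction of STR/ort against C57BL/6J at 2-weeks 14 (8), genes higher in MRL/MpJ in 14 comparisons 81 (125), inflammatory genes lower in MRL/MpJ at 0-day 1 (0) and Figure 4B genes higher in injured MRL/MpJ at 1-day 0 (3). Lists under it had Figure 4B genes raised by injury in MRL/MpJ at 1-day 3 (1), Sox9 and Runx1 raised by injury in C57BL/6J and STR/ort at 1-week 1 (2) and Table 1 genes raised by injury in MRL/MpJ at 1-week 3 (6). With 2 RUVg factors the counts were STR/ort against C57BL/6J at 0-day 680 (2391), C57BL/6J against MRL/MpJ at 0-day 291 (2751), interaction of C57BL/6J against MRL/MpJ at 1-day 134 (55), injured STR/ort against C57BL/6J at 1-day 1375 (2141), interaction of STR/ort against MRL/MpJ at 1-week 235 (153) and interaction of STR/ort against C57BL/6J at 1-week 165 (85). These factors gave injured STR/ort against MRL/MpJ at 1-week 3365 (5101), uninjured STR/ort against MRL/MpJ at 1-week 2136 (4221), interaction of STR/ort against MRL/MpJ at 2-weeks 149 (78), genes higher in STR/ort at 0-day 152 (456), genes lower in STR/ort at 0-day 137 (351) and genes lower in MRL/MpJ at 0-day 118 (752). Sets that differed from both other strains had genes higher in MRL/MpJ at 0-day 65 (385), genes higher in MRL/MpJ in 12 comparisons 59 (131), genes lower in MRL/MpJ in 12 comparisons 67 (133), genes higher in MRL/MpJ in 14 comparisons 21 (125), genes lower in MRL/MpJ in 14 comparisons 35 (122) and inflammatory genes higher in STR/ort at 0-day 2 (6). Gene lists under 2 factors had oxidative stress genes higher in STR/ort at 0-day 2 (5), immune genes lower in STR/ort at 0-day 3 (6), interferon genes lower in MRL/MpJ at 0-day 2 (6), MMP genes lower in MRL/MpJ at 0-day 0 (4), wound healing genes lower in MRL/MpJ at 0-day 0 (8) and T cell genes higher in MRL/MpJ at 0-day 0 (3). Further lists had Figure 4A genes higher in injured STR/ort at 1-day 4 (7), Figure 4B genes higher in injured MRL/MpJ at 1-day 0 (3), Figure 4B genes raised by injury in MRL/MpJ at 1-day 3 (1), Sox9 and Runx1 raised by injury in C57BL/6J and STR/ort at 1-week 0 (2), muscle genes lowered by injury in C57BL/6J and STR/ort at 1-week 2 (6) and muscle genes lowered by injury in STR/ort at 1-week 2 (6). Remaining values were Table 3 genes lower in MRL/MpJ in 12 comparisons 8 (13).

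The likelihood ratio test gave interaction of STR/ort against MRL/MpJ at 1-day 48 (28), interaction of C57BL/6J against MRL/MpJ at 1-day 114 (55), interaction of STR/ort against MRL/MpJ at 1-week 250 (153) and interaction of STR/ort against C57BL/6J at 1-week 181 (85). It also gave interaction of STR/ort against C57BL/6J at 2-weeks 33 (8), interaction of C57BL/6J against MRL/MpJ at 2-weeks 3 (0) and inflammatory genes lower in MRL/MpJ at 0-day 2 (0). Housekeeping scaling gave interaction of C57BL/6J against MRL/MpJ at 1-day 30 (55) and interaction of STR/ort against MRL/MpJ at 2-weeks 49 (78). DESeq2 gave interaction of C57BL/6J against MRL/MpJ at 1-day 98 (55), interaction of STR/ort against C57BL/6J at 1-week 151 (85) and interaction of STR/ort against C57BL/6J at 2-weeks 28 (8). It further gave interaction of C57BL/6J against MRL/MpJ at 2-weeks 2 (0) and inflammatory genes lower in MRL/MpJ at 0-day 1 (0). A fit of all libraries with 1 RUVg factor gave interaction of C57BL/6J against MRL/MpJ at 1-day 397 (55), interaction of STR/ort against MRL/MpJ at 1-week 445 (153), interaction of STR/ort against C57BL/6J at 1-week 486 (85) and interaction of STR/ort against MRL/MpJ at 2-weeks 33 (78). It also counted inflammatory genes lower in MRL/MpJ at 0-day 1 (0), Figure 4B genes higher in injured MRL/MpJ at 1-day 0 (3), Figure 4B genes raised by injury in MRL/MpJ at 1-day 3 (1) and Sox9 and Runx1 raised by injury in C57BL/6J and STR/ort at 1-week 1 (2). Fits of the compared groups only gave interaction of STR/ort against MRL/MpJ at 1-week 91 (153), interaction of STR/ort against C57BL/6J at 1-week 42 (85), interaction of STR/ort against MRL/MpJ at 2-weeks 36 (78) and interaction of STR/ort against C57BL/6J at 2-weeks 4 (8). They also gave inflammatory genes lower in MRL/MpJ at 0-day 1 (0), Figure 4B genes raised by injury in MRL/MpJ at 1-day 2 (1), muscle genes lowered by injury in MRL/MpJ at 1-week 2 (0) and Table 1 genes raised by injury in STR/ort at 1-week 9 (14). All libraries in 1 fit gave interaction of STR/ort against MRL/MpJ at 1-week 294 (153), interaction of STR/ort against C57BL/6J at 1-week 202 (85), interaction of STR/ort against MRL/MpJ at 2-weeks 28 (78), inflammatory genes lower in MRL/MpJ at 0-day 1 (0) and Sox9 and Runx1 raised by injury in C57BL/6J and STR/ort at 1-week 1 (2). The replicate block gave interaction of STR/ort against MRL/MpJ at 1-week 341 (153), interaction of STR/ort against C57BL/6J at 1-week 291 (85), interaction of STR/ort against C57BL/6J at 2-weeks 17 (8) and muscle genes lowered by injury in MRL/MpJ at 1-week 2 (0). RLE size factors gave interaction of STR/ort against MRL/MpJ at 2-weeks 49 (78). filterByExpr gave interaction of STR/ort against MRL/MpJ at 2-weeks 37 (78). For all these counts the cause was not tested, except that a fit of fewer libraries has fewer degrees of freedom.

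Among fits without 1 library, 66 of 1924 counts moved by over 1.5 times, in 14 results. Their reported count and lowest to highest values follow, with each library that moved them and the value without it. Interaction of STR/ort against MRL/MpJ at 1-day had 28, with 6 to 76, moved by injured MRL/MpJ replicates 1 (13), 2 (8), 4 (13), 5 (10), uninjured MRL/MpJ replicates 1 (17), 2 (11), 3 (6), 4 (13), 5 (12), injured STR/ort replicates 1 (13), 3 (8), 4 (10), 5 (76) and uninjured STR/ort replicates 2 (7), 4 (9), 5 (15). Interaction of STR/ort against C57BL/6J at 1-day had 460, with 339 to 757, moved by injured STR/ort replicate 5 (757). Interaction of C57BL/6J against MRL/MpJ at 1-day had 55, with 25 to 120, moved by injured MRL/MpJ replicate 3 (25), uninjured MRL/MpJ replicates 1 (27), 3 (36), injured C57BL/6J replicates 1 (26), 2 (120), 4 (29) and uninjured C57BL/6J replicates 3 (29), 4 (36). Interaction of STR/ort against MRL/MpJ at 1-week had 153, with 96 to 240, moved by injured MRL/MpJ replicate 3 (240), uninjured MRL/MpJ replicates 1 (96), 2 (100) and injured STR/ort replicate 1 (100). Interaction of STR/ort against C57BL/6J at 1-week had 85, with 48 to 142, moved by injured C57BL/6J replicates 1 (48), 2 (53), 3 (53), uninjured C57BL/6J replicates 1 (56), 2 (51), 5 (130), injured STR/ort replicates 1 (53), 2 (56) and uninjured STR/ort replicate 3 (142). Interaction of STR/ort against MRL/MpJ at 2-weeks had 78, with 21 to 150, moved by injured MRL/MpJ replicates 3 (43), 4 (150), uninjured MRL/MpJ replicates 1 (21), 4 (48), 5 (48), injured STR/ort replicates 1 (46), 3 (122), 5 (39) and uninjured STR/ort replicates 1 (51), 3 (46), 5 (40). Interaction of STR/ort against C57BL/6J at 2-weeks had 8, with 5 to 21, moved by injured C57BL/6J replicate 3 (5), uninjured C57BL/6J replicate 5 (5) and injured STR/ort replicate 3 (21).

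Interaction of C57BL/6J against MRL/MpJ at 2-weeks had 0, with 0 to 4, moved by injured MRL/MpJ replicate 4 (4), injured C57BL/6J replicate 2 (3) and uninjured C57BL/6J replicate 5 (2). Inflammatory genes lower in MRL/MpJ at 0-day had 0, with 0 to 1, moved by uninjured STR/ort replicate 1 (1). Sox9 and Runx1 raised by injury in C57BL/6J and STR/ort at 1-week had 2, with 1 to 2, moved by injured C57BL/6J replicate 5 (1) and uninjured C57BL/6J replicate 2 (1). Muscle genes lowered by injury in C57BL/6J and STR/ort at 1-week had 6, with 3 to 6, moved by injured C57BL/6J replicate 5 (3). Muscle genes lowered by injury in C57BL/6J at 1-week had 6, with 3 to 6, moved by injured C57BL/6J replicate 5 (3). Table 1 genes raised by injury in MRL/MpJ at 1-week had 6, with 3 to 5, moved by injured MRL/MpJ replicates 4 (3), 5 (3) and uninjured MRL/MpJ replicate 3 (3). Table 1 genes raised by injury in C57BL/6J at 1-week had 8, with 5 to 8, moved by injured C57BL/6J replicate 5 (5) and uninjured C57BL/6J replicates 1 (5), 4 (5).

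For the 143 genes named, 11683 of 12004 values under an alternative kept their direction and their side of the threshold, 199 were no longer called, 116 became called and 6 changed sign. Both the 11683 and the 12004 include 1045 values of the void alternative of no count filter, which could not change. By setting the calls lost were 91 with 2 RUVg factors, 33 with 1 factor, 27 with all libraries and 1 factor, 16 in fits of the compared groups only and 12 in 1 fit of all libraries. Housekeeping scaling lost 8, the replicate block 6, DESeq2 5, RLE size factors 1, and the likelihood ratio test 0. At 2-weeks, where the labels give the animal, the block called Adamts4 (0.61, adjusted p = 0.0391) and Il17d (0.62, adjusted p = 0.0379) on injury in C57BL/6J, Il17d in STR/ort (0.65, adjusted p = 0.0179) and Mmp12 in MRL/MpJ (1.39, adjusted p = 0.0395), did not call Tnfsf15 in STR/ort (0.98, adjusted p = 0.0708), and changed no other injury call of a named gene there. In STR/ort at 1-week, where the correlations pair the joints, it called Adam9 (0.60, adjusted p = 2.25e-05) and Naalad2 (0.60, adjusted p = 0.00624), did not call Tnfsf15 (0.79, adjusted p = 0.0887), and changed no other. Of the pairs by number, 7 of 15 at 1-day and 9 of 13 at 1-week correlated best with their own number, the 4 of STR/ort at 1-week among them, a hint from the data and not from the design. Without 1 library, 10201 of 10495 stayed, 236 were no longer called, 58 became called and 0 changed sign.

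The 6 changes of sign were found in 3 genes. Ankrd1 in injured STR/ort against MRL/MpJ at 1-day, reported as -1.13, was 0.569 with 1 and 0.573 with 2 RUVg factors. Fbxo32 in the same comparison, reported as -1.06, was 0.232, 0.222 and, with all libraries and 1 factor, 0.021. Pycard in injured STR/ort against MRL/MpJ at 1-week, reported as 0.71, was -0.145 with 1 factor. For these the cause was not tested.

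The RUVg factors follow the strains in part, since strain explained 43.2% of the first factor at 0-day, 78.1% at 1-day, 83% at 1-week and 18.3% at 2-weeks, and 70.9, 3.2, 36 and 65.8% of the second in the same order. Housekeeping scaling moved the median of all genes beyond 0.1 (log2) in 7 comparisons of STR/ort, at 1-day by -0.179 and -0.107 in injured joints against MRL/MpJ and C57BL/6J and by -0.134 in uninjured joints against MRL/MpJ. At 1-week the shifts were -0.124 and -0.126 in injured and -0.135 and -0.112 in uninjured joints. The share of called genes that were higher then moved from 50.3 to 29.4% in injured STR/ort against MRL/MpJ at 1-day and from 56.2 to 42% in uninjured joints at 1-week. For injury in STR/ort at 1-day it moved from 37.4 to 55.7% with 2 RUVg factors.

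Depth limits genes with few counts, as the group medians of total counts lay between 7694797 in MRL/MpJ at 0-day and 12228077 in injured MRL/MpJ at 2-weeks. In simulated counts the test found 88 of 100 genes changed 2-fold by injury and 75 of 100 with a 2-fold interaction at 1-week, so some interactions of this size are missed. The changed genes were drawn from those above a minimum mean count, so these shares do not cover genes with few counts.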

Differences from the paper's values

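All tests in this part were set before the data were examined, apart from the tables that compare calls, which were chosen only after the result was seen. The alternatives named are those set before the data were examined, and values are given with the paper's marked as such.

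Of the counts that the paper states in digits, 6 differed by over 1.5 times. Genes changed by injury in C57BL/6J at 1-day numbered 970, where the paper's count is 1590. Within 1.5 times of that lay 1 RUVg factor, 2 RUVg factors and all libraries with 1 RUVg factor, and the 9 other alternatives, from 905 to 1052, were not. Leaving out injured C57BL/6J replicate 2 (1147) also came within it. Genes lowered by injury in C57BL/6J at 1-day numbered 232, where the paper's count is 604. The paper's count was reached within 1.5 times by all libraries with 1 RUVg factor, and the 11 other alternatives, from 193 to 350, were not. Leaving out any 1 of 10 libraries did not bring it there. Genes lowered by injury in MRL/MpJ at 2-weeks numbered 3, where the paper's count is 6. Near enough was 2 RUVg factors, and the 11 other alternatives, from 1 to 3, were not. Leaving out injured MRL/MpJ replicate 4 (7) also came within it. Genes lowered by injury in STR/ort at 2-weeks numbered 55, where the paper's count is 95. Close enough were RLE size factors, 1 RUVg factor, 2 RUVg factors, housekeeping scaling, DESeq2, the likelihood ratio test, filterByExpr, all libraries with 1 RUVg factor and the replicate block, and the 3 other alternatives, from 49 to 60, were not. Leaving out injured STR/ort replicates 1 (75), 4 (69) and uninjured STR/ort replicates 1 (64), 2 (81), 4 (69) also came within it. Genes higher in MRL/MpJ in all 12 comparisons of injured and uninjured joints numbered 131, where the paper's count is 204. In reach of it were housekeeping scaling, the likelihood ratio test, 1 fit of all libraries and all libraries with 1 RUVg factor, and the 7 other alternatives, from 59 to 131, were not. Leaving out any 1 of 88 libraries did not bring it there. Genes lower in MRL/MpJ in all 12 comparisons of injured and uninjured joints numbered 133, where the paper's count is 217. In reach was the likelihood ratio test, and the 10 other alternatives, from 67 to 133, were not. Leaving out any 1 of 88 libraries did not bring it there.

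In Tables 1 and 2 of the paper, 214 log2 fold changes could be compared and 0 differed, and in Tables S1 to S3 41 of 261 values of named genes differed, none in sign. Of these 41 values, 39 lay within the error with all libraries and 1 RUVg factor, 29 with 1 RUVg factor per time point and 25 with 2. The figure was 6 with housekeeping scaling, 2 with DESeq2, 1 with RLE size factors and 1 with 1 fit of all libraries, and 0 with each other alternative. Values here minus those of Tables 1 and 2 ranged from -0.221 to 0.579. The error is the larger SD of log2 CPM between the replicates of the 2 compared groups. A value counts as different when its sign differs or it lies apart from the paper's by more than this error. Each is given as log2 fold change with the alternatives, and left-out libraries, without a difference, and the other alternatives and libraries differed.

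Aox4 in injured C57BL/6J against MRL/MpJ at 1-day was -2.22, where the paper's value is -2.86625, within the error under all 3 RUVg settings and without injured C57BL/6J replicate 5 (-2.53). Aox4 in injured STR/ort against MRL/MpJ at 1-day was -3.85, where the paper's value is -4.9636, within the error under all 3 RUVg settings and without injured STR/ort replicate 3 (-5.24). Aox4 in injured STR/ort against MRL/MpJ at 1-week was -3.67, where the paper's value is -4.66118, within the error under 2 RUVg factors and all libraries with 1 RUVg factor. Aox4 in uninjured C57BL/6J against MRL/MpJ at 2-weeks was -2.38, where the paper's value is -2.76117, within the error under 1 RUVg factor and all libraries with 1 RUVg factor and without uninjured MRL/MpJ replicate 5 (-2.48) and uninjured C57BL/6J replicate 2 (-2.60). Aox4 in uninjured STR/ort against MRL/MpJ at 1-day was -2.89, where the paper's value is -3.80952, within the error under all 3 RUVg settings. Aox4 in uninjured STR/ort against MRL/MpJ at 1-week was -3.35, where the paper's value is -4.30616, within the error under all 3 RUVg settings and without uninjured STR/ort replicate 4 (-4.11).

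B4galnt2 in injured C57BL/6J against MRL/MpJ at 1-day was -1.91, where the paper's value is -1.48034, within the error under all 3 RUVg settings. B4galnt2 in injured STR/ort against MRL/MpJ at 1-day was -3.24, where the paper's value is -2.47141, within the error under all 3 RUVg settings. B4galnt2 in injured STR/ort against MRL/MpJ at 1-week was -3.01, where the paper's value is -2.32566, within the error under 1 RUVg factor and all libraries with 1 RUVg factor. B4galnt2 in uninjured STR/ort against MRL/MpJ at 1-day was -2.76, where the paper's value is -2.15793, within the error under no alternative. B4galnt2 in uninjured STR/ort against MRL/MpJ at 1-week was -3.02, where the paper's value is -2.37502, within the error under 1 RUVg factor and all libraries with 1 RUVg factor. Ccdc38 in injured STR/ort against MRL/MpJ at 1-day was -2.75, where the paper's value is -3.38013, within the error under all 3 RUVg settings and housekeeping scaling and without injured STR/ort replicate 2 (-2.90). Ccdc38 in uninjured STR/ort against MRL/MpJ at 1-day was -2.42, where the paper's value is -2.93332, within the error under all 3 RUVg settings. Ccdc38 in uninjured STR/ort against MRL/MpJ at 1-week was -2.30, where the paper's value is -2.83447, within the error under all 3 RUVg settings.

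Fam171b in injured C57BL/6J against MRL/MpJ at 1-day was 2.47, where the paper's value is 2.69695, within the error under all 3 RUVg settings. Fam171b in injured STR/ort against MRL/MpJ at 1-day was 1.06, where the paper's value is 1.47265, within the error under all 3 RUVg settings and without injured MRL/MpJ replicate 2 (1.11) and injured STR/ort replicates 2 (1.12), 3 (1.18). Fam171b in uninjured STR/ort against MRL/MpJ at 1-day was 0.80, where the paper's value is 1.11729, within the error under all 3 RUVg settings and without uninjured MRL/MpJ replicates 1 (0.87), 3 (0.87) and uninjured STR/ort replicate 5 (0.91). Fam171b in uninjured STR/ort against MRL/MpJ at 1-week was 2.05, where the paper's value is 2.38389, within the error under all 3 RUVg settings and without uninjured STR/ort replicate 3 (2.17).

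H2-D1 in injured C57BL/6J against MRL/MpJ at 1-day was 1.95, where the paper's value is 1.64226, within the error under all 3 RUVg settings. H2-D1 in injured STR/ort against MRL/MpJ at 1-day was 1.97, where the paper's value is 1.41342, within the error under all 3 RUVg settings and housekeeping scaling and without injured STR/ort replicate 2 (1.80). H2-D1 in injured STR/ort against MRL/MpJ at 1-week was 1.65, where the paper's value is 1.1637, within the error under 2 RUVg factors and all libraries with 1 RUVg factor. H2-D1 in uninjured C57BL/6J against MRL/MpJ at 2-weeks was 1.97, where the paper's value is 1.76644, within the error under all libraries with 1 RUVg factor. H2-D1 in uninjured STR/ort against MRL/MpJ at 1-day was 2.18, where the paper's value is 1.73277, within the error under all 3 RUVg settings. H2-D1 in uninjured STR/ort against MRL/MpJ at 1-week was 1.91, where the paper's value is 1.44325, within the error under all libraries with 1 RUVg factor. Myoc in uninjured STR/ort against MRL/MpJ at 1-day was 1.91, where the paper's value is 2.31141, within the error under all libraries with 1 RUVg factor. Myoc in uninjured STR/ort against MRL/MpJ at 1-week was 1.98, where the paper's value is 2.39784, within the error under 1 RUVg factor and all libraries with 1 RUVg factor and without uninjured MRL/MpJ replicate 1 (2.08) and uninjured STR/ort replicate 2 (2.07).

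Pccb in injured C57BL/6J against MRL/MpJ at 1-day was 1.32, where the paper's value is 1.57317, within the error under all libraries with 1 RUVg factor. Pccb in injured STR/ort against MRL/MpJ at 1-day was 1.20, where the paper's value is 1.66077, within the error under all libraries with 1 RUVg factor. Pccb in injured STR/ort against MRL/MpJ at 1-week was 1.38, where the paper's value is 1.77682, within the error under all libraries with 1 RUVg factor. Pccb in uninjured C57BL/6J against MRL/MpJ at 1-week was 1.12, where the paper's value is 1.25704, within the error under RLE size factors, 1 RUVg factor, DESeq2 and all libraries with 1 RUVg factor and without uninjured MRL/MpJ replicates 1 (1.14), 4 (1.15) and uninjured C57BL/6J replicates 2 (1.13), 5 (1.15). Pccb in uninjured C57BL/6J against MRL/MpJ at 2-weeks was 1.05, where the paper's value is 1.18518, within the error under all 3 RUVg settings. Pccb in uninjured STR/ort against MRL/MpJ at 1-day was 1.22, where the paper's value is 1.56667, within the error under 1 RUVg factor and 2 RUVg factors. Pccb in uninjured STR/ort against MRL/MpJ at 1-week was 1.03, where the paper's value is 1.40328, within the error under all libraries with 1 RUVg factor.

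Serpina3b in injured STR/ort against MRL/MpJ at 1-day was 3.46, where the paper's value is 2.55958, within the error under all 3 RUVg settings. Serpina3b in uninjured STR/ort against MRL/MpJ at 1-day was 2.76, where the paper's value is 2.04603, within the error under all 3 RUVg settings and without uninjured MRL/MpJ replicate 4 (2.41). Serpina3b in uninjured STR/ort against MRL/MpJ at 1-week was 2.23, where the paper's value is 1.48895, within the error under 1 RUVg factor and all libraries with 1 RUVg factor. Slc15a2 in injured STR/ort against MRL/MpJ at 1-day was 3.08, where the paper's value is 2.7285, within the error under all 3 RUVg settings and housekeeping scaling and without injured STR/ort replicate 4 (3.01). Slc15a2 in uninjured STR/ort against MRL/MpJ at 1-week was 2.60, where the paper's value is 2.2972, within the error under housekeeping scaling, 1 fit of all libraries and all libraries with 1 RUVg factor and without uninjured MRL/MpJ replicate 3 (2.53) and uninjured STR/ort replicates 1 (2.57), 4 (2.49). Thnsl2 in injured STR/ort against MRL/MpJ at 1-week was 1.67, where the paper's value is 1.9434, within the error under 2 RUVg factors and all libraries with 1 RUVg factor and without injured MRL/MpJ replicate 3 (1.76) and injured STR/ort replicates 3 (1.72), 5 (1.73). Tpsab1 in injured STR/ort against MRL/MpJ at 1-day was -2.89, where the paper's value is -3.42562, within the error under 1 RUVg factor, housekeeping scaling, DESeq2 and all libraries with 1 RUVg factor and without injured MRL/MpJ replicates 3 (-3.02), 5 (-3.00) and injured STR/ort replicates 2 (-3.04), 4 (-3.07). Trim12a in uninjured STR/ort against MRL/MpJ at 1-day was 6.78, where the paper's value is 6.43056, within the error under all 3 RUVg settings and housekeeping scaling and without uninjured MRL/MpJ replicates 2 (6.70), 4 (6.69).

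No fold change was compared for Ccl20, because every uninjured library of C57BL/6J at 1-day and of STR/ort at 1-day and 1-week has 0 counts, and this exclusion was decided after its values were seen. Against a floor of 3 counts over the group, Ccl20 was higher by at least 1.64, 3.13 and 1.72 (log2) in the injured joints, and none of these bounds lies above the paper's values of 3.24, 4.73 and 4.27.

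The paper's Tables 1 and 2 call 217 changes on injury, of which 203 were called here and 14 were not, and its Tables S1 to S3 call 261 of those compared, of which 3 were not called here. Adam5 for injury in STR/ort at 1-week had 0.74 (adjusted p = 0.106) and was called under no alternative. Adam9 for injury in STR/ort at 1-week had 0.58 (adjusted p = 0.000386) and was called under RLE size factors, 1 RUVg factor, 2 RUVg factors, DESeq2, all libraries with 1 RUVg factor and the replicate block, and without injured STR/ort replicates 4 (0.000174), 5 (0.000552) and uninjured STR/ort replicates 1 (0.000567), 2 (0.000244). Ccl17 for injury in STR/ort at 2-weeks had 1.97 (adjusted p = 0.171) and was called under no alternative. Ccl19 for injury in C57BL/6J at 1-day had 0.52 (adjusted p = 0.144) and was called under all libraries with 1 RUVg factor. Ccl28 for injury in C57BL/6J at 1-day had 0.60 (adjusted p = 0.179) and was called under no alternative. Ccl7 for injury in MRL/MpJ at 1-week had 2.28 (adjusted p = 0.107) and was called under DESeq2, the likelihood ratio test and the compared groups only. Ccl8 for injury in STR/ort at 1-day had 1.01 (adjusted p = 0.056) and was called under 1 fit of all libraries, all libraries with 1 RUVg factor and the replicate block, and without injured STR/ort replicate 5 (0.0292) and uninjured STR/ort replicates 1 (0.0461), 2 (0.0159). Dpep2 for injury in C57BL/6J at 1-week had 0.71 (adjusted p = 0.0511) and was called under housekeeping scaling, DESeq2, the likelihood ratio test, filterByExpr, the compared groups only, 1 fit of all libraries, all libraries with 1 RUVg factor and the replicate block, and without injured C57BL/6J replicate 1 (0.0288). Dpep2 for injury in MRL/MpJ at 1-week had 0.86 (adjusted p = 0.0885) and was called under the compared groups only, 1 fit of all libraries and all libraries with 1 RUVg factor.

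Mmp12 for injury in C57BL/6J at 1-week had 1.25 (adjusted p = 0.0645) and was called under 1 RUVg factor, 2 RUVg factors, DESeq2, the likelihood ratio test, the compared groups only, 1 fit of all libraries, all libraries with 1 RUVg factor and the replicate block, and without injured C57BL/6J replicates 3 (0.0498), 5 (0.0402). Mmp12 for injury in MRL/MpJ at 2-weeks had 1.37 (adjusted p = 0.0745) and was called under 2 RUVg factors, DESeq2, the likelihood ratio test, filterByExpr and the replicate block. Naalad2 for injury in STR/ort at 1-week had 0.53 (adjusted p = 0.0664) and was called under 1 RUVg factor, 2 RUVg factors, all libraries with 1 RUVg factor and the replicate block, and without injured STR/ort replicate 5 (0.0464). Slc15a2 for injured C57BL/6J against MRL/MpJ at 1-week had 1.36 (adjusted p = 0.053) and was called under 1 RUVg factor, the likelihood ratio test, the compared groups only, 1 fit of all libraries and all libraries with 1 RUVg factor, and without injured C57BL/6J replicates 1 (0.0305), 4 (0.00886). Slc15a2 for uninjured C57BL/6J against MRL/MpJ at 1-week had 1.41 (adjusted p = 0.0732) and was called under the likelihood ratio test, and without uninjured C57BL/6J replicates 1 (0.0387), 4 (0.0159). Tll1 for injury in MRL/MpJ at 1-week had 0.81 (adjusted p = 0.101) and was called under 1 RUVg factor, 2 RUVg factors, the compared groups only, all libraries with 1 RUVg factor and the replicate block. Tnfsf18 for injury in STR/ort at 2-weeks had 1.53 (adjusted p = 0.136) and was called under no alternative. Trpm1 for injury in MRL/MpJ at 1-day had 1.03 (adjusted p = 0.107) and was called under 1 RUVg factor, 2 RUVg factors and all libraries with 1 RUVg factor.

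Called here and given as not significant in the paper's tables were 4 changes on injury. Adamts8 in STR/ort at 1-week had -0.71 (adjusted p = 0.0114), not called without uninjured STR/ort replicate 2 (0.0668). Adamtsl3 in C57BL/6J at 2-weeks had 0.62 (adjusted p = 0.00359). Il1b in C57BL/6J at 1-day had 0.62 (adjusted p = 0.00219), not called without injured C57BL/6J replicate 4 (log2 fold change 0.58, under 1.5-fold), uninjured C57BL/6J replicate 1 (log2 fold change 0.57, under 1.5-fold) and uninjured C57BL/6J replicate 5 (log2 fold change 0.58, under 1.5-fold). Tnfsf15 in STR/ort at 2-weeks had 0.97 (adjusted p = 0.047), not called without injured STR/ort replicate 2 (0.0732), injured STR/ort replicate 4 (0.0695), injured STR/ort replicate 5 (0.196), uninjured STR/ort replicate 1 (0.0771), uninjured STR/ort replicate 2 (0.0587), uninjured STR/ort replicate 3 (0.064) and uninjured STR/ort replicate 5 (0.161). The block by animal, which pairs the joints at 2-weeks, did not call Tnfsf15 there either.

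The paper ranks Fos, Jun and Id3 highest in STR/ort and lowest in MRL/MpJ at 0-day. All 3 were called higher in STR/ort than in both other strains. Id3 was not called against C57BL/6J without STR/ort replicate 3 (log2 fold change 0.54, under 1.5-fold) or under RUVg with 1 factor. C57BL/6J against MRL/MpJ had Id3 at 0.73 (adjusted p = 9.27e-05), called, but not under RUVg with 2 factors. Fos was at 0.66 (adjusted p = 0.199), not called (called under the compared groups only). Jun was at -0.06 (adjusted p = 0.697), not called under any alternative or left-out library. The paper describes Ankrd1, Trpm1 and Fbxo32 as induced by injury and highest in MRL/MpJ at 1-day. All 3 were called higher in injured MRL/MpJ than in both other strains, Fbxo32 not without injured MRL/MpJ replicate 5 against C57BL/6J (0.0914), and with 1 or 2 RUVg factors or all libraries and 1 RUVg factor 0 were. Injury raised Ankrd1 in MRL/MpJ by 3.58 (adjusted p = 3.41e-07). Trpm1 changed by 1.03 (adjusted p = 0.107), not called (called under 1 RUVg factor, 2 RUVg factors and all libraries with 1 RUVg factor), and Fbxo32 by 0.74 (adjusted p = 0.0907), not called (called under 1 RUVg factor, 2 RUVg factors, the compared groups only and all libraries with 1 RUVg factor). In C57BL/6J and STR/ort, Fbxo32 rose on injury by 1.41 (adjusted p = 0.000129) and 1.36 (adjusted p = 0.000409). The smaller change of Ankrd1 that the paper gives for C57BL/6J and STR/ort had interactions against MRL/MpJ of -1.46 (adjusted p = 0.269) and -1.30 (adjusted p = 0.594), neither called under any alternative or left-out library.

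The paper lists 5 catabolic enzymes as raised by injury in all strains at 1-week or 2-weeks. Mmp2 and Mmp19 were called in all strains at both, Adamts4 at 1-week and Mmp3 at 2-weeks. Adamts1 was called in STR/ort at 1-week alone, with 0.89 (adjusted p = 7.76e-05). In MRL/MpJ it had 0.16 (adjusted p = 0.75) at 1-week and 0.08 (adjusted p = 1) at 2-weeks. In C57BL/6J the values were 0.26 (adjusted p = 0.321) and 0.24 (adjusted p = 0.375). Adamts1 at 2-weeks in STR/ort had 0.28 (adjusted p = 0.223). None of these 5 was called under any alternative or left-out library. The paper places Mmp2, Mmp3 and Mmp14 lower in injured MRL/MpJ than in both other injured strains. Of the 18 comparisons, 15 were called. C57BL/6J against MRL/MpJ had Mmp3 at 0.07 (adjusted p = 0.884) at 1-week and 0.12 (adjusted p = 0.848) at 2-weeks, and Mmp14 at 0.52 (adjusted p = 2.88e-05) at 2-weeks, under 1.5-fold, and none of the 3 was called under any alternative or left-out library.

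The axis of Figure 2F is labelled CPM, and its bars match the mean counts and not the CPM of these libraries. Mmp2 at 0-day had a mean count of 3942.5 in C57BL/6J, where its CPM was 356. In STR/ort the mean count was 2430 and the CPM 264, and in MRL/MpJ 1088.5 and 143.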

Other observations

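The comparisons with other splits of the libraries, those of levels with responses, and the counts of shared genes and of later calls, and the gap of T cell and cartilage lists were chosen only after the result was seen, while the other tests of muscle and those of strain variants were not. At 0-day the called genes and the highest count of the other splits were 2558 and at most 1323 for STR/ort against MRL/MpJ, 2391 and at most 976 for STR/ort against C57BL/6J and 2751 and at most 1343 for C57BL/6J against MRL/MpJ. For genes that differed from both other strains they were 456 and at most 0 (higher in STR/ort), 351 and at most 0 (lower in STR/ort) and 752 and at most 347 (lower in MRL/MpJ), and in all these 1 of 100 splits was as large, the real one, so chance can be excluded. Genes higher in MRL/MpJ numbered 385, against at most 402, with 2 splits as large. Another split called more genes than the real one, so chance is not excluded there. Injury against the splits gave 406 and at most 94 in MRL/MpJ, 905 and at most 528 in C57BL/6J and 561 and at most 397 in STR/ort at 1-day, in fits of these libraries alone. At 1-week the values were 590 and at most 68, 997 and at most 217 and 1215 and at most 795, and at 2-weeks 171 and at most 102, 555 and at most 3 and 755 and at most 2. Only the real split was as large in each of these 9 (1 of 100). The uninjured joints are contralateral to the injured ones, and these splits ignore that joints of 1 animal form pairs. They therefore do not decide for any of the 9. At 1-day, and in MRL/MpJ and C57BL/6J at 1-week, which joints form a pair is not known, so no paired splits were made there. The paired splits at the end of this part are too few for a share under 0.05.

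Between strains, splits of the injured libraries at 1-day gave 3506 and at most 1 for STR/ort against MRL/MpJ, 2141 and at most 1582 for STR/ort against C57BL/6J and 2828 and at most 158 for C57BL/6J against MRL/MpJ. In uninjured joints they gave 3913 and at most 1, 1811 and at most 1 and 2563 and at most 17. At 1-week, in the same order, the injured joints had 5101 and at most 1254, 4349 and at most 55 and 1640 and at most 1821, and the uninjured 4221 and at most 441, 3851 and at most 122 and 1477 and at most 1344. At 2-weeks the injured had 3263 and at most 1106, 1793 and at most 414 and 1983 and at most 570, and the uninjured 2393 and at most 1, 1693 and at most 0 and 1702 and at most 79. Genes higher or lower in MRL/MpJ in all 12 comparisons had 131 and at most 0 and 133 and at most 0. In each case 1 of 100 was as large, so chance can be excluded, save for injured C57BL/6J against MRL/MpJ at 1-week. There 2 were as large and a split gave 1821, above the real 1640, so chance is not excluded.

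Genes raised by injury in all strains were mostly highest in injured STR/ort, which a level difference already present in uninjured joints or a larger response in STR/ort could give. In uninjured joints STR/ort was highest for 75.9% of 133 genes at 1-day, 96.4% of 331 at 1-week and 93% of 172 at 2-weeks, against 35.8, 38.4 and 35.8% of all genes. STR/ort had the largest fold change for 25.6% at 1-day (from 21.8 to 30.1% with each library left out), 38.1% at 1-week (from 25.4 to 49.5%) and 66.3% at 2-weeks (from 58.1 to 77.3%). A larger fold change over the contralateral joint as the general cause is argued against at 1-day and 1-week, where these shares stayed under 50%. A response of both joints in STR/ort would raise the uninjured levels too, so these shares cannot argue against it. At 2-weeks a larger fold change stays open, as 11 of the 172 genes had a called interaction towards STR/ort. The limit of 90% for the level difference was set with related values in view, so its passing at 1-week and 2-weeks weighs little, and at 1-day the share lies between the limits and does not decide. Why levels in uninjured STR/ort joints were higher was not tested.

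More muscle kept on the 0-day MRL/MpJ joints could lower the genes of other tissues there. In C57BL/6J against MRL/MpJ the medians were -0.80 for fast and -1.21 for slow muscle, and 1.16, 0.59 and 0.78 for cartilage, bone and synovial fibroblasts. The last 3 spanned 0.57, between the limits of 0.5 and 1 set for them, but other values argue against this explanation as the whole cause. More muscle would lower the lists of all other tissues alike, while the T cell list mean was higher and the cartilage list mean lower in MRL/MpJ, with a gap of 1.57 (standard error 0.41) against C57BL/6J and 1.76 (standard error 0.31) against STR/ort. The fast muscle list mean differed by -0.02 (standard error 0.10) in MRL/MpJ against STR/ort, from which these genes differed too. The most abundant gene of the fast muscle list, Myh4, had 34850 ± 2505 CPM (SD, n = 4) in MRL/MpJ, 17650 ± 3245 CPM (SD, n = 4) in C57BL/6J and 30770 ± 1324 CPM (SD, n = 4) in STR/ort. Of the muscle genes, the paper names 1 of 13 on the fast and 3 of 6 on the slow list.

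Less muscle kept on the injured joints could lower the muscle genes at 1-week. The medians on injury of the fast and slow lists were -0.49 and -1.75 in C57BL/6J, -0.81 and -1.49 in STR/ort and -0.36 and -0.09 in MRL/MpJ. The gap between the lists was 1.26 (standard error 0.31) in C57BL/6J, 0.68 (standard error 0.42) in STR/ort and -0.27 (standard error 0.57) in MRL/MpJ. A loss of muscle alike for all fibres would keep the gap under 0.5, and a gap over 1 would speak against it, which the value in C57BL/6J exceeds by less than its standard error, so this does not decide. A response of slow muscle to injury and a loss of muscle at dissection therefore cannot be told apart.

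Loss of reads with strain variants against the C57BL/6J reference could make more genes lower than higher in the other strains. In STR/ort against C57BL/6J at 0-day, called genes with a log2 change beyond 4 were 45 higher and 21 lower, and in MRL/MpJ against C57BL/6J 42 higher and 50 lower. The explanation needs more lower ones in both strains, so the value for STR/ort argues against it as a general cause, while single genes such as those absent in 1 strain stay open. Over all called genes, STR/ort had 1354 higher and 1037 lower than C57BL/6J, and MRL/MpJ 1083 and 1668. The split of STR/ort was reversed under RUVg with 2 factors, with 294 higher and 386 lower.

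The 18 marker lists were tested at 0-day in 54 comparisons, where the smallest exact p possible, 0.0286, gave an adjusted p of 0.0728 over all 540 tests, so 0 could pass 0.05. Of all 540 tests, 133 had an adjusted p below 0.05, the lowest 0.0321. Medians of log2 fold changes are given in the order STR/ort against MRL/MpJ, STR/ort against C57BL/6J and C57BL/6J against MRL/MpJ, with the adjusted p and any scaling under which the sign changed. Fast muscle genes (13 of 13 in the table) had 0.07 (0.9506), 0.82 (0.0728) and -0.80 (0.0728), where C57BL/6J against MRL/MpJ changed sign under 2 RUVg factors. Slow muscle genes (6 of 6 in the table) had 2.23 (0.0728), 3.26 (0.0728) and -1.21 (0.1151), where C57BL/6J against MRL/MpJ changed sign under 2 RUVg factors. Erythroid genes (7 of 10 in the table) had -1.23 (0.0728), -0.59 (0.0728) and -0.52 (0.0728). Marrow neutrophil genes (10 of 10 in the table) had -0.32 (0.1151), -0.20 (0.1151) and -0.02 (0.6811), where C57BL/6J against MRL/MpJ changed sign under 2 RUVg factors. B cell genes (7 of 7 in the table) had 0.68 (0.0728), -0.17 (0.3292) and 0.85 (0.0728), where STR/ort against C57BL/6J changed sign under 1 RUVg factor. T cell genes (6 of 6 in the table) had -1.04 (0.0728), -0.63 (0.0728) and -0.41 (0.0728).

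Mast cell genes (8 of 8 in the table) had -0.26 (0.1548), -0.55 (0.0728) and 0.57 (0.1548). Cartilage genes (12 of 13 in the table) had 0.51 (0.1548), -0.63 (0.2959) and 1.16 (0.1151), where all 3 changed sign under 2 RUVg factors. Bone genes (8 of 8 in the table) had 0.22 (0.4264), -0.38 (0.1548) and 0.59 (0.0728), where all 3 changed sign under 2 RUVg factors. Osteoclast genes (5 of 5 in the table) had -0.25 (0.5754), -0.66 (0.0728) and 0.32 (0.0728), where C57BL/6J against MRL/MpJ changed sign under 2 RUVg factors. White fat genes (7 of 7 in the table) had 0.43 (0.1151), -0.33 (0.2959) and 0.74 (0.0728). Brown fat genes (5 of 5 in the table) had 0.63 (0.5143), 1.61 (0.0728) and -0.98 (0.0728), where C57BL/6J against MRL/MpJ changed sign under 2 RUVg factors.

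Skin genes (1 of 7 in the table) had 0.63 (0.1151), 0.43 (0.1548) and 0.19 (0.6029), where C57BL/6J against MRL/MpJ changed sign under 2 RUVg factors. Synovial fibroblast genes (6 of 6 in the table) had 1.15 (0.0728), 0.15 (0.2644) and 0.78 (0.0728). Immediate early genes (15 of 15 in the table) had 2.68 (0.0728), 2.81 (0.0728) and -0.03 (0.5143). Heat shock genes (6 of 6 in the table) had 1.06 (0.0728), 1.28 (0.0728) and -0.13 (0.1929), where C57BL/6J against MRL/MpJ changed sign under 2 RUVg factors. Female genes (1 of 1 in the table) had 0.05 (0.9568), 1.09 (0.0728) and -1.04 (0.0728). Male genes (4 of 4 in the table) had -0.05 (0.2959), 0.06 (0.1548) and -0.07 (0.0728), where STR/ort against MRL/MpJ changed sign under housekeeping scaling and STR/ort against C57BL/6J changed sign under 1 RUVg factor. The joint tissue also expresses genes of these lists, so a list by itself does not show a share of cells.

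Of the 456 genes higher in STR/ort than in both other strains at 0-day, 192, 187 and 172 were so called in the uninjured joints of the 3 later time points, where independent sets would share 16.3, 43.1 and 11.1. Of the 351 lower ones these were 169, 176 and 179, against 8.9, 19.8 and 7.5. The 752 genes lower in MRL/MpJ shared 503, 234 and 291, against 45.7, 15.5 and 22.9, and the 385 higher ones 227, 188 and 199, against 13.9, 8 and 7.1.

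Of the genes that the paper names for STR/ort at 0-day, those called in the same direction against both other strains in the uninjured joints of the 3 later time points, in order, numbered 3, 3 and 1 of 6 (inflammatory), 1, 1 and 1 of 5 (apoptosis), 3, 2 and 2 of 5 (oxidative stress) and 3, 5 and 4 of 6 (immune genes lower in STR/ort). Of those named for MRL/MpJ they numbered 4, 4 and 4 of 6 (interferon), 3, 0 and 1 of 4 (matrix metalloproteinases), 5, 1 and 2 of 8 (wound healing) and 3, 2 and 1 of 3 (T cells, higher in MRL/MpJ).

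At 2-weeks the joints of 1 animal form a pair, and 16 splits part all 5 pairs of a strain, too few for a share under 0.05. Among these splits the real and the highest other count of injury were 171 and at most 102 in MRL/MpJ, 555 and at most 0 in C57BL/6J and 755 and at most 0 in STR/ort. For the 4 pairs of STR/ort at 1-week, also with 16 splits, they were 1215 and at most 11. The 100 splits above mostly leave some pairs together.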
